# C/EBP *α* is Essential for Gonadal but Not Inguinal White Adipose Tissue Formation in Mice

**DOI:** 10.1002/oby.70142

**Published:** 2026-02-11

**Authors:** Krista Y. Hu, Yu‐Lin Ma, Esme A. Dodge, Olivia A. B. Maguire, Caio V. Matias, Ryan P. Barney, Hector S. Himede, Juliana Gomez Pardo, Miriam Cepeda, Scott M. Gordon, Robert C. Bauer

**Keywords:** *CEBPA*, GWAS, transcription factor, visceral adipose, WAT development

## Abstract

**Objective:**

The distribution of excess white adipose tissue (WAT) in obesity correlates with risk for comorbidities. Thus, understanding depot‐specific WAT developmental mechanisms is translationally relevant. SNPs near the gene *CEBPA* associate with waist to hip ratio, and while C/EBP*α* is a recognized regulator of adipogenesis, there is no previously known role for C/EBP*α* in regulating adipose distribution.

**Methods:**

We crossed *Cebpa* floxed mice to the AdipoQ‐Cre transgenic mouse strain, generating mice with adipocyte‐specific knockout of *Cebpa* (Cebpa_ASKO). Mice were phenotyped on a chow diet and after prolonged high‐fat diet (HFD) feeding.

**Results:**

Cebpa_ASKO mice almost entirely lack gonadal WAT (gWAT), while inguinal WAT (iWAT) is present in near normal amounts. Despite developing, Cebpa_ASKO iWAT contains fewer and larger adipocytes, fails to expand under HFD challenge, and is dysfunctional as evidenced by transcriptomics and functional studies. Finally, Cebpa_ASKO mice have lipid‐laden brown adipose tissue (BAT), increased hepatic triglycerides, and increased plasma cholesterol, all of which worsen with prolonged HFD feeding.

**Conclusions:**

These results highlight a previously unrecognized difference in the essentiality of C/EBP*α* for gWAT and iWAT development and highlight novel interorgan relationships between WAT and other metabolic tissues. Further studies of these specific mechanisms could have clinical relevance for targeting visceral adiposity in humans.

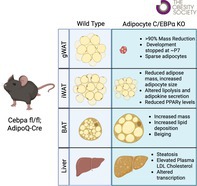

## Study Importance

- What is already known?
  ○ The transcription factor C/EBP*α* is a critical regulator of adipogenesis.
  ○ The genomic locus containing the gene *CEBPA* is associated with visceral adiposity in humans.
- What does this study add?
  ○ Adipocyte‐specific *Cebpa* knockout mice fail to develop gonadal white adipose tissue (WAT) due to stalled development in the perinatal period.
  ○ All other WAT depots develop normally but are dysfunctional, leading to numerous metabolic phenotypes in the knockout mice.
- How might these results change the direction of research?
  ○ Given the clinical relevance of visceral adipose, further elucidation of the depot‐specific mechanisms of C/EBP*α* may unveil novel avenues for therapeutic intervention.
  ○ The metabolic phenotypes present in our mice suggest novel relationships between WAT function and other metabolic organs worthy of further research.

## 1 Introduction

Rates of obesity, defined as excess accumulation of white adipose tissue (WAT), continue to rise in the developed world. Obesity is well known to be associated with multiple metabolic comorbidities, including increased risk for cardiovascular disease (CVD), type 2 diabetes (T2D), and metabolic dysfunction‐associated steatotic liver disease, among others [1]. Interestingly, the distribution of this excess WAT can result in different risks for metabolic disease [2, 3]. There are two main types of WAT: subcutaneous white adipose tissue (scWAT) located under the skin and visceral white adipose tissue (vWAT) located inside the peritoneum in the abdominal area [4]. Humans with excess vWAT have nearly 10 times greater risk of poor metabolic outcomes, such as CVD and insulin resistance [2, 5, 6]. Conversely, excess accumulation of scWAT in humans is sometimes referred to as “metabolically healthy obesity,” as it is less associated with poor metabolic outcomes [2, 7]. Given these observations, identifying mechanisms that regulate the distribution of adipose tissue between scWAT and vWAT may elucidate factors that can be leveraged in the treatment of obesity and cardiometabolic disease.

Genome‐wide association studies (GWAS) have identified more than 1000 loci that associate with obesity traits in humans, including associations with body mass index (BMI), body fat percentage, waist to hip‐ratio (WHR), and WHR adjusted for BMI (WHRadjBMI), the last of which is a measure of visceral adiposity [8]. The 19q13 GWAS locus contains SNPs that are associated with numerous cardiometabolic traits including plasma triglycerides, plasma total cholesterol, T2D, BMI, and WHRadjBMI [9, 10]. There are multiple genes in the 19q13 GWAS locus, including CCAAT/enhancer binding protein alpha (*CEBPA*) (Figure S1) [9]. *CEBPA* encodes the protein C/EBP*α*, which is a transcription factor that, in coordination with C/EBPβ and peroxisome proliferator‐activated receptor gamma (PPAR*γ*), governs the adipocyte differentiation process. In particular, C/EBP*α* is known to work in a positive regulatory loop with PPAR*γ* to drive the adipogenic gene expression program [11, 12]. In mice, germline whole body *Cebpa* knockout is perinatal lethal, but restoration of hepatic *Cebpa* expression permits survival and the resulting mice are lipodystrophic and lack WAT [13]. While clearly required for adipogenesis, it is unclear how C/EBP*α* regulates adipose distribution and visceral adiposity specifically.

Given the GWAS association with WHRadjBMI, we hypothesized that adipocyte *Cebpa* plays a role in WAT distribution. To test this hypothesis, we crossed Cebpa_fl/fl mice with AdipoQ‐Cre mice, establishing mice with adipocyte‐specific knockout of *Cebpa* (Cebpa_ASKO). Here we report that Cebpa_ASKO mice have a near complete absence of gonadal WAT (gWAT), the largest vWAT depot in mice, due to a failure in gWAT development. In stark contrast, Cebpa_ASKO inguinal WAT (iWAT) is present in relatively normal quantities but has a drastically altered transcriptome and function. Lean Cebpa_ASKO mice also have multiple other metabolic phenotypes, including reduced lipolysis and plasma adiponectin, an inability to expand adipose depots when challenged with a high‐fat diet (HFD), increased brown adipose tissue (BAT) mass and lipid content, and increased hepatic triglycerides and plasma cholesterol. Taken together, these data illuminate a novel adipose depot‐specific role for C/EBP*α* and highlight its central role in whole body metabolism.

## 2 Methods

### 2.1 Animals

All animal studies were approved by Columbia University institutional IACUC committee, and all animals were housed in AAALAC‐accredited animal facilities. Cebpa_fl/fl (Jackson Labs strain #006447) and AdipoQ‐Cre + (Jackson Labs strain #010803) mice on the C57BL6/J background were acquired from Jackson Laboratories. These mice were crossed and maintained in‐house to generate experimental Cebpa_fl/fl; AdipoQ‐Cre + (*Cebpa* adipocyte‐specific knockout [Cebpa_ASKO]) and negative control Cebpa_fl/fl; AdipoQ‐Cre − (Cebpa_fl/fl) mice. Cebpa_ASKO and Cebpa_fl/fl mice for experiments were bred such that all Cebpa_fl/fl; AdipoQ‐Cre + and Cebpa_fl/fl; AdipoQ‐Cre − mice were true littermates. Mice were fed a chow diet unless on special diet. Mice were either postnatal days 1–14 (P1‐14) or 8–12 weeks old for all experiments unless otherwise indicated. For HFD feeding experiments, mice were fed a 60% kcal fat diet from Research Diets (D12492) ad libitum and maintained for 16–20 weeks. All in vivo findings were confirmed in multiple independent mouse cohorts, with data from a single representative male cohort shown in figures.

### 2.2 In Vivo Experiments

Blood for plasma lipid and ELISA measurements was collected retro‐orbitally from anesthetized 4‐h fasted or random‐fed mice with heparinized tubes. All blood samples were then spun at 1500*g* for 10 min at 4°C to separate plasma. Plasma cholesterol and triglycerides were measured in 4‐h fasted plasma via plate assay using Infinity Total Cholesterol and Infinity Triglycerides reagents (TR13421 and TR22421). Plasma from random‐fed mice or 4‐h fasted mice was used for all ELISA (adiponectin: Millipore‐Sigma EZMADP‐60K, leptin: Millipore‐Sigma EZML‐84K, PCSK9: R&D MPC900).

### 2.3 Statistics

Data were graphed using GraphPad Prism 10. Prism 10 was also used to perform two‐tailed Student's *t*‐tests to compare two groups. Multiple *t*‐tests were used when comparing two groups with multiple variables. Two‐way ANOVA with Tukey's post hoc was used when comparing three groups with multiple variables.

Further methods are detailed in the online Supporting Information.

## 3 Results

### 3.1 Cebpa_ASKO Mice Have Reduced gWAT Mass Due to Halted Development

We generated Cebpa_ASKO mice by crossing Cebpa floxed mice (Cebpa_f/fl) with transgenic mice expressing Cre recombinase under control of the *Adipoq* promoter. As *Adipoq* is not expressed until late in the adipocyte differentiation process [11], Cebpa_ASKO mice represent a model of *Cebpa* knockout during late adipocyte differentiation (Figure 1A). We confirmed efficient knockout of *Cebpa* expression in 10‐week‐old Cebpa_ASKO gWAT (Figure 1B). Interestingly, 10‐week‐old Cebpa_ASKO mice do not display any outward phenotypes and have no significant difference in body weight compared to Cebpa_fl/fl controls (Figure 1C). However, upon sacrifice and tissue dissection, we immediately noticed a large reduction in gWAT mass in Cebpa_ASKO mice (Figure 1D), despite the normal appearance of other WAT depots (Figure S2). This finding was true in both male and female Cebpa_ASKO mice (Figure 1E,F, Figure S3). Together, these data clearly demonstrate a gWAT‐specific role for C/EBP*α* in WAT development.

**FIGURE 1:**
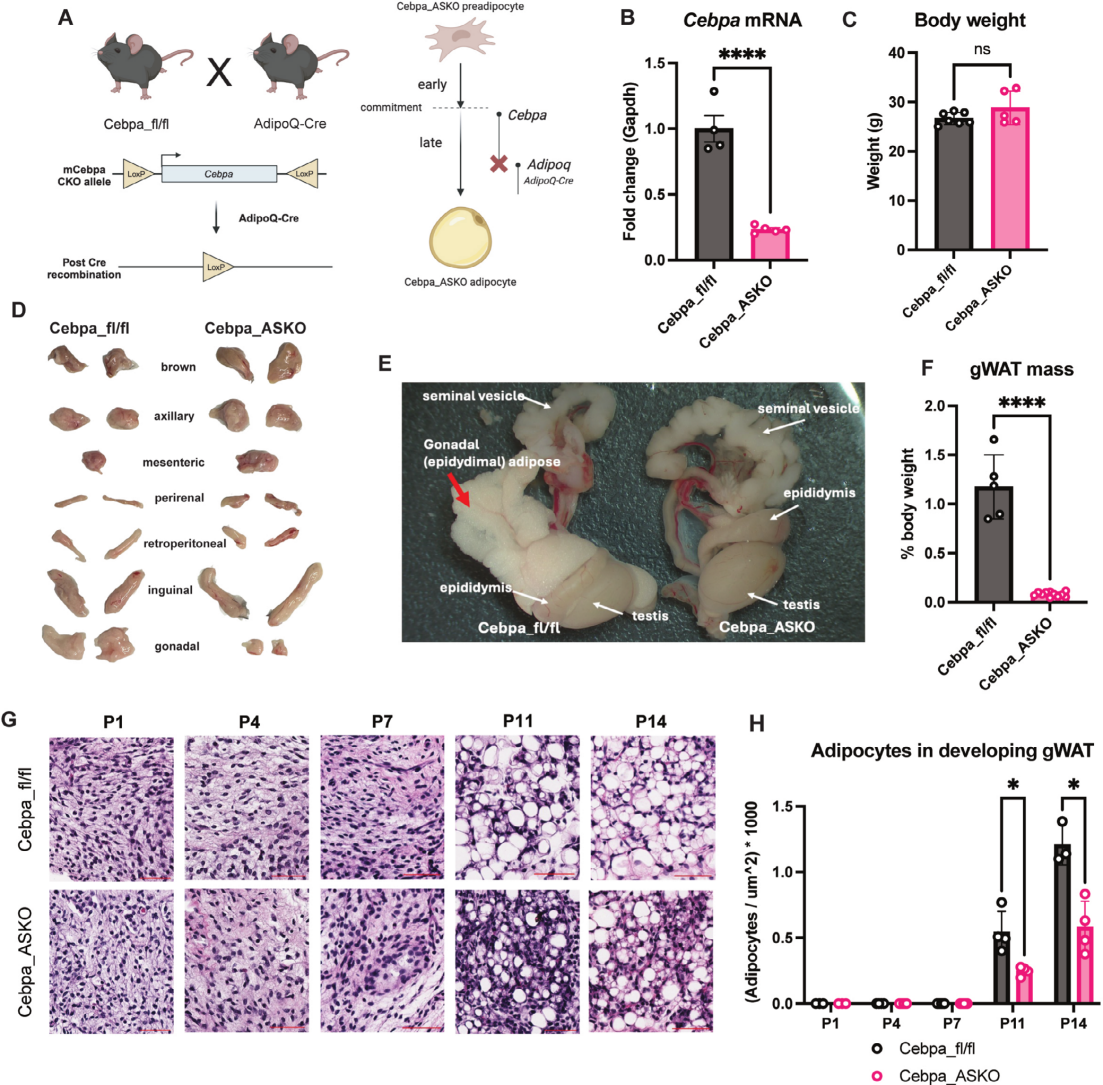
Cebpa_ASKO mice have altered gWAT development. (A) Schematic of Cebpa_ASKO mouse alleles and adipocyte differentiation knockout timeline. (B) Taqman qPCR for Cebpa in gWAT from male 10‐week‐old Cebpa_fl/fl and Cebpa_ASKO mice (*n* = 4–5). (C) Body weight in male 10– to 12‐week‐old Cebpa_fl/fl and Cebpa_ASKO mice (*n* = 5–7). (D) Macroscopic image of adipose tissue depots from male 10‐week‐old Cebpa_fl/fl and Cebpa_ASKO mice. (E) Macroscopic image of gWAT attached to gonads from male 10‐week‐old Cebpa_fl/fl and Cebpa_ASKO mice. (F) Mass of gWAT from male 10– to 12‐week‐old Cebpa_fl/fl and Cebpa_ASKO mice (*n* = 5–7). (G) H&E stain of developing gWAT appendage from Cebpa_fl/fl and Cebpa_ASKO neonates. (H) Identification and quantification of adipocytes by Adiposoft in one section of developing gWAT appendages. All mice were chow‐fed. Student's *t*‐test was used to analyze results (*p < 0.05, *****p < 0.0001). Schematic created with Biorender. [Color figure can be viewed at wileyonlinelibrary.com]

gWAT is a visceral WAT depot that develops postnatally [14], unlike the subcutaneous iWAT that develops in utero. A previous study showed that male mouse gWAT develops during the first two postnatal weeks from an appendage underneath the corpus epididymis, with adipocytes first appearing around P7 [15]. Therefore, we hypothesized that Cebpa_ASKO gWAT development from the appendage diverges from Cebpa_fl/fl mice during this time. To test this, we performed a time‐course dissection of the developing appendage at postnatal day 1 (P1), P4, P7, P11, and P14 in both Cebpa_fl/fl and Cebpa_ASKO male mice. H&E staining in both groups revealed the appearance of adipocytes in the developing appendage between days P7 and P11 (Figure 1G). However, by P14, Cebpa_ASKO gWAT appendages have fewer lipid droplets than Cebpa_fl/fl gWAT appendages, consistent with disrupted adipocyte differentiation (Figure 1H). Thus, the severely decreased gWAT mass seen in 10‐week‐old Cebpa_ASKO mice is due to its halted development in the second perinatal week.

### 3.2 Cebpa_ASKO iWAT Adipocytes Develop Despite Loss of Cebpa

In contrast to gWAT, iWAT from adult Cebpa_ASKO mice appears grossly normal upon dissection despite *Cebpa* deletion (Figure 2A,B). Closer examination revealed that Cebpa_ASKO iWAT exhibits a small but significant reduction in mass compared to control mice (Figure 2C). Furthermore, Cebpa_ASKO iWAT adipocytes are larger than controls on average (Figure 2D,E, Figure S4), yet Cebpa_ASKO iWAT fat pads contain fewer adipocytes than control iWAT (Figure 2F), consistent with the smaller mass of the fat pad overall. To confirm that Cebpa_ASKO iWAT adipocytes can develop in a cell autonomous manner, we cultured and differentiated stromal vascular fraction cells (SVF) isolated from control and Cebpa_ASKO iWAT. In SVF from Cebpa_fl/fl mice, *Cebpa* exhibits a nearly sixfold increase in expression during differentiation as expected, while *Cebpa* expression briefly increases and then retreats to baseline levels in differentiating SVF from Cebpa_ASKO animals (Figure 2G), consistent with the expected timing of Cre expression. Conversely, *Pparg* expression remains unchanged between groups over the course of differentiation (Figure 2H), perhaps driving differentiation in the absence of *Cebpa* expression. We observed no difference in the capacity of Cebpa_fl/fl and Cebpa_ASKO iWAT SVF to develop lipid droplets over the course of differentiation (Figure 2I,J), consistent with the observed in vivo phenotype. These findings suggest that iWAT adipocytes are still able to accumulate lipid and develop the typical unilocular lipid droplet morphology of white adipocytes despite lacking *Cebpa* expression during late differentiation.

**FIGURE 2:**
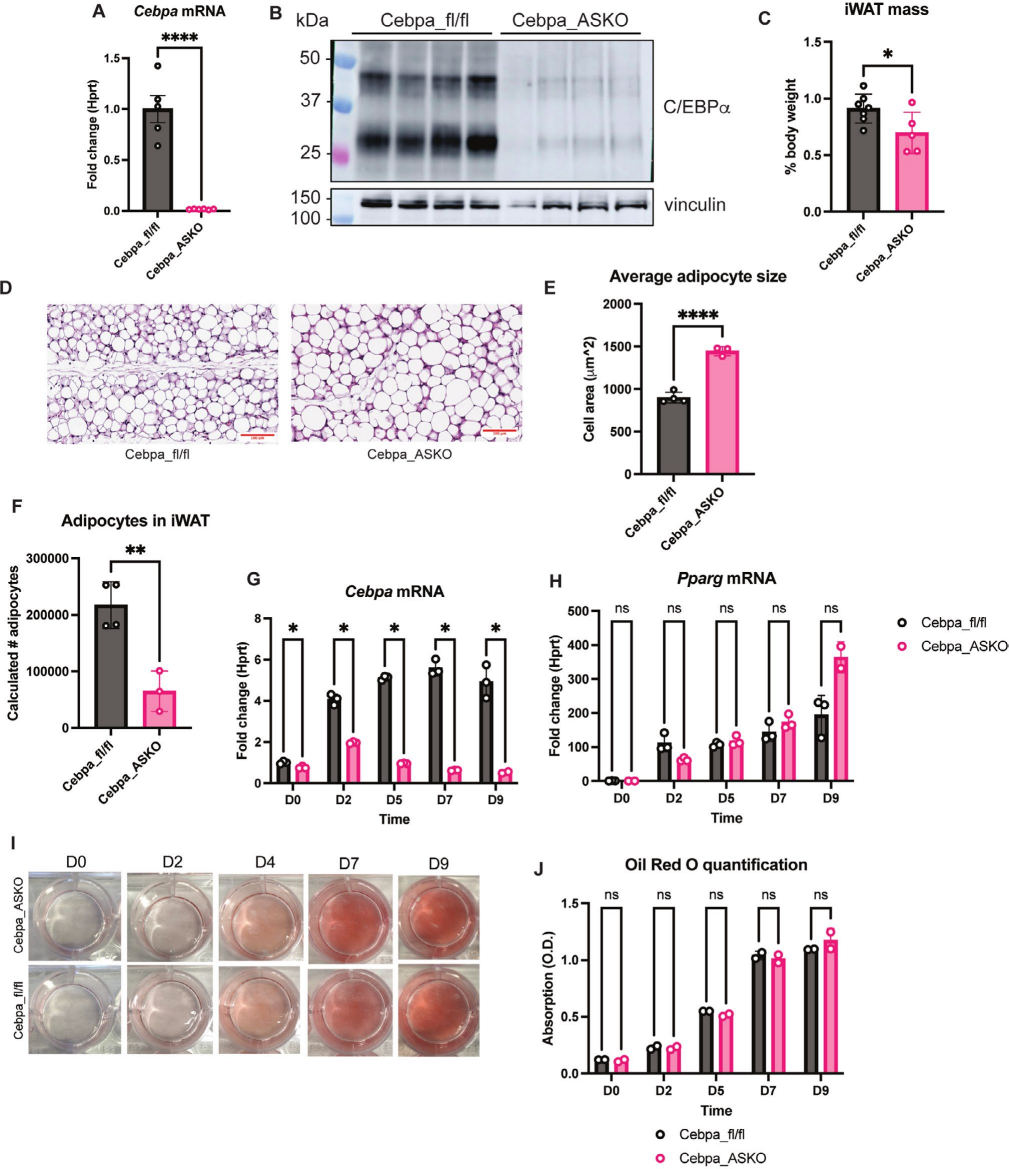
Cebpa_ASKO iWAT develops despite *Cebpa* loss. (A) Taqman qPCR for *Cebpa* in iWAT from Cebpa_fl/fl and Cebpa_ASKO mice (*n* = 5–7). (B) Western blot for C/EBP*α* on iWAT homogenates from 10‐week‐old male mice. (C) Mass of iWAT from 10‐ to 12‐week‐old male Cebpa_fl/fl and Cebpa_ASKO mice. (D) Representative H&E stain of iWAT from 10‐week‐old male mice. (E, F) Quantification of cell size by Adiposoft and an estimate of adipocyte number by the Goldrick formula (*n* = 3–4). (G) Taqman qPCR for *Cebpa* during differentiation in iWAT SVF. (H) Neutral lipid droplets during SVF‐derived adipocyte differentiation at D0, D2, D5, D7, and D9 were visualized by Oil Red O staining. (I) Quantification of extracted stained lipids from panel H (*n* = 2). (J) Leptin measured via ELISA in plasma of 4‐h fasted Cebpa_ASKO mice (*n* = 5–7). Student's *t*‐test was used to analyze results (*p < 0.05, **p < 0.01, ****p < 0.0001). [Color figure can be viewed at wileyonlinelibrary.com]

### 3.3 Cebpa_ASKO Mice Cannot Expand Adipose Depots Upon HFD Challenge

Given the specific defects in gWAT and iWAT in lean Cebpa_ASKO mice, we next asked if prolonged caloric excess would prompt adipose remodeling and overcome the overall reduction in adipose mass. We challenged Cebpa_fl/fl and Cebpa_ASKO mice with a 60% kcal HFD for 20 weeks and included aged‐matched chow‐fed controls. At baseline in control mice, *Cebpa* expression is higher in gWAT than iWAT, while 20 weeks of HFD feeding induces an increase in iWAT *Cebpa* expression and a decrease in gWAT, consistent with depot‐specific roles for C/EBP*α* (Figure S5). We found that HFD‐fed Cebpa_ASKO mice gain significantly less weight than controls (Figure 3A–C). MRI measurements showed that Cebpa_ASKO mice had less fat mass and more lean mass than controls at 15 weeks of HFD feeding (Figure 3D), suggesting that the inability of Cebpa_ASKO mice to gain weight by HFD challenge is due to disrupted adipose expansion. Consistent with this, Cebpa_ASKO mice exhibited a complete absence of adipose depot expansion after 20 weeks on HFD, in stark contrast to the normal expansion of WAT depots in Cebpa_fl/fl mice (Figure 3E,H). Specifically, Cebpa_ASKO gWAT remained nearly completely absent, and Cebpa_ASKO iWAT did not expand (Figure 3F,G). These data suggest that all mature WAT depots require *Cebpa* expression for expansion via HFD‐induced hyperplasia or hypertrophy. Furthermore, iWAT and axillary WAT exhibit significant reductions in mass in Cebpa_ASKO aged or HFD‐fed mice, suggesting that C/EBP*α* is not only required for HFD‐induced expansion, but also simple maintenance of adipose tissue during aging (Figure S6). These data support the idea that *Cebpa* expression is more crucial for continuous iWAT growth and expansion over time or with HFD feeding compared to other depots, despite the seemingly gWAT‐specific phenotype at baseline.

**FIGURE 3:**
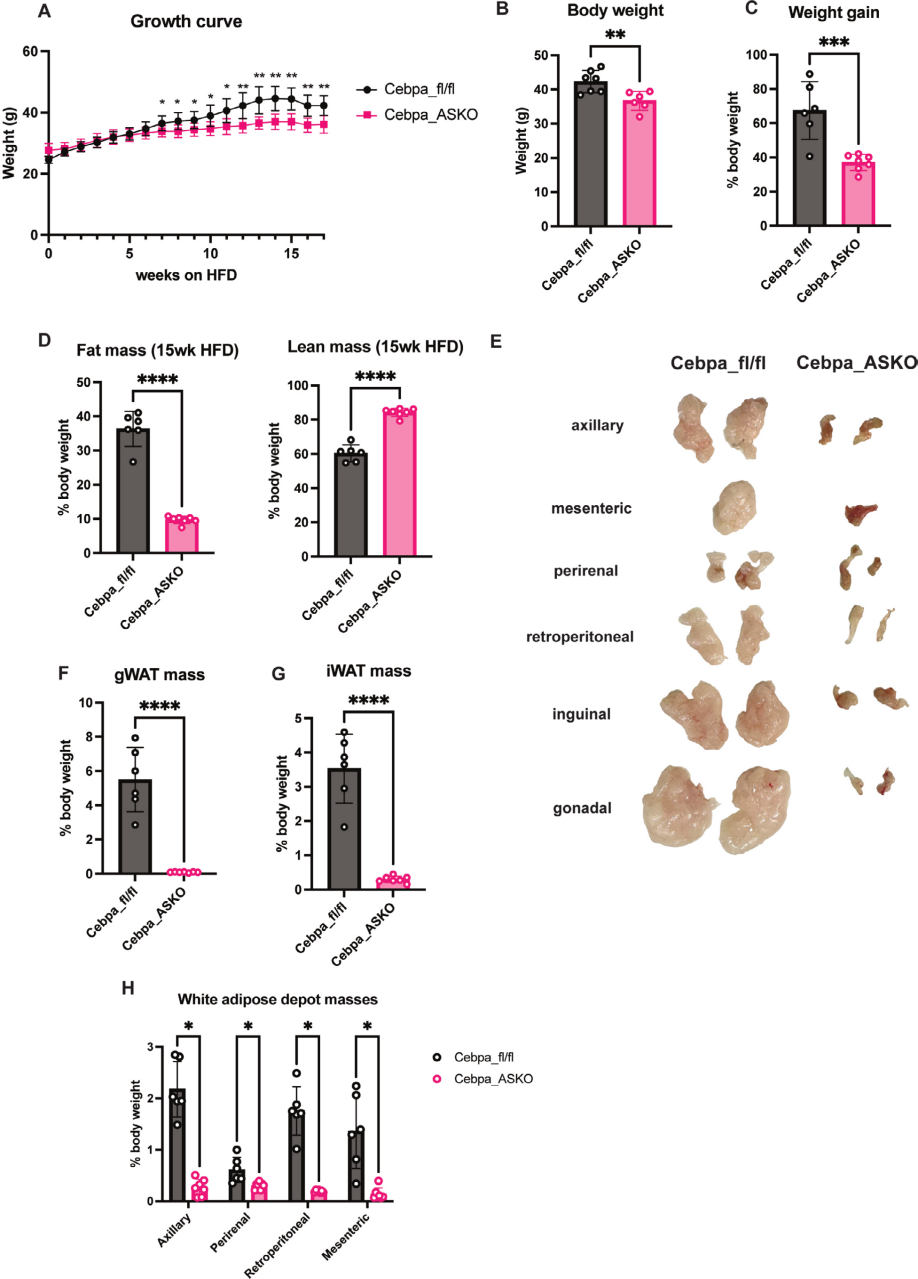
Cebpa_ASKO mice do not expand adipose on a high‐fat diet (HFD). (A) Growth curve of Cebpa_fl/fl and Cebpa_ASKO male mice fed HFD starting at 10–12 weeks of age. (B) Body weight of Cebpa_fl/fl and Cebpa_ASKO mice after 17 weeks of HFD feeding. (C) Weight gain in Cebpa_fl/fl and Cebpa_ASKO mice after 17 weeks of HFD feeding measured as percent change in body weight. (D) MRI measured fat mass and lean mass in a separate cohort of Cebpa_fl/fl and Cebpa_ASKO mice after 15 weeks of HFD feeding. (E) Macroscopic image of adipose depots of Cebpa_fl/fl and Cebpa_ASKO mice after 20 weeks of HFD feeding. (F–H) Masses of gWAT, iWAT, and other adipose depots from panel E reported by percent body weight (*n* = 6–7). Student's *t*‐test was used to analyze results (*p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001). [Color figure can be viewed at wileyonlinelibrary.com]

### 3.4 Cebpa_ASKO iWAT Adipocytes Have Altered Transcriptomes and Function

The observation that Cebpa_ASKO iWAT depots could not expand after prolonged HFD challenge suggests adipocyte dysfunction, despite their somewhat normal morphology. To further investigate this, we performed bulk RNA‐seq on whole iWAT from lean, 10‐week‐old Cebpa_fl/fl and Cebpa_ASKO mice (Figure 4A,B). 

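The RNA came from whole inguinal fat of 10-week-old female mice, 3 Cebpa_fl/fl and 3 Cebpa_ASKO, and each mouse gave 1 paired-end library. Cebpa_ASKO mice carry the AdipoQ-Cre transgene, which removes the floxed *Cebpa* gene in cells that express adiponectin, so the other cells of the depot keep it. For each library the authors deposited the estimated count and the TPM, a length-normalized share, of every transcript, as given by kallisto, a program that assigns read pairs to transcripts and divides pairs that match several transcripts among them. They also deposited TPM summed for each gene symbol. The total estimated counts were 46237121, 46601320 and 49477671 in the Cebpa_fl/fl libraries (median 46601320), and 33141769, 37957065 and 42243013 in the Cebpa_ASKO libraries (median 37957065). Here the estimated counts were summed for each gene symbol with the GENCODE M21 annotation of GRCm38, which matched between 99.5% and 99.6% of each library's counts, and were rounded to whole numbers. They were then scaled by edgeR's TMM method and are given as normalized CPM. At these depths, a gene with no counts in the 3 libraries of a genotype could still be present at up to 0.0215 CPM in Cebpa_fl/fl and 0.0260 CPM in Cebpa_ASKO, counting error alone. Differential expression was tested for 16069 genes that passed edgeR's filter on low counts, out of 23368 genes with a count, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The paper names DESeq2 for this step, and DESeq2 was run here as an alternative. Because a comparison of 3 against 3 libraries cannot reach a permutation p below 0.1, the values of each library are given or the genotypes are said to overlap or not.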

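*Cebpa*, which lies on chromosome 7 of GRCm38 from 35119293 to 35121928, was the check on the genotypes. Its expression was 448, 465 and 498 CPM in the 3 Cebpa_fl/fl libraries and 37.7, 45.8 and 37.2 CPM in the 3 Cebpa_ASKO libraries. The means were 470 ± 25.7 CPM (SD, n = 3) and 40.2 ± 4.81 CPM (SD, n = 3), so that 8.55% of the control level remained in the whole tissue. The genotypes did not overlap (exact two-sided permutation test, p = 0.1, the smallest that 3 against 3 allow). The log2 fold change was -3.55 (standard error 0.131, adjusted p = 0.000163 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the authors' TPM the level in Cebpa_ASKO was 8.94% of control. In CPM it stayed between 7.96% and 8.87% when each library was left out in turn.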

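Genes of lipid metabolism were tested as lists. Lists of well-known members were written by hand, and they are not the gene ontology terms, which were not analysed here. In a list of 20 lipolysis genes, the median log2 fold change was -0.89, and 16 of the 20 genes were lower in Cebpa_ASKO (camera, a test of a list against all other genes with a preset correlation between genes, adjusted p = 2.66e-18 over 26 lists). Of the 20 genes, 11 were lower with an adjusted p below 0.05 over all genes tested. When adjusted over the list alone, 16 passed, counted in either direction. The study names 6 of the 20 in these libraries. A list of 15 triglyceride synthesis genes had a median of -0.72 (camera, adjusted p = 6.62e-11). In it, 7 genes were called lower over all genes tested, and 9 were called in either direction when adjusted over the list alone. *Gpat3* fell by 3.61 on the log2 scale, from 105 ± 23.8 to 8.64 ± 2.38 CPM (SD, n = 3 each), and *Dgat1* fell by 1.91. In contrast, a list of 44 fatty acid metabolism genes, which joins fatty acid synthesis and oxidation, had a median of -0.05 and was not called (camera, adjusted p = 0.0971). It held 23 genes that were lower and 21 that were higher in Cebpa_ASKO, with 5 called lower and 1 called higher over all genes tested, and 8 called when adjusted over the list alone. Among those called, *Acsl1*, *Acadsb*, *Pecr* and *Abcd2* fell, and *Acaa2* rose by 1.95 on the log2 scale. *Fasn* varied widely in the control libraries, with 9648, 2743 and 15806 CPM, against 10670, 10114 and 8671 CPM in Cebpa_ASKO. Among other ways of testing the same genes, limma on the authors' TPM moved the median of the fatty acid list most, to 0.11, without a call. Leaving out the control library with the lowest *Fasn* value (Cebpa_fl/fl 2) gave a median of -0.12, and the list was then called. It was also called with DESeq2 (camera, adjusted p = 0.00178) and with all genes with a count (camera, adjusted p = 0.0404). The lipolysis and triglyceride synthesis lists were also called by fry, a rotation test of the list alone (adjusted p = 0.00186 and 0.0192), and with a correlation estimated from the data the lipolysis list was called (camera, adjusted p = 0.0413) and the triglyceride synthesis list was not (camera, adjusted p = 0.179).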

Gene set enrichment analysis (GSEA) revealed changes in multiple lipid metabolism processes including fatty acid metabolism and lipid catabolism, consistent with disruption of the canonical adipocyte function of storing and mobilizing lipids (Figure 4C). 

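*Pparg*, *Zfp423*, *Fabp4* and *Adipoq* were lower in every Cebpa_ASKO library than in every control library, by different amounts. *Adipoq*, on chromosome 16 from 23146536 to 23158028, encodes adiponectin and fell the most, from 2602 ± 439 CPM in Cebpa_fl/fl to 342 ± 37.5 CPM in Cebpa_ASKO (SD, n = 3 each). Its log2 fold change was -2.93 (standard error 0.194, adjusted p = 0.000783 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it was called in all 17 settings tried. *Pparg*, on chromosome 6 from 115360951 to 115490399, was 177 ± 17.4 CPM in Cebpa_fl/fl and 103 ± 8.74 CPM in Cebpa_ASKO (SD, n = 3 each). Its log2 fold change was -0.78 (standard error 0.113, adjusted p = 0.0125 from the same test), and it was called in 15 of the 17 settings. Among the fits without 1 library it lost its call without Cebpa_ASKO 1, and its log2 fold change stayed between -0.85 and -0.70. *Zfp423*, on chromosome 8 from 87661810 to 87959595, was 25.9 ± 1.80 CPM in Cebpa_fl/fl and 17.6 ± 1.80 CPM in Cebpa_ASKO (SD, n = 3 each). Its log2 fold change of -0.55 (standard error 0.109, adjusted p = 0.0373 from the same test) lost its call when any 1 of the 6 libraries was left out, and it was called in 5 of the 17 settings. *Fabp4*, on chromosome 3 from 10204088 to 10208576, was 8365 ± 982 CPM in Cebpa_fl/fl and 4608 ± 823 CPM in Cebpa_ASKO (SD, n = 3 each). The fall on the log2 scale was 0.86 (standard error 0.241), and it was not called (adjusted p = 0.107 from the same test) except by DESeq2, 1 of the 17 settings. The alternative that moved these values most was limma on the authors' TPM for *Zfp423*, whose log2 fold change was then between -0.37 and -0.33 and not called.

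**Figure D1:**
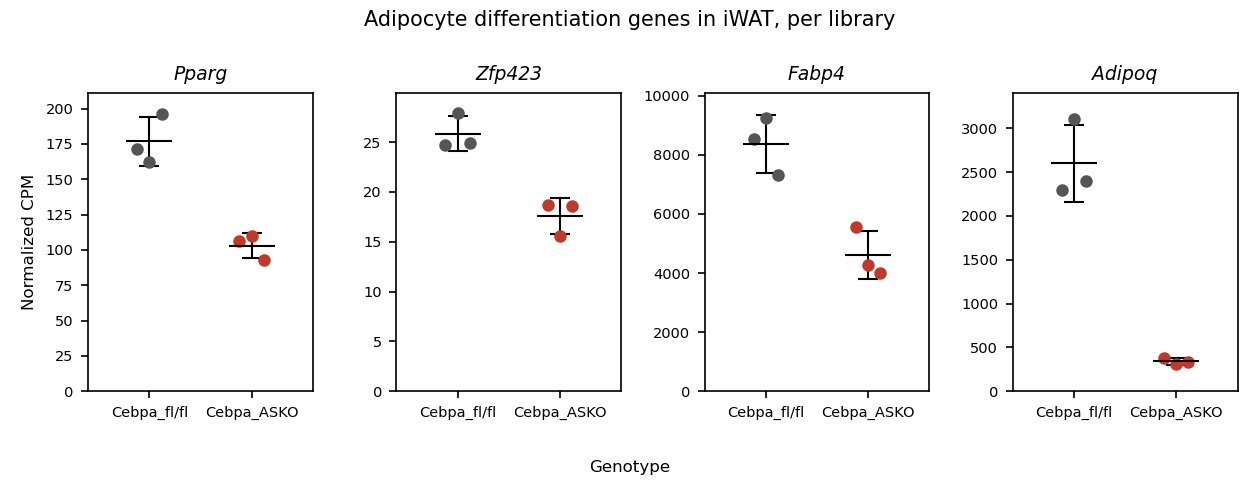
Normalized CPM (vertical axis, from 0) of 4 adipocyte differentiation genes in iWAT by genotype (horizontal axis), where each point is 1 library and the bars give the mean ± SD of 3 libraries. For each gene the 3 Cebpa_ASKO points lie under the 3 Cebpa_fl/fl points, from 342 against 2602 CPM on average for *Adipoq* to 17.6 against 25.9 CPM for *Zfp423*.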

Interestingly, although iWAT adipocytes have unilocular white adipocyte morphology and iWAT SVF can differentiate, Cebpa_ASKO iWAT has decreased expression of numerous genes important for adipocyte differentiation (*Pparg*, *Zfp423*, *Fabp4*, *Adipoq*) (Figure S7). This is consistent with the known role for C/EBP*α* in transcriptional regulation of differentiation but suggests that a lower expression of these genes is tolerated during iWAT differentiation. Validating our RNA‐seq results, *Adipoq* expression is decreased in Cebpa_ASKO iWAT (Figure 4D–F), and Cebpa_ASKO mice also have significantly lower circulating adiponectin compared to controls (Figure 4E), consistent with prior literature showing that *Adipoq* is a downstream target of C/EBP*α* along with PPAR*γ* [16, 17, 18]. However, considering that adiponectin itself is a commonly used marker for mature adipocytes [19], reduced adiponectin circulation and expression again pointed toward disruption of normal adipocyte function in Cebpa_ASKO animals.

**FIGURE 4:**
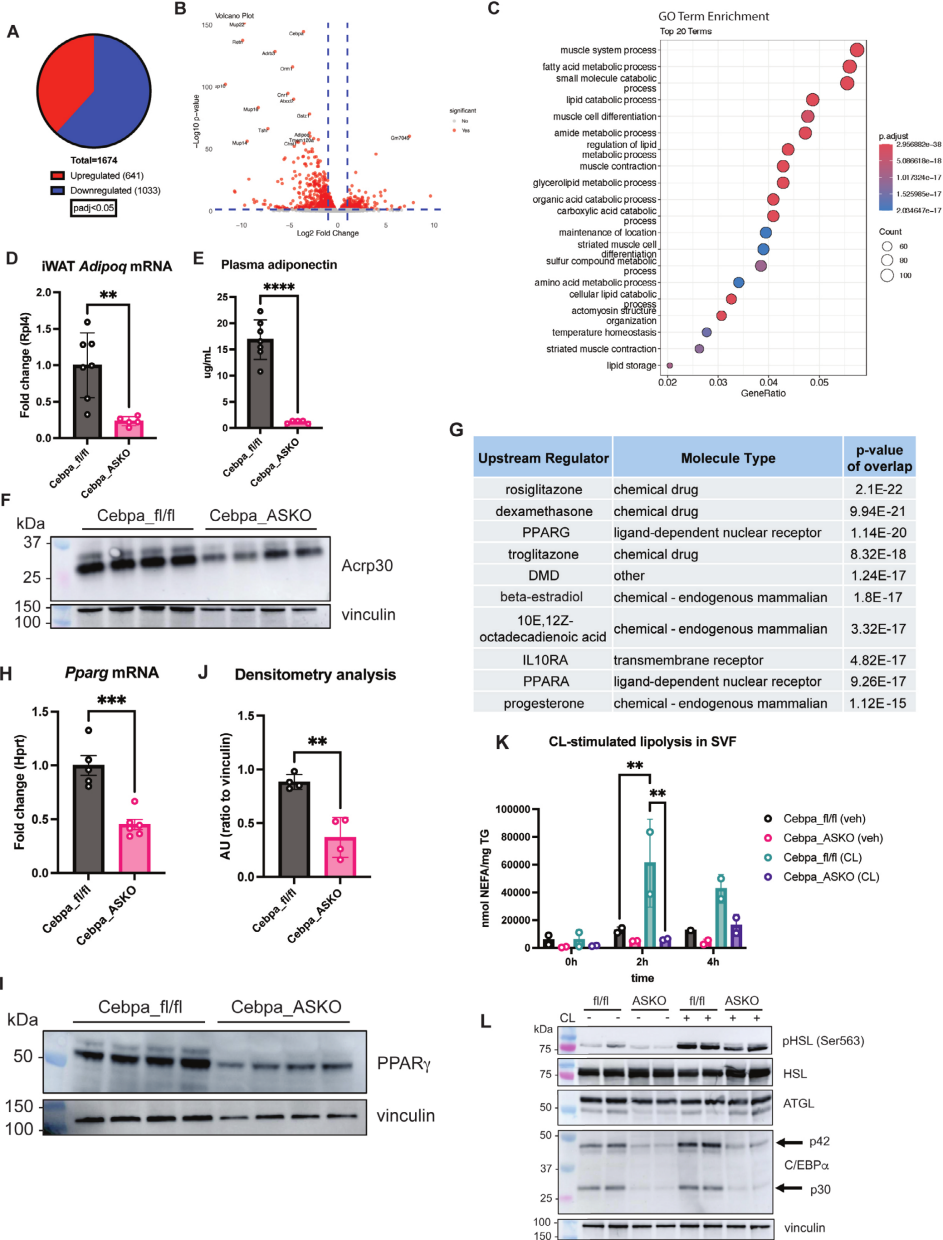
Cebpa_ASKO iWAT is dysfunctional. (A) Number of differentially expressed genes in bulk RNA‐seq of control and Cebpa_ASKO iWAT total tissue RNA. (B) Volcano plot of DESeq2 analysis of bulk RNA‐seq data from Cebpa_fl/fl and Cebpa_ASKO iWAT (*n* = 3). (C) Gene set enrichment analysis for GO terms from bulk iWAT RNA‐seq data. (D) Taqman qPCR for *Adipoq* in iWAT from Cebpa_fl/fl and Cebpa_ASKO mice (*n* = 5–7). (E) Adiponectin measured via ELISA in plasma of 4‐h fasted Cebpa_ASKO mice (*n* = 5–7). (F) Adiponectin (Acrp30) protein levels measured via Western blot in lysates from Cebpa_fl/fl and Cebpa_ASKO iWAT. (G) Identification of upstream regulators most likely to contribute to differences in gene expression using Ingenuity Pathway Analysis. (H) Taqman qPCR for *Pparg* in whole iWAT (*n* = 5–6). (I) Western blot analysis of PPARγ in homogenates of whole iWAT (*n* = 4). (J) Densitometry analysis of panel I, normalized to vinculin. (K) Nonesterified fatty acid concentration measured in media from iWAT SVF‐derived adipocytes treated with vehicle or CL‐316,243, normalized to triglyceride (TG) mass of each sample (*n* = 2). (L) Western blot analysis of lipolysis markers in homogenates of SVF‐derived adipocytes from panel G after 2 h of stimulation. All mice were 10–12 weeks old and chow‐fed. Student's *t*‐test was used to analyze results (**p < 0.01, ***p < 0.001, ****p < 0.0001). [Color figure can be viewed at wileyonlinelibrary.com]

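Of 16069 genes tested, 840 had an adjusted p below 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 223 of them higher and 617 lower in Cebpa_ASKO iWAT, so that 26.6% of the called genes were higher. Before adjustment, 3185 genes had a p below 0.05. In all 840 called genes the 3 Cebpa_ASKO libraries lay apart from the 3 control libraries. Among all tested genes 4201 were apart in this way, or 26.1%, where chance gives 10%. With an absolute log2 fold change of at least 1 as a further condition, 495 genes remained, 129 higher and 366 lower. The tool moved these numbers more than the scaling did. DESeq2 called 1809 genes, 673 higher and 1136 lower, which included all 840, and 37.2% of its calls were higher. In data simulated from these libraries with known changes, DESeq2 recovered more of the changed genes than edgeR, 90.5% against 80.5%, and 22.3% of its calls were false against 4.80%. The simulation used dispersions estimated by edgeR and changed 220 of 15874 genes, fewer than the 840 called here. These shares therefore do not carry over to the calls in the real libraries. When edgeR was run with DESeq2's size factors it called 863 genes, 834 of them among the 840. Single libraries also mattered, and leaving out Cebpa_ASKO 1 reduced the called genes to 311, 310 of them among the 840, while leaving out Cebpa_fl/fl 2 gave 923.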

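On the lower side of the volcano plot, 12 labelled genes besides *Cebpa* could be read and tested. All 12 were lower in Cebpa_ASKO, were called by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and had log2 fold changes from -11.73 to -2.47, with a median of -7.04. All 12 also passed when adjusted over the list alone, which is not independent evidence, since the study chose them on these libraries. *Retn*, which encodes resistin and lies on chromosome 8 from 3655770 to 3660110, was 1112 ± 160 CPM in Cebpa_fl/fl and 1.18 ± 0.830 CPM in Cebpa_ASKO (SD, n = 3 each), a log2 fold change of -9.85 (standard error 0.552, adjusted p = 0.000585). *Adrb3*, the gene for the β3-adrenergic receptor, lies on chromosome 8 from 27225776 to 27250616 and fell from 394 ± 104 to 3.73 ± 0.909 CPM (SD, n = 3 each), a log2 fold change of -6.72 (standard error 0.317, adjusted p = 0.000317 from the same test). *Tshr*, the thyrotropin receptor gene, fell from 71.5 ± 16.3 to 0.417 ± 0.251 CPM (SD, n = 3 each). The remaining labelled genes outside the *Mup* family were *Adipoq*, *Orm1*, *Cnr1*, *Abcd2* and *Tmem120a*, with log2 fold changes of -2.93, -4.68, -5.14, -4.62 and -2.47. Among the 5 largest falls that passed the rule for named genes, which asks for a mean log2 CPM of at least 1, were *Mup10*, *Mup22*, *Mup11* and *Mup18*. These genes for major urinary proteins lie close together on chromosome 4. They are so alike in sequence that the estimated counts divide reads between them. *Mup22* was 3131 ± 485 CPM in Cebpa_fl/fl and 3.80 ± 0.467 CPM in Cebpa_ASKO (SD, n = 3 each), a log2 fold change of -9.68 (standard error 0.262, adjusted p = 8.3e-05 from the same test). For *Mup11* 2 of the 3 Cebpa_ASKO libraries held no counts and the other held 0.427 CPM, and its log2 fold change ranged from -15.31 to -8.96 as each library was left out. *Mup14* is also labelled, but only part of its transcripts was matched to the annotation, so its log2 fold change of -8.98 covers those. The 22 *Mup* genes summed to 3978 ± 625 CPM in Cebpa_fl/fl and 7.72 ± 1.40 CPM in Cebpa_ASKO (SD, n = 3 each), a sum that does not depend on how reads were divided within the family. Of the 22 genes 15 were tested, with a median log2 fold change of -8.11 as fitted and -6.70 with the 2 genes without Cebpa_ASKO counts at the limit that a count of 0 allows (camera, adjusted p = 8.78e-89 over 26 lists). The study names 4 of the 22 in these libraries, and members can share reads, which camera's preset correlation does not allow for. The camera result is thus not independent evidence.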

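Muscle terms are among the terms in Figure 4C, and a list of 30 skeletal muscle genes moved together. All 30 were higher in Cebpa_ASKO iWAT, with a median log2 fold change of 2.04 (camera, adjusted p = 8.81e-24 over 26 lists), 20 of them called higher over all genes tested and 26 when adjusted over the list alone. *Myh4*, which encodes the myosin of the fastest muscle fibers, was 145 ± 20.9 CPM in Cebpa_fl/fl and 1093 ± 533 CPM in Cebpa_ASKO (SD, n = 3 each), a log2 fold change of 2.91 (standard error 0.379, adjusted p = 0.00836 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Myh1* and *Myh2* were not called, with 33.8 ± 37.1 against 56.3 ± 84.7 CPM and 8.15 ± 8.40 against 14.4 ± 20.2 CPM (SD, n = 3 each). Together the 30 genes took 0.0790%, 0.115% and 0.0913% of the counts in the control libraries and 0.369%, 0.759% and 0.271% in the Cebpa_ASKO libraries (exact two-sided permutation test, p = 0.1, the smallest that 3 against 3 allow). The list was not called by fry (adjusted p = 0.0804) nor with an estimated correlation (camera, adjusted p = 0.258). A list of 10 slow muscle genes had a median of -0.15 and was not called, and its median was positive in 9 alternatives, such as 0.25 with limma on log2(TPM + 1). A list of 25 adipocyte markers, 11 of which the study names in these libraries, fell by a median of 1.34 on the log2 scale (camera, adjusted p = 4.44e-62). In it, 16 genes were called lower over all genes tested, and 20 were called in either direction when adjusted over the list alone. Over the 26 lists tested, camera called 15, of which 5 were higher and 10 lower. Of these calls 8 held under fry (lipolysis, triglyceride synthesis, fat cell differentiation, PPARG targets, adipocyte markers, hepatocyte, insulin signalling and glucose uptake, and the major urinary proteins), and 4 with an estimated correlation (lipolysis, fat cell differentiation, adipocyte markers and the major urinary proteins). The lists share members, for example 11 between PPARG targets and adipocyte markers, 8 between lipolysis and PPARG targets, and 8 between fat cell differentiation and adipocyte markers.

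**Figure D2:**
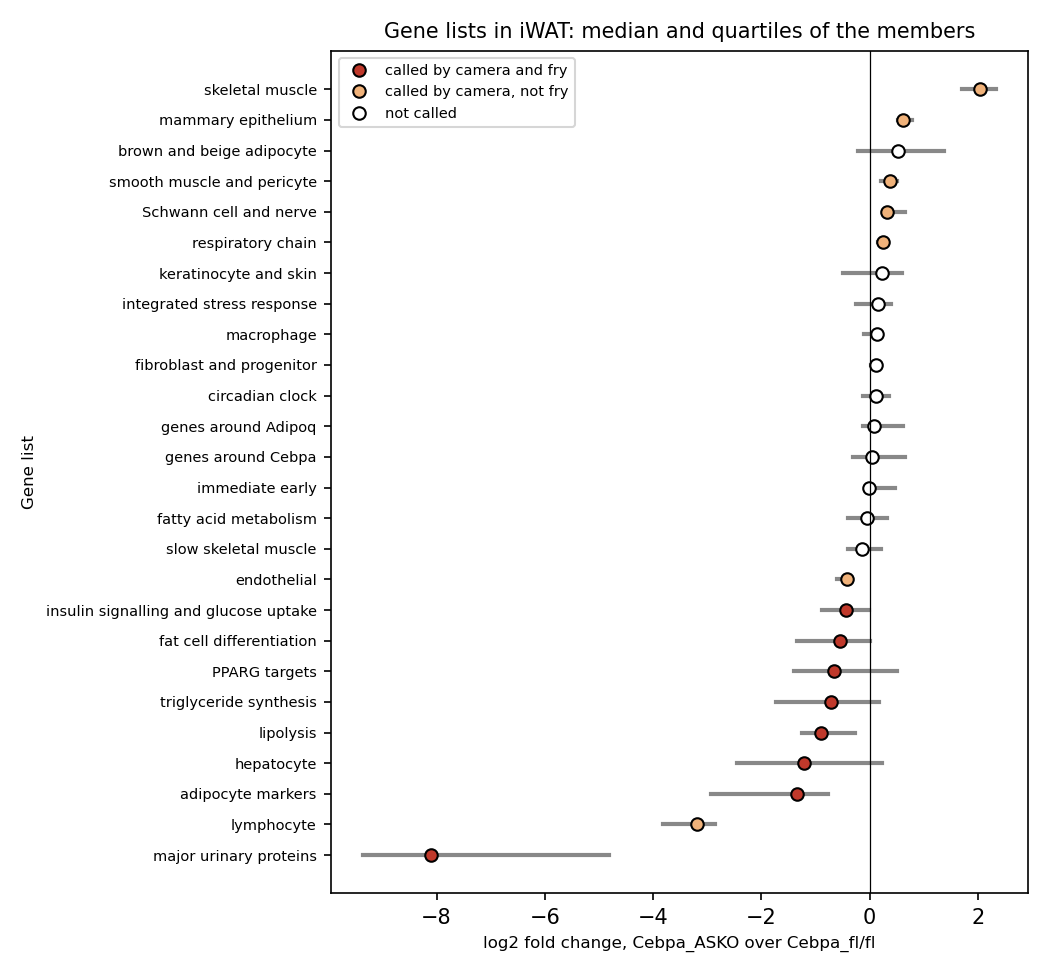
Log2 fold change of Cebpa_ASKO over Cebpa_fl/fl iWAT (horizontal axis) for 26 gene lists (vertical axis), where each point is the median of the tested members of the list and each bar runs from the first to the last quartile. Filled colors mark lists called by camera, with or without fry. Skeletal muscle lies highest at 2.04 and the major urinary proteins lowest at -8.11.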

Ingenuity pathway analysis revealed that the most significantly changed upstream regulatory networks in Cebpa_ASKO iWAT were those regulated by PPAR*γ* or PPAR*γ* agonists, suggesting that decreased PPAR*γ* activity is contributing to the reduced function (Figure 4G). 

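The targets that Ingenuity assigns to each regulator were not analysed here, and a list of 40 genes described as PPARγ targets, written by hand, was tested in their place. It had a median log2 fold change of -0.66 (camera, adjusted p = 2.24e-20 over 26 lists), with 28 genes lower and 12 higher in Cebpa_ASKO. Over all genes tested 18 were called lower and 0 higher, and 28 were called in either direction when adjusted over the list alone. The study names 8 of the 40 in these libraries. The list was called by fry (adjusted p = 0.00704) but not with a correlation estimated from the data (camera, adjusted p = 0.115). Its quartiles lay at -1.40 and 0.50, so that the targets did not fall as one. *Slc27a1* was 650 ± 146 CPM in Cebpa_fl/fl and 113 ± 23.4 CPM in Cebpa_ASKO (SD, n = 3 each), a log2 fold change of -2.52 (standard error 0.232, adjusted p = 0.00239 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Lpl* fell from 4281 ± 314 to 1696 ± 194 CPM (SD, n = 3 each), a log2 fold change of -1.34 (standard error 0.182, adjusted p = 0.00988 from the same test). *Plin2*, *Plin5*, *Cidea*, *Olr1*, *Hilpda* and *Cyp4b1* were higher in every Cebpa_ASKO library than in every control library, although none was called, and *Slc2a4* did not differ, with 213 ± 53.4 against 212 ± 34.1 CPM (SD, n = 3 each). From the ranking of upstream regulators, the paper proposes that reduced PPARγ activity contributes to the reduced function of Cebpa_ASKO iWAT.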

*Pparg* expression and protein levels are indeed decreased in whole Cebpa_ASKO iWAT (Figure 4H–J), pointing toward a decrease in PPAR*γ* activity in Cebpa_ASKO iWAT that is consistent with the described positive regulatory loop of C/EBP*α* and PPAR*γ* [12, 20]. It is possible that the decrease in PPAR*γ* expression and activity is driving the dysfunction in Cebpa_ASKO adipocytes in conjunction with the loss of *Cebpa*, while the residual *Pparg* expression may be sufficient to drive iWAT development in Cebpa_ASKO mice.

Our RNA‐seq results also indicated decreased expression of lipolysis genes in Cebpa_ASKO iWAT compared to controls (Figure S7), including *Pnpla2*, *Lipe*, and *Mgll*. 

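*Mgll*, which encodes monoglyceride lipase and lies on chromosome 6 of GRCm38 from 88724412 to 88828360, was 704 ± 18.1 CPM in Cebpa_fl/fl and 286 ± 28.0 CPM in Cebpa_ASKO (SD, n = 3 each). The log2 fold change of *Mgll* was -1.30 (standard error 0.120, adjusted p = 0.00243 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it was called in all 17 settings. *Pnpla2*, which encodes ATGL and lies on chromosome 7 from 141455198 to 141460743, was 1729 ± 188 CPM in Cebpa_fl/fl and 1001 ± 143 CPM in Cebpa_ASKO (SD, n = 3 each). Its log2 fold change was -0.79 (standard error 0.172), with an adjusted p of 0.0522 from the same test, and it was called in 3 of the 17 settings. *Lipe*, which encodes HSL and lies on chromosome 7 from 25379527 to 25398710, was 1244 ± 128 CPM in Cebpa_fl/fl and 860 ± 182 CPM in Cebpa_ASKO (SD, n = 3 each). With a log2 fold change of -0.53 (standard error 0.194) and an adjusted p of 0.191 from the same test, it was called in 1 of the 17 settings. For all 3 genes the genotypes did not overlap. *Cidec* fell by 2.49, *Ces1f* by 2.14 and *Abhd5* by 1.15 on the log2 scale, and all 3 were called. *Plin1*, at -1.12, was called in 13 of the 17 settings and lost its call without Cebpa_ASKO 1 and without Cebpa_ASKO 2. *Adrb1* was low in both genotypes, at 7.79 ± 1.76 CPM in Cebpa_fl/fl and 15.9 ± 5.61 CPM in Cebpa_ASKO (SD, n = 3 each), higher in every Cebpa_ASKO library but not called.

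**Figure D3:**
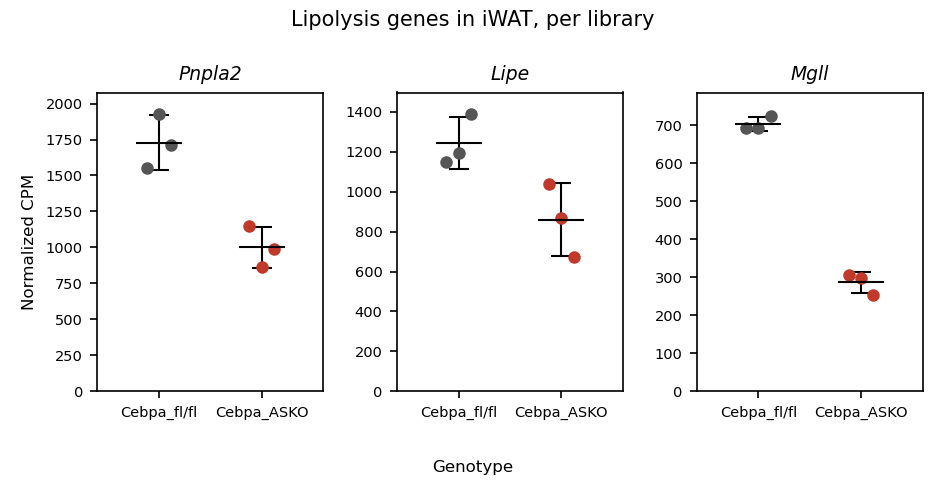
Normalized CPM (vertical axis, from 0) of 3 lipolysis genes in iWAT by genotype (horizontal axis), where each point is 1 library and the bars give the mean ± SD of 3 libraries. The 3 Cebpa_ASKO points lie under the 3 Cebpa_fl/fl points for each gene, with the widest relative gap for *Mgll*, at 286 against 704 CPM on average.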

Lipolysis is a characteristic function of adipocytes and is largely recognized to be regulated at the protein level, so decreased transcription of these genes may not result in functional changes [21]. Therefore, we investigated lipolysis in SVF‐derived adipocytes from Cebpa_ASKO iWAT. Upon stimulating lipolysis with CL‐316,243 in differentiated SVF‐derived iWAT adipocytes, we found that release of nonesterified fatty acids was decreased in Cebpa_ASKO cells compared to Cebpa_fl/fl cells (Figure 4K). Additionally, Western blot analysis showed decreased protein levels of lipolysis markers such as phosphorylated Ser563 in HSL in the Cebpa_ASKO lysates (Figure 4L). These data confirmed that Cebpa_ASKO iWAT adipocytes have decreased lipolysis function compared to Cebpa_fl/fl adipocytes. 

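Across all tested genes, the first principal component of the 6 libraries held 49.8% of the variance and separated the genotypes, from -48.0 to -31.8 in Cebpa_fl/fl and from 29.4 to 49.4 in Cebpa_ASKO. The second held 18.3% and set 1 control library, Cebpa_fl/fl 2, at -49.5 apart from the other controls at 30.5 and 23.5. The remaining lists for cell types and processes moved less than the adipocyte markers, with the exception of a lymphocyte list. Its 17 tested genes had a median log2 fold change of -3.20 (camera, adjusted p = 0.000275 over 26 lists), and all 17 were highest in 1 control library, Cebpa_fl/fl 1. Without that library the median was -0.78 and the list was still called (camera, adjusted p = 0.00341). Lists for mammary epithelium (0.61), smooth muscle and pericytes (0.37), Schwann cells and nerve (0.32) and the respiratory chain (0.24) were called higher by camera. The respiratory chain list lost its call without Cebpa_fl/fl 2 (0.04) and without Cebpa_ASKO 1 (0.09), the Schwann cell list without Cebpa_fl/fl 3 (0.19), and the smooth muscle list without Cebpa_fl/fl 1 (0.31) and with limma on the authors' TPM for filtered genes. Lists for endothelial cells (-0.42), hepatocyte genes (-1.22), and insulin signalling and glucose uptake (-0.43) were called lower. Of the lists in this paragraph that camera called on all 6 libraries, fry called only the hepatocyte and the insulin signalling lists. With an estimated correlation none of them was called. Camera called between 9 and 17 lists when the 6 libraries were split in other ways, against 15 for the genotypes. Macrophage (0.13), fibroblast and progenitor (0.12), brown and beige adipocyte (0.53), keratinocyte and skin (0.23), integrated stress response (0.16), circadian clock (0.12) and immediate early (0.00) lists were not called. The hepatocyte median changed its direction when genes of low counts were tested too. The brown and beige adipocyte list was called in 9 of its alternatives, among them limma on the authors' TPM at 0.93 and the fit without Cebpa_fl/fl 1 at 1.49. Its median ran from 0.0756 to 1.49 as each library was left out. Without Cebpa_fl/fl 2, the macrophage and fibroblast lists were called, at 0.58 and 0.44. Among single genes, *Lep*, *Ucp1*, *Ppargc1a*, *Prdm16* and *Cebpb* were not called in any of the 17 settings.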

Taken together, Cebpa_ASKO iWAT demonstrates multiple aspects of dysfunction, including an altered transcriptome, reduced adipokine production, and decreased lipolysis, despite the tissue having a somewhat normal appearance.

### 3.5 Cebpa_ASKO Mice Have Whiter BAT

Given that the AdipoQ‐Cre transgene is expressed in BAT as well, we found that Cebpa_ASKO mice have efficient *Cebpa* knockout in their BAT (Figure 5A). Cebpa_ASKO BAT has significantly increased mass (Figure 5B), and H&E staining revealed the Cebpa_ASKO BAT to have excess lipid droplet content (Figure 5C). Consistent with this “whitening,” there is a downward trend in the expression of typical brown adipocyte markers (*Ucp1*, *Cidea*, *Ppargc1a*) that does not reach significance. Additionally, expression of leptin, an indicator of whitening and white adipocyte identity [22], was increased in Cebpa_ASKO BAT (Figure 5D), reflecting the appearance of unilocular lipid droplets, a trait of white adipocytes. Mice challenged with 20 weeks of HFD feeding showed progression of increased BAT mass and worsening lipid accumulation (Figure 5E–G). These findings suggest a potential role for C/EBP*α* in BAT lipid metabolism or storage [13].

**FIGURE 5:**
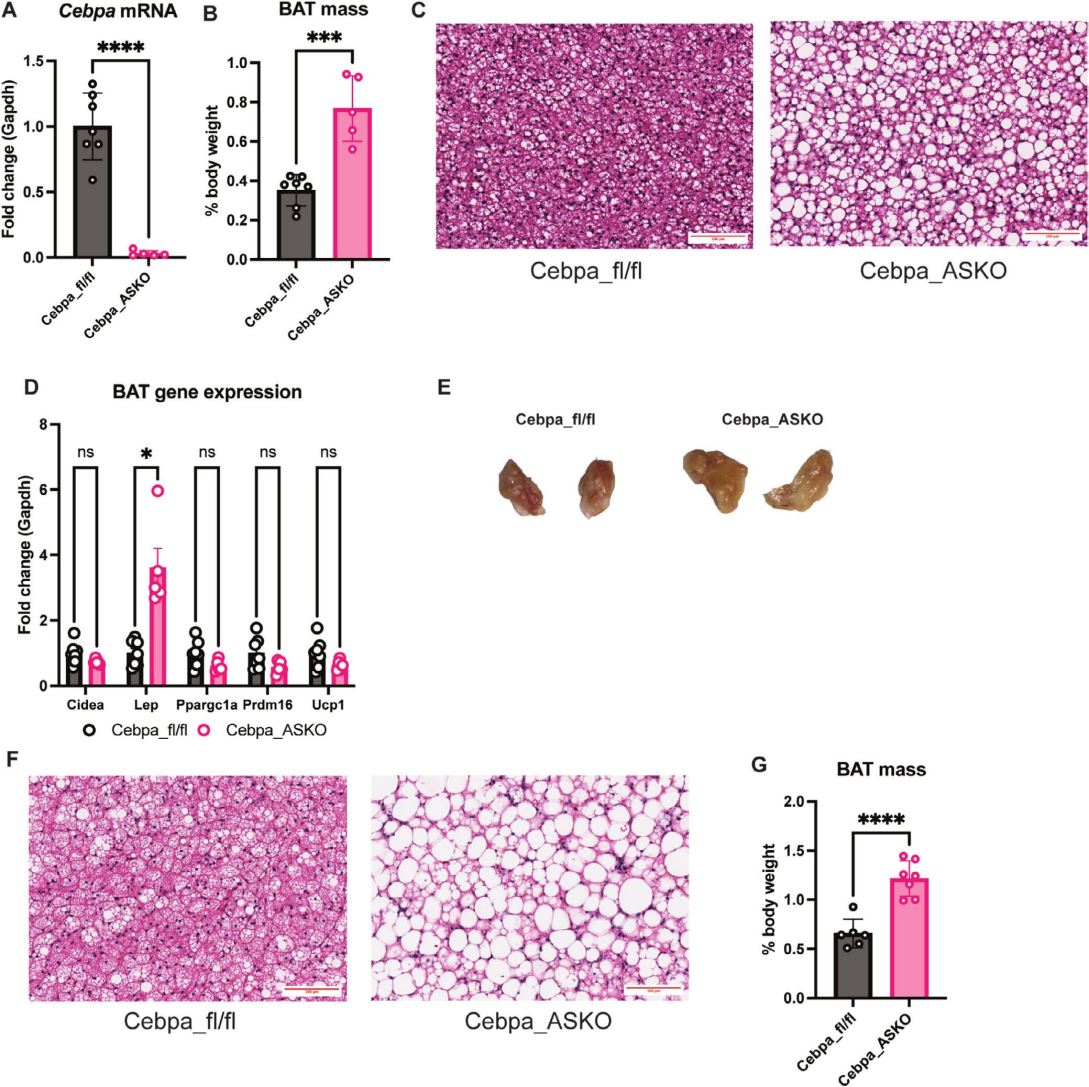
Cebpa_ASKO mice have whitened BAT. (A) Taqman qPCR for *Cebpa* in RNA extracted from whole BAT (*n* = 5–7). (B) BAT mass reported as percentage of body weight in Cebpa_fl/fl and Cebpa_ASKO mice. (C) Representative H&E stain of BAT from Cebpa_fl/fl and Cebpa_ASKO mice. (D) Taqman qPCR for *Cidea*, *Lep*, *Ppargc1a*, *Prdm16*, and *Ucp1* expression in RNA extracted from whole BAT (*n* = 5–7). (E) Representative H&E stain of BAT from Cebpa_fl/fl and Cebpa_ASKO mice fed HFD for 20 weeks. (F) Macroscopic image of BAT from panel E. (G) BAT mass reported as percentage of body weight in Cebpa_fl/fl and Cebpa_ASKO mice after 20 weeks of HFD feeding. Male mice were 10–12 weeks old and chow‐fed unless otherwise noted. Student's *t*‐test was used to analyze results (*p < 0.05, ***p < 0.001, ****p < 0.0001). [Color figure can be viewed at wileyonlinelibrary.com]

### 3.6 Cebpa_ASKO Mice Have Hypertrophic Livers

In both mice and humans, partial and complete lipodystrophies impact hepatic lipid metabolism [23, 24]. As our Cebpa_ASKO mice have partial lipodystrophy shown by reduced WAT mass and altered WAT lipid metabolism, we investigated the livers of Cebpa_ASKO mice. Lean Cebpa_ASKO mice have significantly larger livers than Cebpa_fl/fl mice (Figure 6A). They also have increased hepatic triglycerides, although hepatic cholesterol remains unchanged (Figure 6B,C). Cebpa_ASKO mice also have increased plasma cholesterol, with no change in plasma triglycerides compared to controls (Figure 6D,E). FPLC analysis revealed that the increased plasma cholesterol in Cebpa_ASKO mice is in the LDL fraction (Figure 6F), while also demonstrating a reduction in VLDL triglyceride content not captured in whole plasma analysis (Figure S8A). These phenotypes are all further exacerbated in Cebpa_ASKO mice challenged with HFD feeding (Figure S9). Given the increase in LDL cholesterol, we investigated the well‐known LDLR/PCSK9 cholesterol metabolic pathway [25]. We found no change in both circulating plasma PCSK9 levels and hepatic protein levels of LDLR (Figure S8B,C). These indicate that the increase in plasma cholesterol in Cebpa_ASKO mice is independent of the PCSK9/LDLR pathway.

**FIGURE 6:**
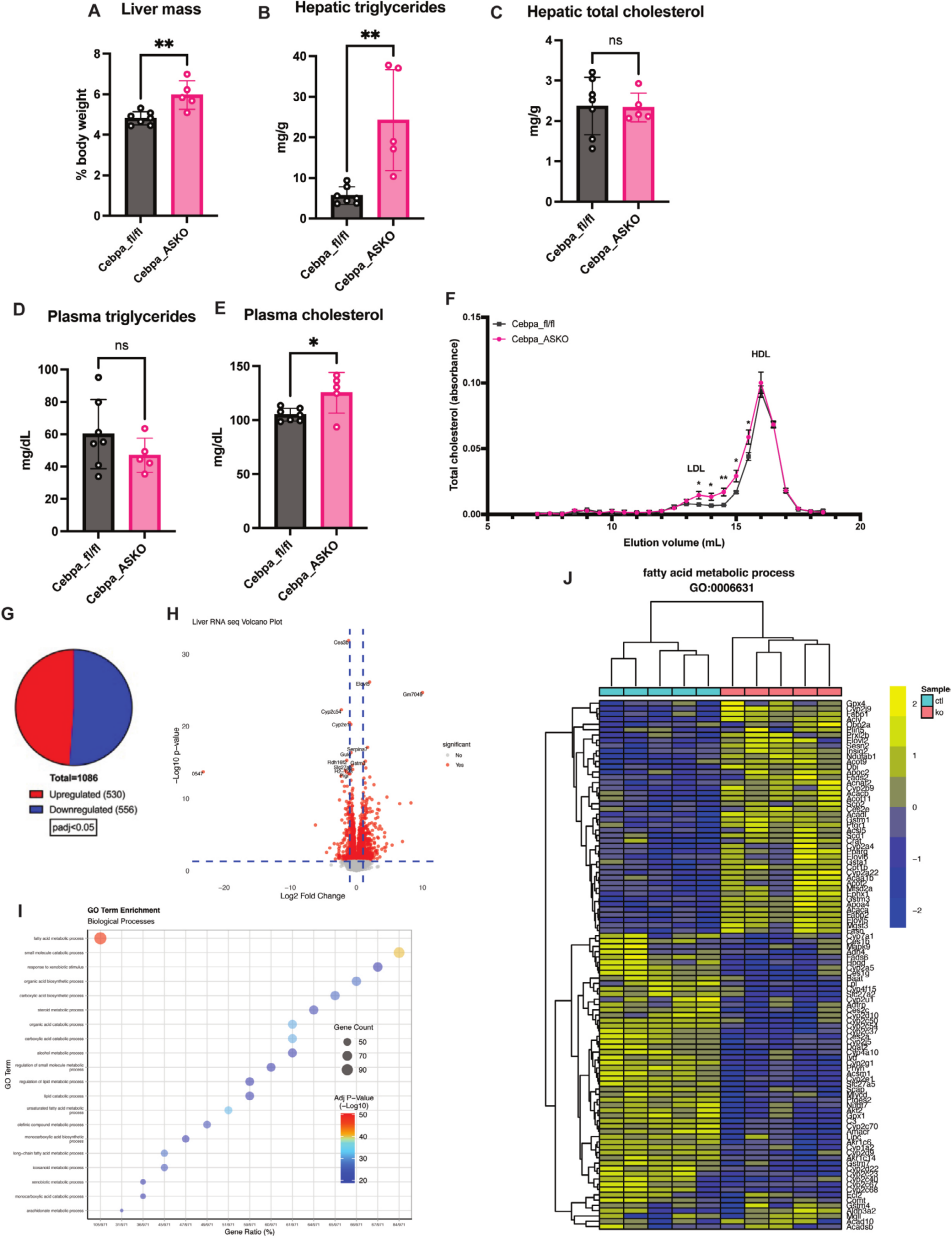
Cebpa_ASKO mice have increased lipid accumulation in their livers. (A) Liver mass reported as percentage of body weight from Cebpa_fl/fl and Cebpa_ASKO mice. (B) Hepatic triglycerides and (C) cholesterol measured in liver homogenates (*n* = 5–7). (D) Plasma triglycerides and (E) cholesterol were measured in 4‐h fasted mice (*n* = 5–7). (F) Cholesterol FPLC profile of pooled plasma (*n* = 5–6) from 4‐h fasted male Cebpa_fl/fl and Cebpa_ASKO mice. (G) Pie chart of the number of differentially expressed genes in bulk RNA‐seq. (H) Volcano plot of DESeq2 analysis of bulk RNA‐seq data from Cebpa_fl/fl and Cebpa_ASKO livers (*n* = 5). (I) Gene set enrichment analysis for GO terms from RNA‐seq data. (J) Heat map of expression of genes clustered in the fatty acid metabolic process GO term from bulk RNA‐seq. All mice were 10–12 weeks old and chow‐fed. Student's *t*‐test was used to analyze results (*p < 0.05, **p < 0.01). [Color figure can be viewed at wileyonlinelibrary.com]

To further investigate the effect of the multiple adipose depot phenotypes on hepatic lipid metabolism in Cebpa_ASKO mice, we performed bulk RNA‐seq on livers from lean, 10– to 12‐week‐old Cebpa_fl/fl and Cebpa_ASKO (Figure 6G,H). GSEA showed fatty acid metabolism to be the most significant gene ontology signature in Cebpa_ASKO livers (Figure 6I), with upregulation of fatty acid metabolism genes such as *Fasn*, *Scd1*, and *Elovl6*, aligning with the increase in hepatic triglycerides (Figure 6J). Further validation via qPCR was consistent with these data and points to increased hepatic triglyceride synthesis (Figure S10). These findings suggest that increased hepatic triglyceride deposition and synthesis in Cebpa_ASKO livers may be driving altered hepatic lipid and lipoprotein metabolism.

## 4 Discussion

C/EBP*α* has been well described as a master transcriptional regulator of adipogenesis. Prior studies of mice harboring global germline deletion of *Cebpa* demonstrate a complete lack of WAT development, underscoring the importance of C/EBP*α* for normal WAT development. Interestingly, GWAS have identified SNPs near *CEBPA* that associate with metrics of visceral adiposity such as WHRadjBMI, suggesting that C/EBP*α* plays depot‐specific roles in WAT development, yet there is no prior experimental evidence supporting this. Here, we report a novel model of adipocyte‐specific *Cebpa* knockout that dramatically reduces gWAT mass, the largest visceral adipose depot in mice, while leaving iWAT somewhat intact, demonstrating a gWAT‐specific role for C/EBP*α* in WAT development. These data are the first in vivo validation of the 19q13 GWAS association with WHRadjBMI and suggest that *CEBPA* is a causal gene at this locus.

The *Cebpa* gene lies in the 19q13 GWAS locus, in which SNPs have been repeatedly associated with metrics of adiposity such as BMI, WHR, WHRadjBMI, visceral adipose tissue volume, and body fat percentage [9, 10, 26] and other metabolic traits including circulating adiponectin and plasma total cholesterol [27, 28]. There are three genes in the 19q13 GWAS locus: *CEBPA*, *PEPD*, and *CEBPG* (Figure S1), with most SNPs annotated to *PEPD* given that some GWAS SNPs lie in the first *PEPD* intron [9, 29, 30, 31]. A recent report demonstrated that macrophage *Pepd* can regulate adipose fibrosis in mice [32], but experimental evidence supporting *Pepd* or *Cebpg* as the causal gene(s) in this locus is scant, particularly in comparison to the body of literature implicating *Cebpa* in many of the associated phenotypes. Interestingly, many GWAS SNPs in this region demonstrate eQTLs with *PEPD* expression in human adipose tissue per the GTEx consortium, while *CEBPA* is completely devoid of any adipose eQTLs despite its well‐characterized role in adipose development [33]. Given the multitude of metabolic GWAS associations in this locus, further study is warranted to determine the causal genes and biological mechanisms underlying those associations. Despite the lack of eQTLs, the data presented in this manuscript support the notion that *CEBPA* is one of the causal genes in the 19q13 GWAS locus.

Although past studies have investigated the effects of acutely induced adipocyte‐specific *Cebpa* knockout, none has reported adipose depot‐specific effects. Wang et al. reported that inducing *Cebpa* knockout via doxycycline‐inducible Cre from embryonic day 11 through postnatal day 16 did not affect gWAT development or mass [34]. Unlike that model, our Cebpa_ASKO mice have a knockout of *Cebpa* driven by the constitutively active AdipoQ‐Cre transgene, and we suspect that any phenotypic differences between the models must be related to the method of knockout. Our use of the AdipoQ‐Cre model introduces some complexity in understanding when *Cebpa* knockout occurs, as *Adipoq* is expressed only in the late stages of adipogenesis, and its transcription is driven by C/EBP*α*, which is active in earlier stages [17, 35]. Therefore, our interpretation of the Cebpa_ASKO mouse is that *Cebpa* would be expressed in preadipocytes in early differentiation but then silenced near maturation, and we confirmed this with an in vitro iWAT SVF time‐course experiment (Figure 2G–I). Since preadipocytes in all Cebpa_ASKO WAT depots presumably express *Cebpa* early in the adipogenic program, the lack of gWAT in Cebpa_ASKO mice suggests that gWAT is more sensitive to loss of C/EBP*α* in mid‐ to late‐stage differentiation than other depots.

The lack of gWAT in Cebpa_ASKO mice aligns with our understanding of C/EBP*α* as a critical regulator of adipose development, whereas the maintenance of iWAT in those same mice defies expectations. In mice, these depots arise from distinct progenitor cell populations: iWAT develops from the *Prrx1* lineage while gWAT develops from *Wt1*‐expressing cells [36, 37, 38]. Previous studies have identified a particularly adipogenic cluster of adipocyte progenitor cells (APCs), sometimes termed “committed preadipocytes,” that are present in both adult and developing iWAT and male gWAT [39, 40, 41]. Interestingly, this subpopulation expresses *Pparg*, *Adipoq*, *Fabp4*, and *Plin1* prior to lipid droplet formation, and it appears fibroblast‐like in vitro [39, 41, 42, 43]. When isolated from embryonic iWAT or perinatal gWAT and cultured in vitro, these cells accumulate lipid and differentiate more efficiently than other populations of progenitor cells [41, 43]. A possible explanation for the Cebpa_ASKO phenotype is that there are more committed preadipocytes in developing mouse iWAT than gWAT, and these cells are more tolerant to loss of *Cebpa* during differentiation. As we also observe reductions in PPAR*γ* mRNA and protein in Cebpa_ASKO iWAT, this developmental threshold may involve the entire C/EBP*α*‐PPAR*γ* feedback loop. Consistent with this idea, iWAT SVF‐derived adipocytes develop completely normally ex vivo and exhibit no changes in *Pparg* expression during differentiation (Figure 2H). It is possible that this difference or PPAR*γ* agonism masks the effects of C/EBP*α* deficiency in our iWAT SVF‐derived adipocytes (Figure 2I,J), but that this would not be the case in gWAT SVF‐derived adipocytes, highlighting threshold differences in the two depots. Further studies identifying the specific altered APC populations in Cebpa_ASKO developing gWAT will shed light on the mechanisms governing these developmental thresholds. Overall, our findings add to the growing body of literature demonstrating that scWAT and vWAT have different developmental programs and functions despite both being WAT.

Unlike the two main WAT pads, Cebpa_ASKO BAT is larger and lipid‐laden, a phenotype that worsens upon extended HFD feeding. The appearance of large lipid droplets in Cebpa_ASKO BAT is consistent with results from previously reported *Cebpa* knockout models [13, 34]. BAT hypertrophy was also seen in the transgenic global *Cebpa* knockout mice [13], confirming that C/EBP*α* is not necessary for BAT development. Notably, previous data from the inducible adipocyte‐specific *Cebpa* knockout model also show lipid‐laden BAT despite no change in WAT mass, suggesting that the whitened appearance of Cebpa_ASKO BAT is not due to partial lipodystrophy [34]. Therefore, it is possible that C/EBP*α* acts as a brake on whitening of brown adipocytes during development, leading to whitening upon *Cebpa* loss. The Cebpa_ASKO BAT may also be dysfunctional allowing for lipid accumulation, a possibility reflected in the downward trend of brown adipocyte gene expression. C/EBP*α* clearly regulates lipid accumulation in BAT, but further investigation is required to understand the exact mechanisms at play.

Finally, Cebpa_ASKO mice also exhibit numerous alterations in hepatic physiology and function, including elevated hepatic triglycerides and plasma LDL cholesterol, and multiple transcriptional changes in hepatic fatty acid metabolism genes. It is plausible that these traits are a result of excess lipid deposition in the liver due to the lack of gWAT in these mice. Furthermore, significant changes in iWAT function, including reduced adipokine secretion and lipolysis, could be affecting liver function via altered cross talk to the liver, although reduced lipolysis in Cebpa_ASKO mice does not align with increased hepatic triglyceride content. Given the ongoing interest in the relationship between vWAT and cardiometabolic traits [6], the mechanisms governing the increased hepatic triglyceride content and plasma LDL cholesterol levels in Cebpa_ASKO mice are the focus of ongoing investigations.

Altogether, these data demonstrate that adipocyte C/EBP*α* is selectively required for gWAT development in mice. This finding validates the GWAS association of SNPs near *CEBPA* at the 19q13 locus with adiposity metrics such as WHR and suggests that C/EBP*α* contributes to determining adipose distribution in humans. In humans, recent attempts to create a single‐cell atlas of human adipose tissue have shown no difference in the expression of *CEBPA* between visceral and subcutaneous depots (with low expression overall), underscoring the need for further investigation into the mechanisms underlying the genetic link between *CEBPA* and WHR [44, 45]. As increased WHR has been well documented as tracking negatively with metabolic traits, such as an increased risk for heart disease, understanding the genetic contributions of *CEBPA* and its role in vWAT development brings us one step closer to curbing increasing WHR in the population.

## Funding

This work was supported by NIH grants T32DK007647 (K.Y.H.), T32DK007328 (K.Y.H.), R01DK134026 (R.C.B.), R01HL141745 (R.C.B.), P30DK026887 (R.C.B.), and R01DK134026‐02S1 (J.G.P.) and American Heart Association grants 23PRE1020947 (K.Y.H.) and 23TPA1077613 (R.C.B.).

## Conflicts of Interest

The authors declare no conflicts of interest.

## Supporting information

**Supplementary Figure S1:** The *CEBPA* GWAS locus. LocusZoom plot of SNPs at the 19q13 locus associated with waist to hip ratio adjusted for BMI from the GIANT consortium [55].
**Supplementary Figure S2:** Cebpa_ASKO mice have no change in other WAT depot masses. (A) Axillary, mesenteric, perirenal, and retroperitoneal adipose depot masses as percent body weight in male mice at 10–12 weeks of age (*n* = 3). All mice were chow‐fed. Student's *t*‐test was used to analyze results.
**Supplementary Figure S3:** Female Cebpa_ASKO mice have reduced gWAT mass. (A) TaqMan qPCR of *Cebpa* expression in (iwat) and BAT from 10‐ to 12‐week‐old female Cebpa_fl/fl and Cebpa_ASKO mice (*n* = 6–7). (B) Body weight at 10–12 weeks of female Cebpa_fl/fl and Cebpa_ASKO mice (*n* = 10). (C–E) gWAT, iWAT, and liver masses as percent body weight at 10–12 weeks of age (*n* = 10). All mice were chow‐fed. Student's *t*‐test was used to analyze results (**p < 0.01, ****p < 0.0001).
**Supplementary Figure S4:** Cebpa_ASKO mice have larger iWAT adipocytes. (A) Size distribution of adipocytes calculated using the Adiposoft FIJI plugin from representative iWAT H&E images of 10– to 12‐week‐old mice (*n* = 3). All mice were chow‐fed. Student's *t*‐test was used to analyze results (*p < 0.05, **p < 0.01).
**Supplementary Figure S5:** Cebpa has increased expression in expanding iWAT compared to gWAT. Taqman qPCR for Cebpa in RNA extracted from whole iWAT or gWAT (*n* = 5–7) in Cebpa_fl/fl mice at 10 weeks of age (chow‐fed), after 20 weeks of additional chow feeding, or after 20 weeks of additional HFD feeding. Student's *t*‐test was used to analyze results (*p < 0.05, **p < 0.01).
**Supplementary Figure S6:** WAT mass in Cebpa_ASKO mice reduces over time regardless of diet. Masses of white adipose depots expressed as percentage of body weight (*n* = 7–11) in male Cebpa_ASKO mice at 10 weeks of age (chow‐fed), after 20 weeks of additional chow feeding, or after 20 weeks of additional HFD feeding. Student's *t*‐test was used to analyze results (*p < 0.05, **p < 0.01, ***p < 0.001).
**Supplementary Figure S7:** Cebpa_ASKO iWAT has changes in expression of adipocyte differentiation genes. Heatmap of expression of genes clustered in the fat cell differentiation GO term from bulk RNA‐seq data (*n* = 3). All mice were chow‐fed.
**Supplementary Figure S8:** Cebpa_ASKO mice exhibit normal hepatic LDLR pathway function. (A): Triglyceride (TG) FPLC profile of pooled plasma (*n* = 5–6) from 4‐h fasted male Cebpa_fl/fl and Cebpa_ASKO mice. (B) Plasma PCSK9 levels measured via ELISA in 4‐h fasted mice (*n* = 5). (C) Western blot analysis of hepatic LDLR protein levels. Student's *t*‐test was used to analyze results (****p < 0.0001).
**Supplementary Figure S9:** High fat diet feeding exacerbates the lipid deposition in livers of Cebpa_ASKO mice. (A) Liver mass measured in HFD‐fed Cebpa_fl/fl and Cebpa_ASKO mice. (B) Macroscopic image of livers from HFD‐fed Cebpa_fl/fl and Cebpa_ASKO mice. (C). Representative images from H&E‐stained livers. All mice were fed with HFD for 20 weeks. Student's *t*‐test was used to analyze results (****p < 0.0001).
**Supplementary Figure S10:** Cebpa_ASKO mice have increased expression of hepatic triglyceride synthesis genes. (A) Taqman qPCR for Srebf1, Acaca, Scd1, Fasn, Dgat1, and Dgat2 in RNA extracted from whole livers of chow‐fed male Cebpa_fl/fl and Cebpa_ASKO mice at 10 weeks of age (*n* = 5–6). (B) Taqman qPCR for Ppar, Ppargc1a, Acox1, Cpt1a, Ehhadh, and Acadl in RNA extracted from whole livers of chow‐fed male Cebpa_fl/fl and Cebpa_ASKO mice at 10 weeks of age (*n* = 5–6). Student's *t*‐test was used to analyze results (*p < 0.05).

## Data Availability

The data that support the findings of this study are openly available in Gene Expression Omnibus at https://www.ncbi.nlm.nih.gov/geo/, reference number GSE302944.

# Supplementary material for: C/EBP α is Essential for Gonadal but Not Inguinal White Adipose Tissue Formation in Mice
**Source:** Obesity (Silver Spring). 2026 Feb 11;34(4):882–95. doi: 10.1002/oby.70142
**Supplement:** Supplementary file 1 — Supplementary Figure S1: The CEBPA GWAS locus. LocusZoom plot of SNPs at the 19q13 locus associated with waist to hip ratio adjusted for BMI from the GIANT consortium [55]. Supplementary Figure S2: Cebpa_ASKO mice have no change in other WAT depot masses. (A) Axillary, mesenteric, perirenal, and retroperitoneal adipose depot masses as percent body weight in male mice at 10–12 weeks of age (n = 3). All mice were chow‐fed. Student's t‐test was used to analyze results. Supplementary Figure S3: Female Cebpa_ASKO mice have reduced gWAT mass. (A) TaqMan qPCR of Cebpa expression in (iwat) and BAT from 10‐ to 12‐week‐old female Cebpa_fl/fl and Cebpa_ASKO mice (n = 6–7). (B) Body weight at 10–12 weeks of female Cebpa_fl/fl and Cebpa_ASKO mice (n = 10). (C–E) gWAT, iWAT, and liver masses as percent body weight at 10–12 weeks of age (n = 10). All mice were chow‐fed. Student's t‐test was used to analyze results (**p < 0.01, ****p < 0.0001). Supplementary Figure S4: Cebpa_ASKO mice have larger iWAT adipocytes. (A) Size distribution of adipocytes calculated using the Adiposoft FIJI plugin from representative iWAT H&E images of 10– to 12‐week‐old mice (n = 3). All mice were chow‐fed. Student's t‐test was used to analyze results (*p < 0.05, **p < 0.01). Supplementary Figure S5: Cebpa has increased expression in expanding iWAT compared to gWAT. Taqman qPCR for Cebpa in RNA extracted from whole iWAT or gWAT (n = 5–7) in Cebpa_fl/fl mice at 10 weeks of age (chow‐fed), after 20 weeks of additional chow feeding, or after 20 weeks of additional HFD feeding. Student's t‐test was used to analyze results (*p < 0.05, **p < 0.01). Supplementary Figure S6: WAT mass in Cebpa_ASKO mice reduces over time regardless of diet. Masses of white adipose depots expressed as percentage of body weight (n = 7–11) in male Cebpa_ASKO mice at 10 weeks of age (chow‐fed), after 20 weeks of additional chow feeding, or after 20 weeks of additional HFD feeding. Student's t‐test was used to analyze results (*p < 0.

**Supplemental Information**

**C/EBPα Is Essential for Gonadal but Not Inguinal White Adipose Tissue Formation in Mice**

Krista Y. Hu^1^, Yu-Lin Ma^1^, Esme A. Dodge^1^, Olivia A. B. Maguire^1^, Caio V. Matias^1^, Ryan P. Barney^2^, Hector S. Himede^1^, Juliana Gomez Pardo^1^, Miriam Cepeda^1^, Scott M. Gordon^2,3^, Robert C. Bauer^1^*

**Supplemental Figures**

**
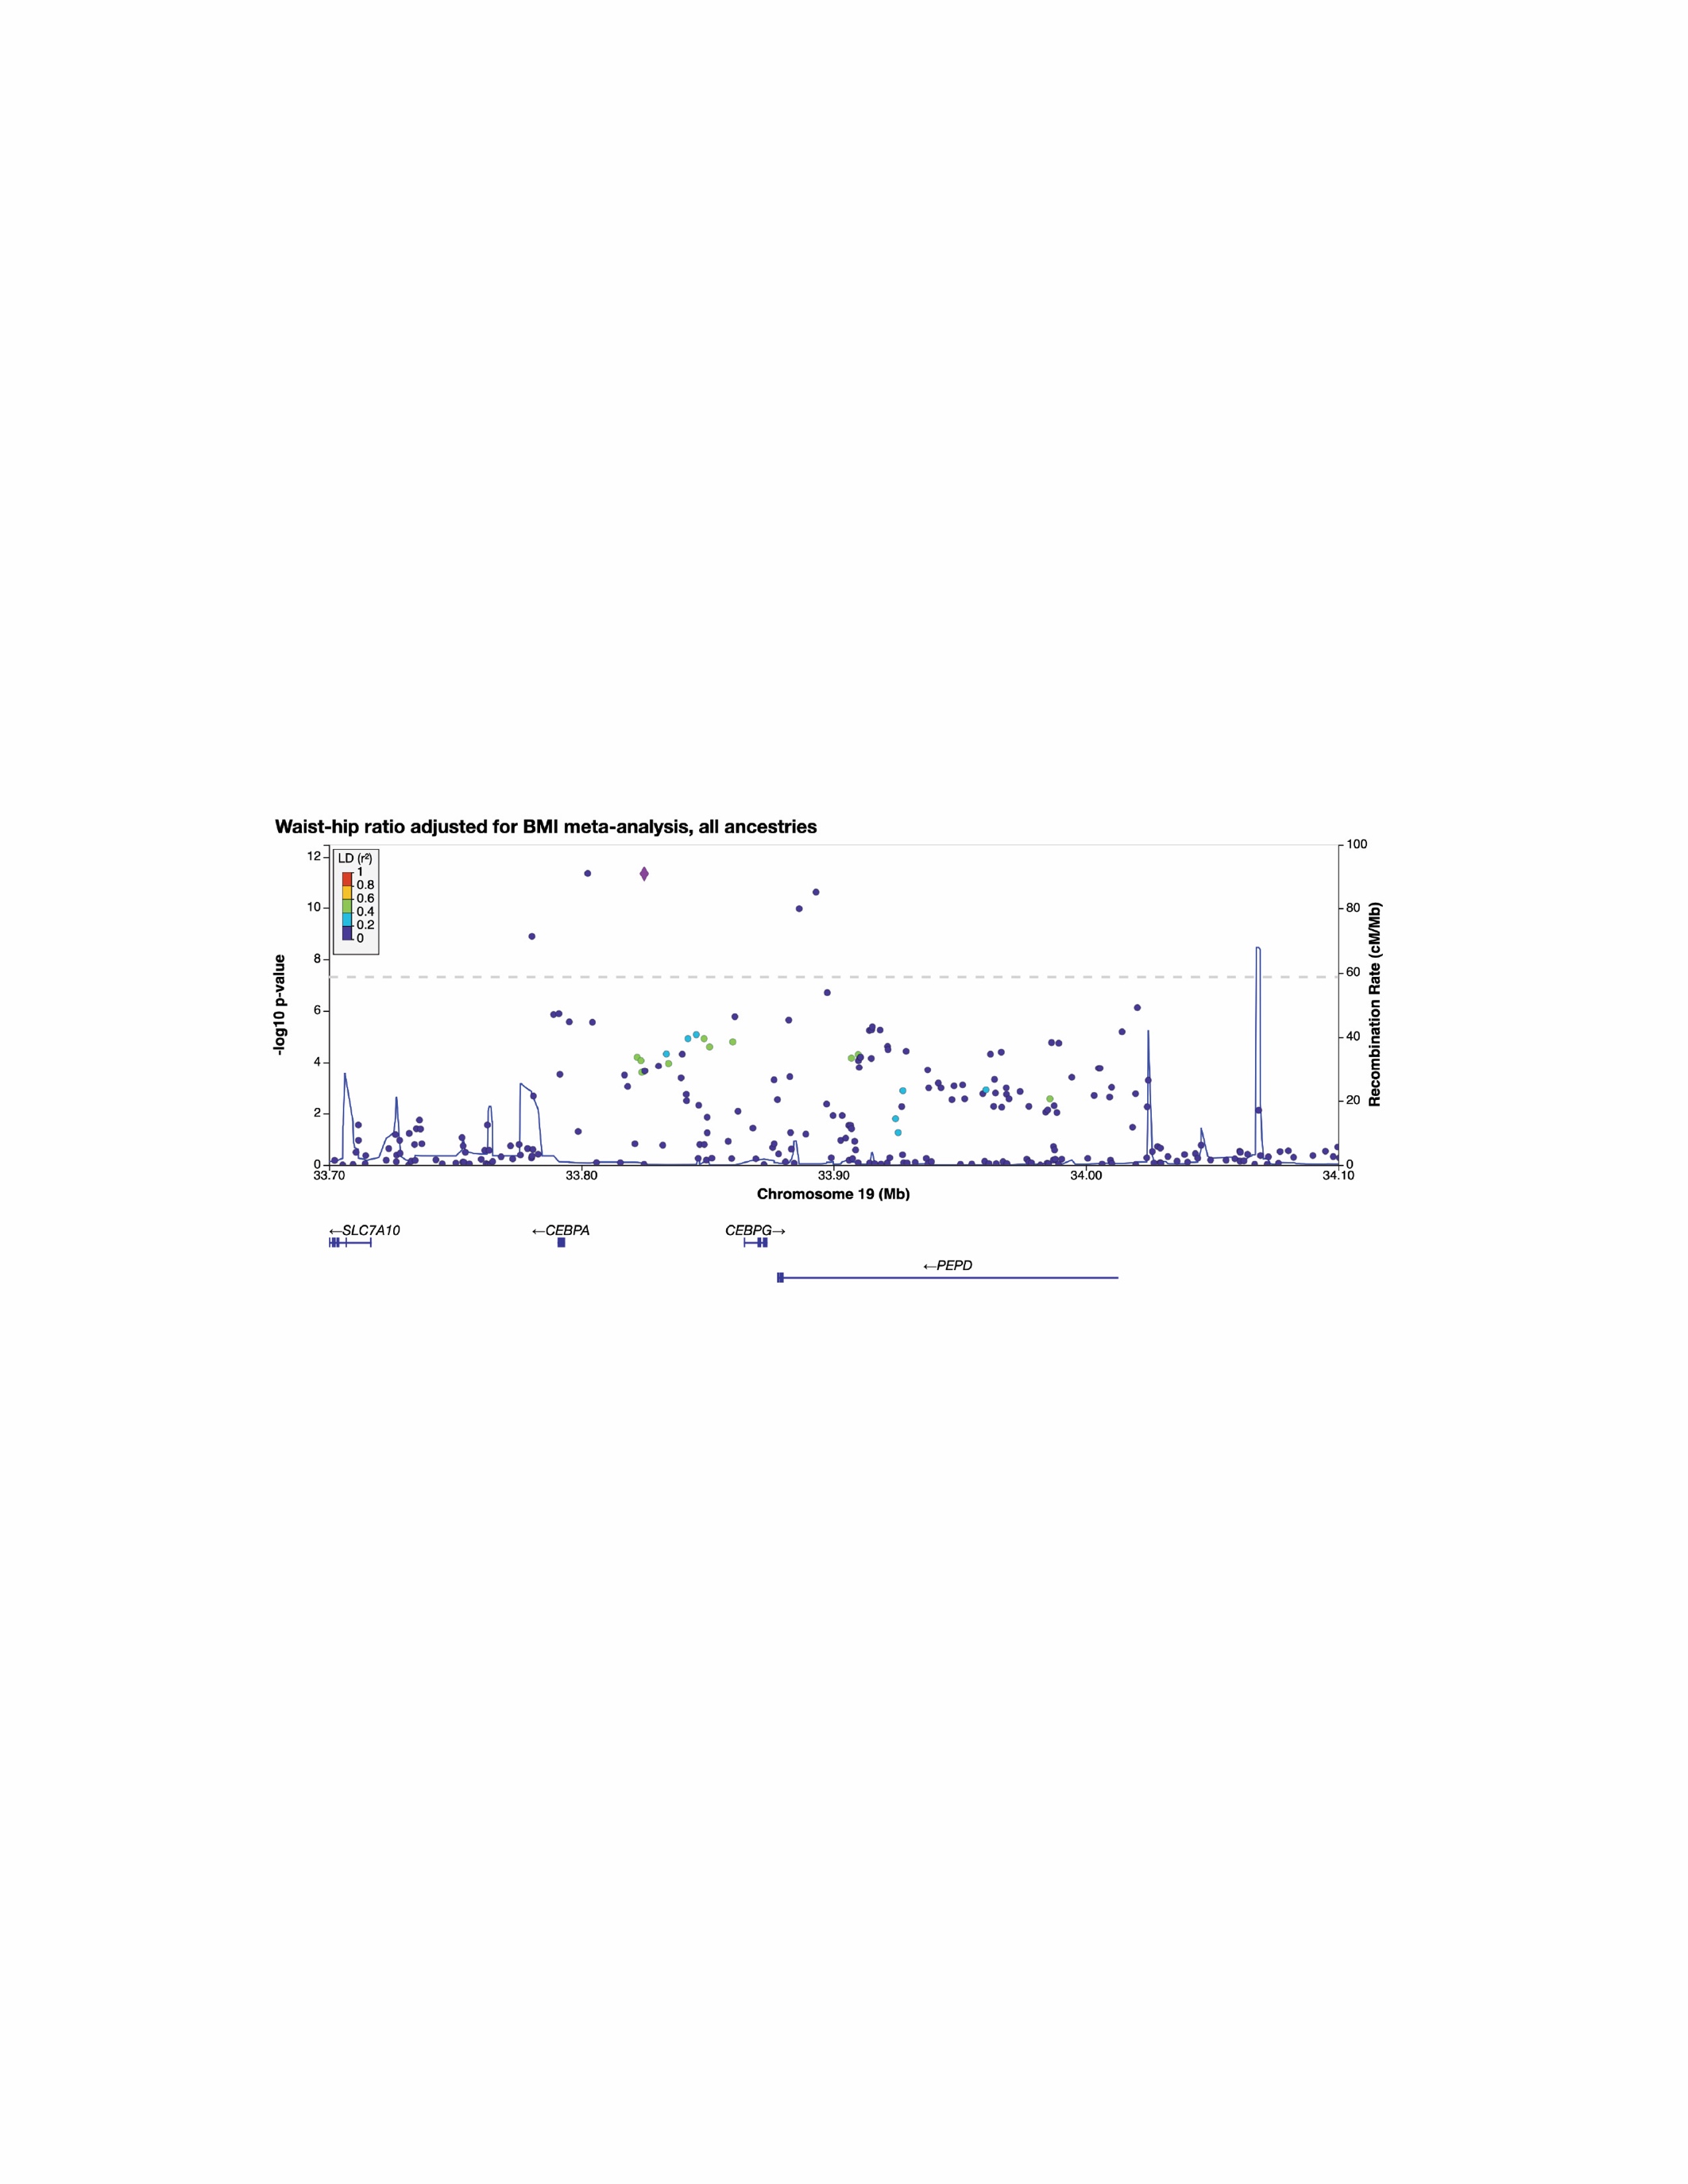
**

**Supplementary Figure S1: The *CEBPA* GWAS locus.** LocusZoom plot of SNPs at the 19q13 locus associated with waist-to-hip ratio adjusted for BMI from the GIANT consortium [55].

**
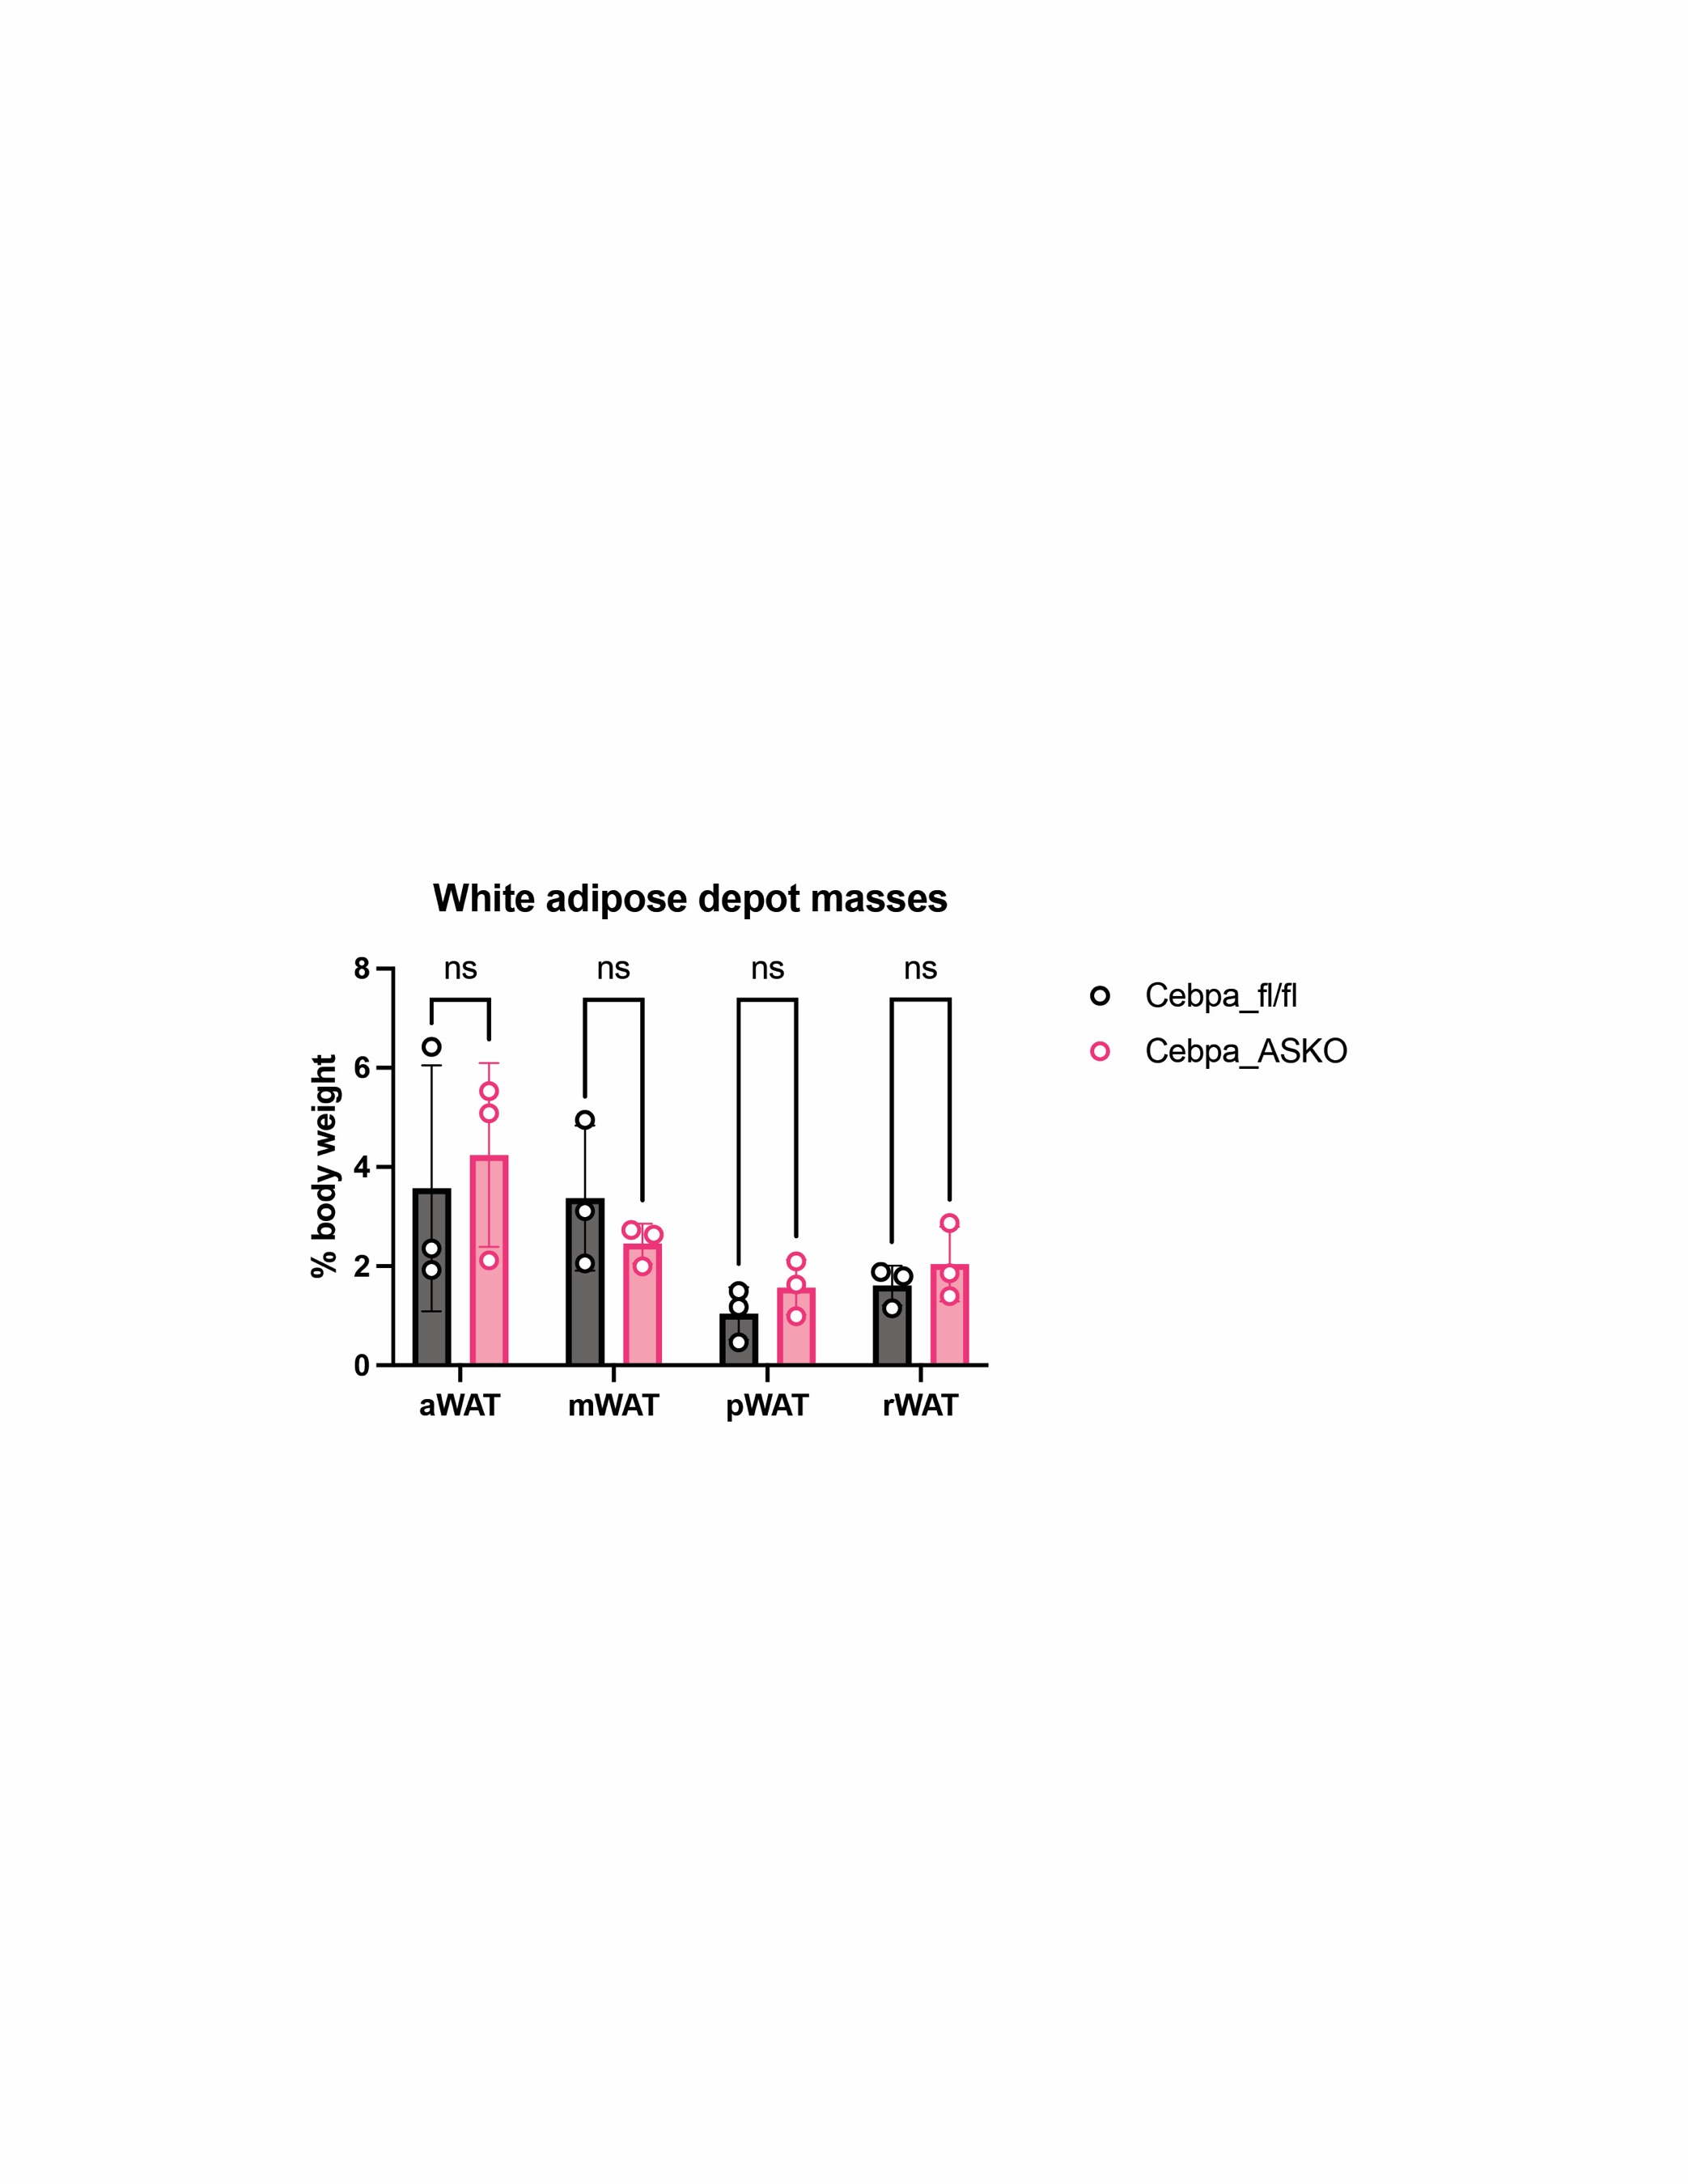
**

**Supplementary Figure S2: Cebpa_ASKO mice have no change in other WAT depot masses. A.** Axillary, mesenteric, perirenal, and retroperitoneal adipose depot masses as percent body weight in male mice at 10-12 weeks of age (n=3). All mice were chow-fed. Student’s t-test was used to analyze results.

**
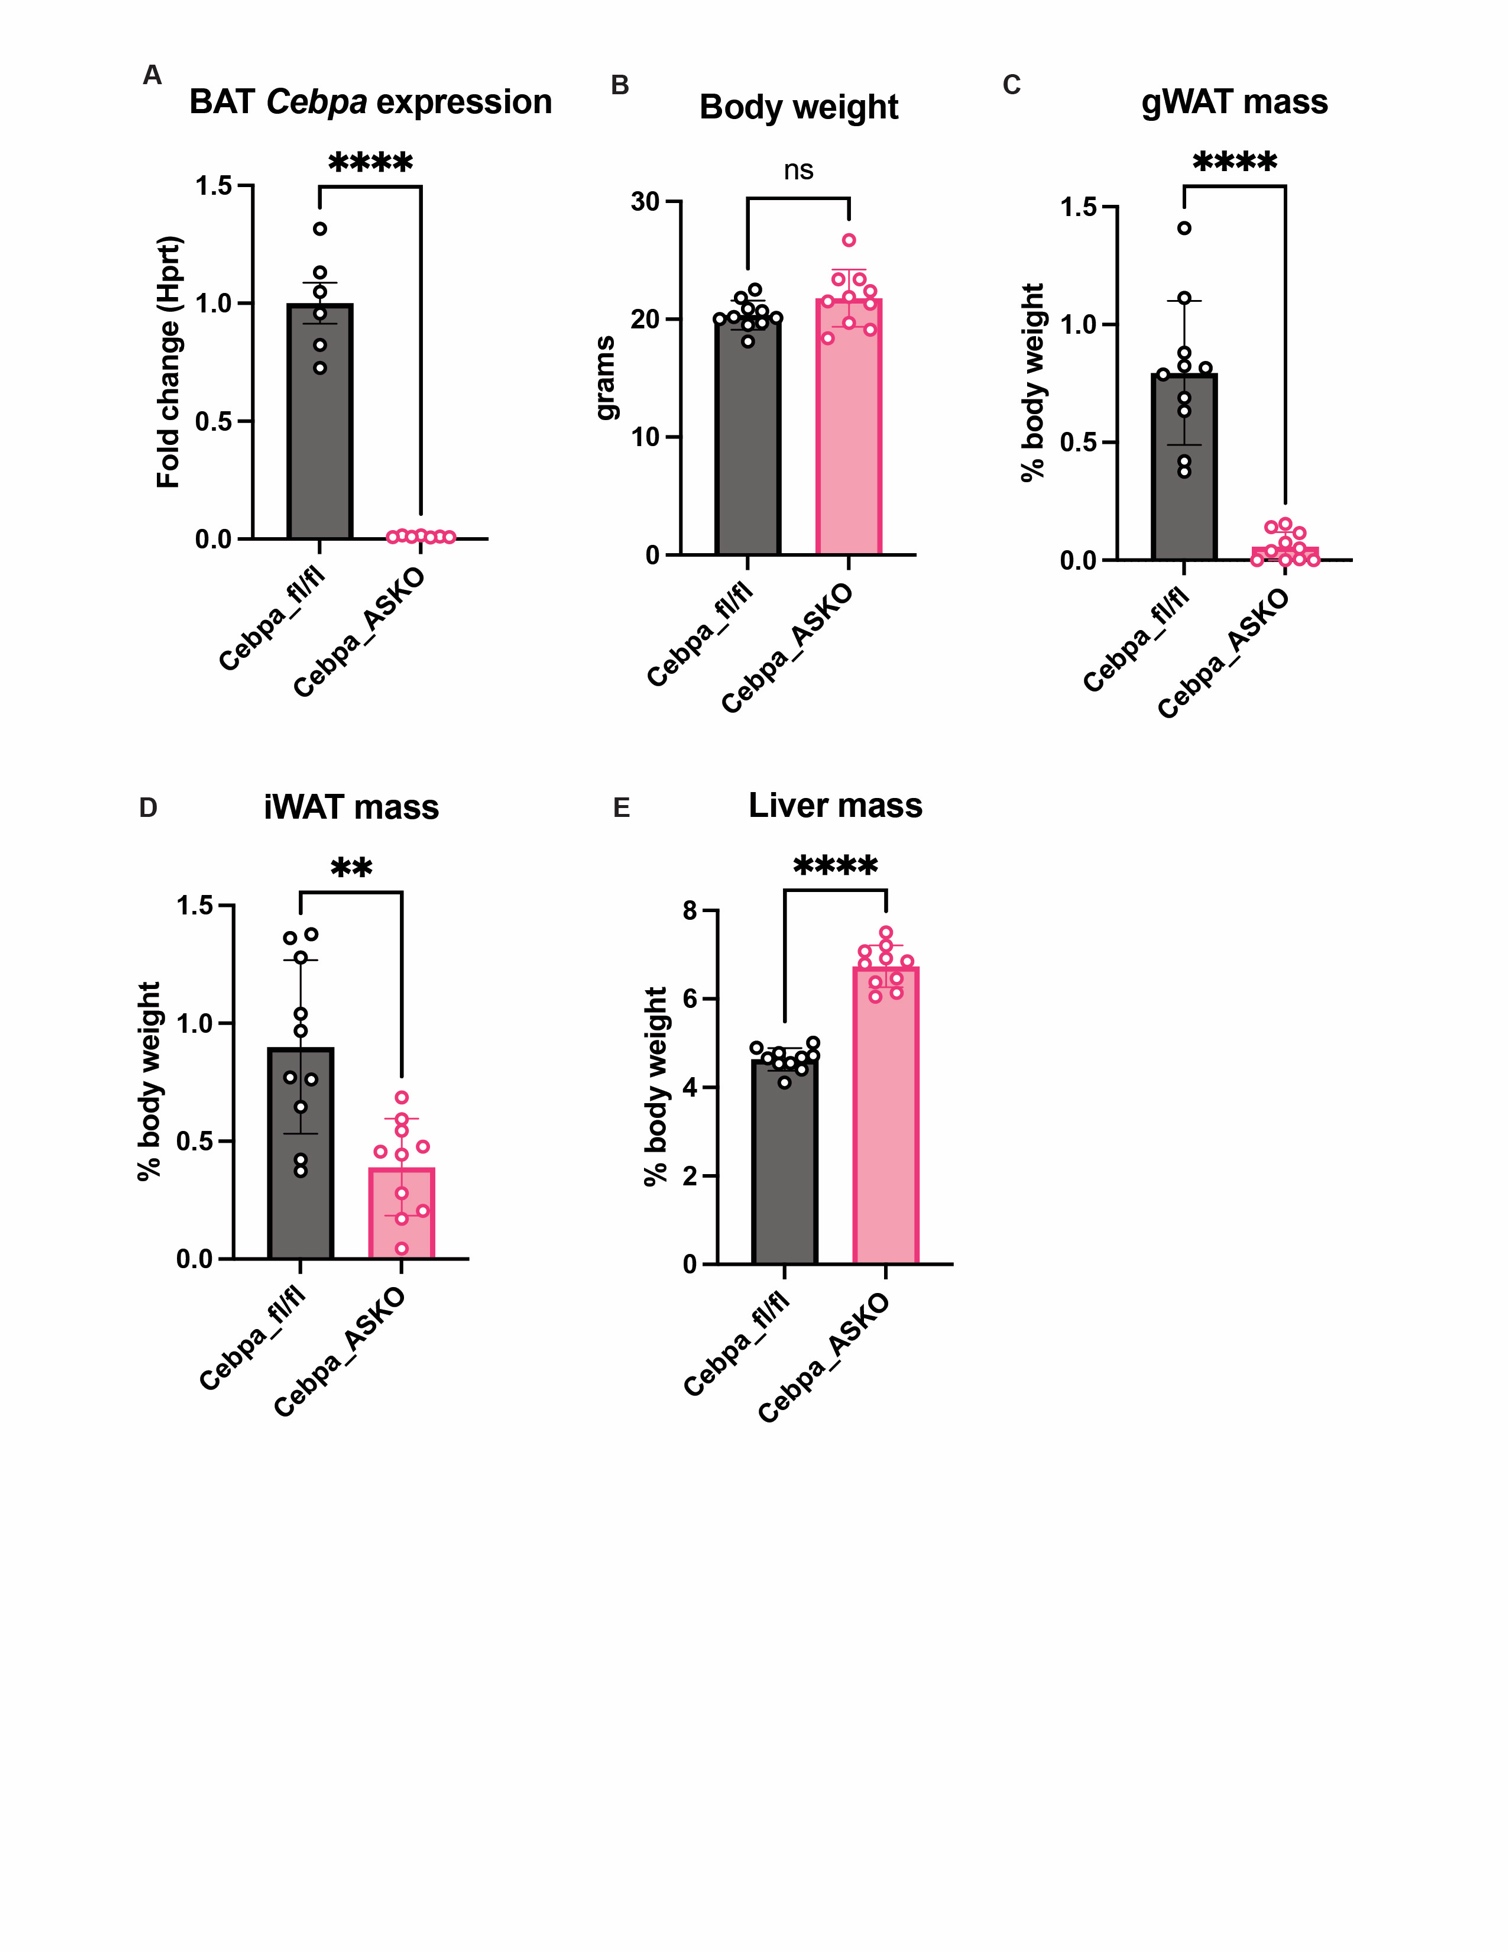
**

**Supplementary Figure S3: Female Cebpa_ASKO mice have reduced gWAT mass. A.** TaqMan qPCR of *Cebpa* expression in (iwat) and BAT from 10-12-week-old female Cebpa_fl/fl and Cebpa_ASKO mice (n=6-7). **B.** Body weights at 10-12 weeks of female Cebpa_fl/fl and Cebpa_ASKO mice (n=10). **C-E.** gWAT, iWAT, and liver mass as percent body weight at 10-12 weeks of age (n=10). All mice were chow-fed. Student’s t-test was used to analyze results (**p<0.01, ****p<0.0001).

**
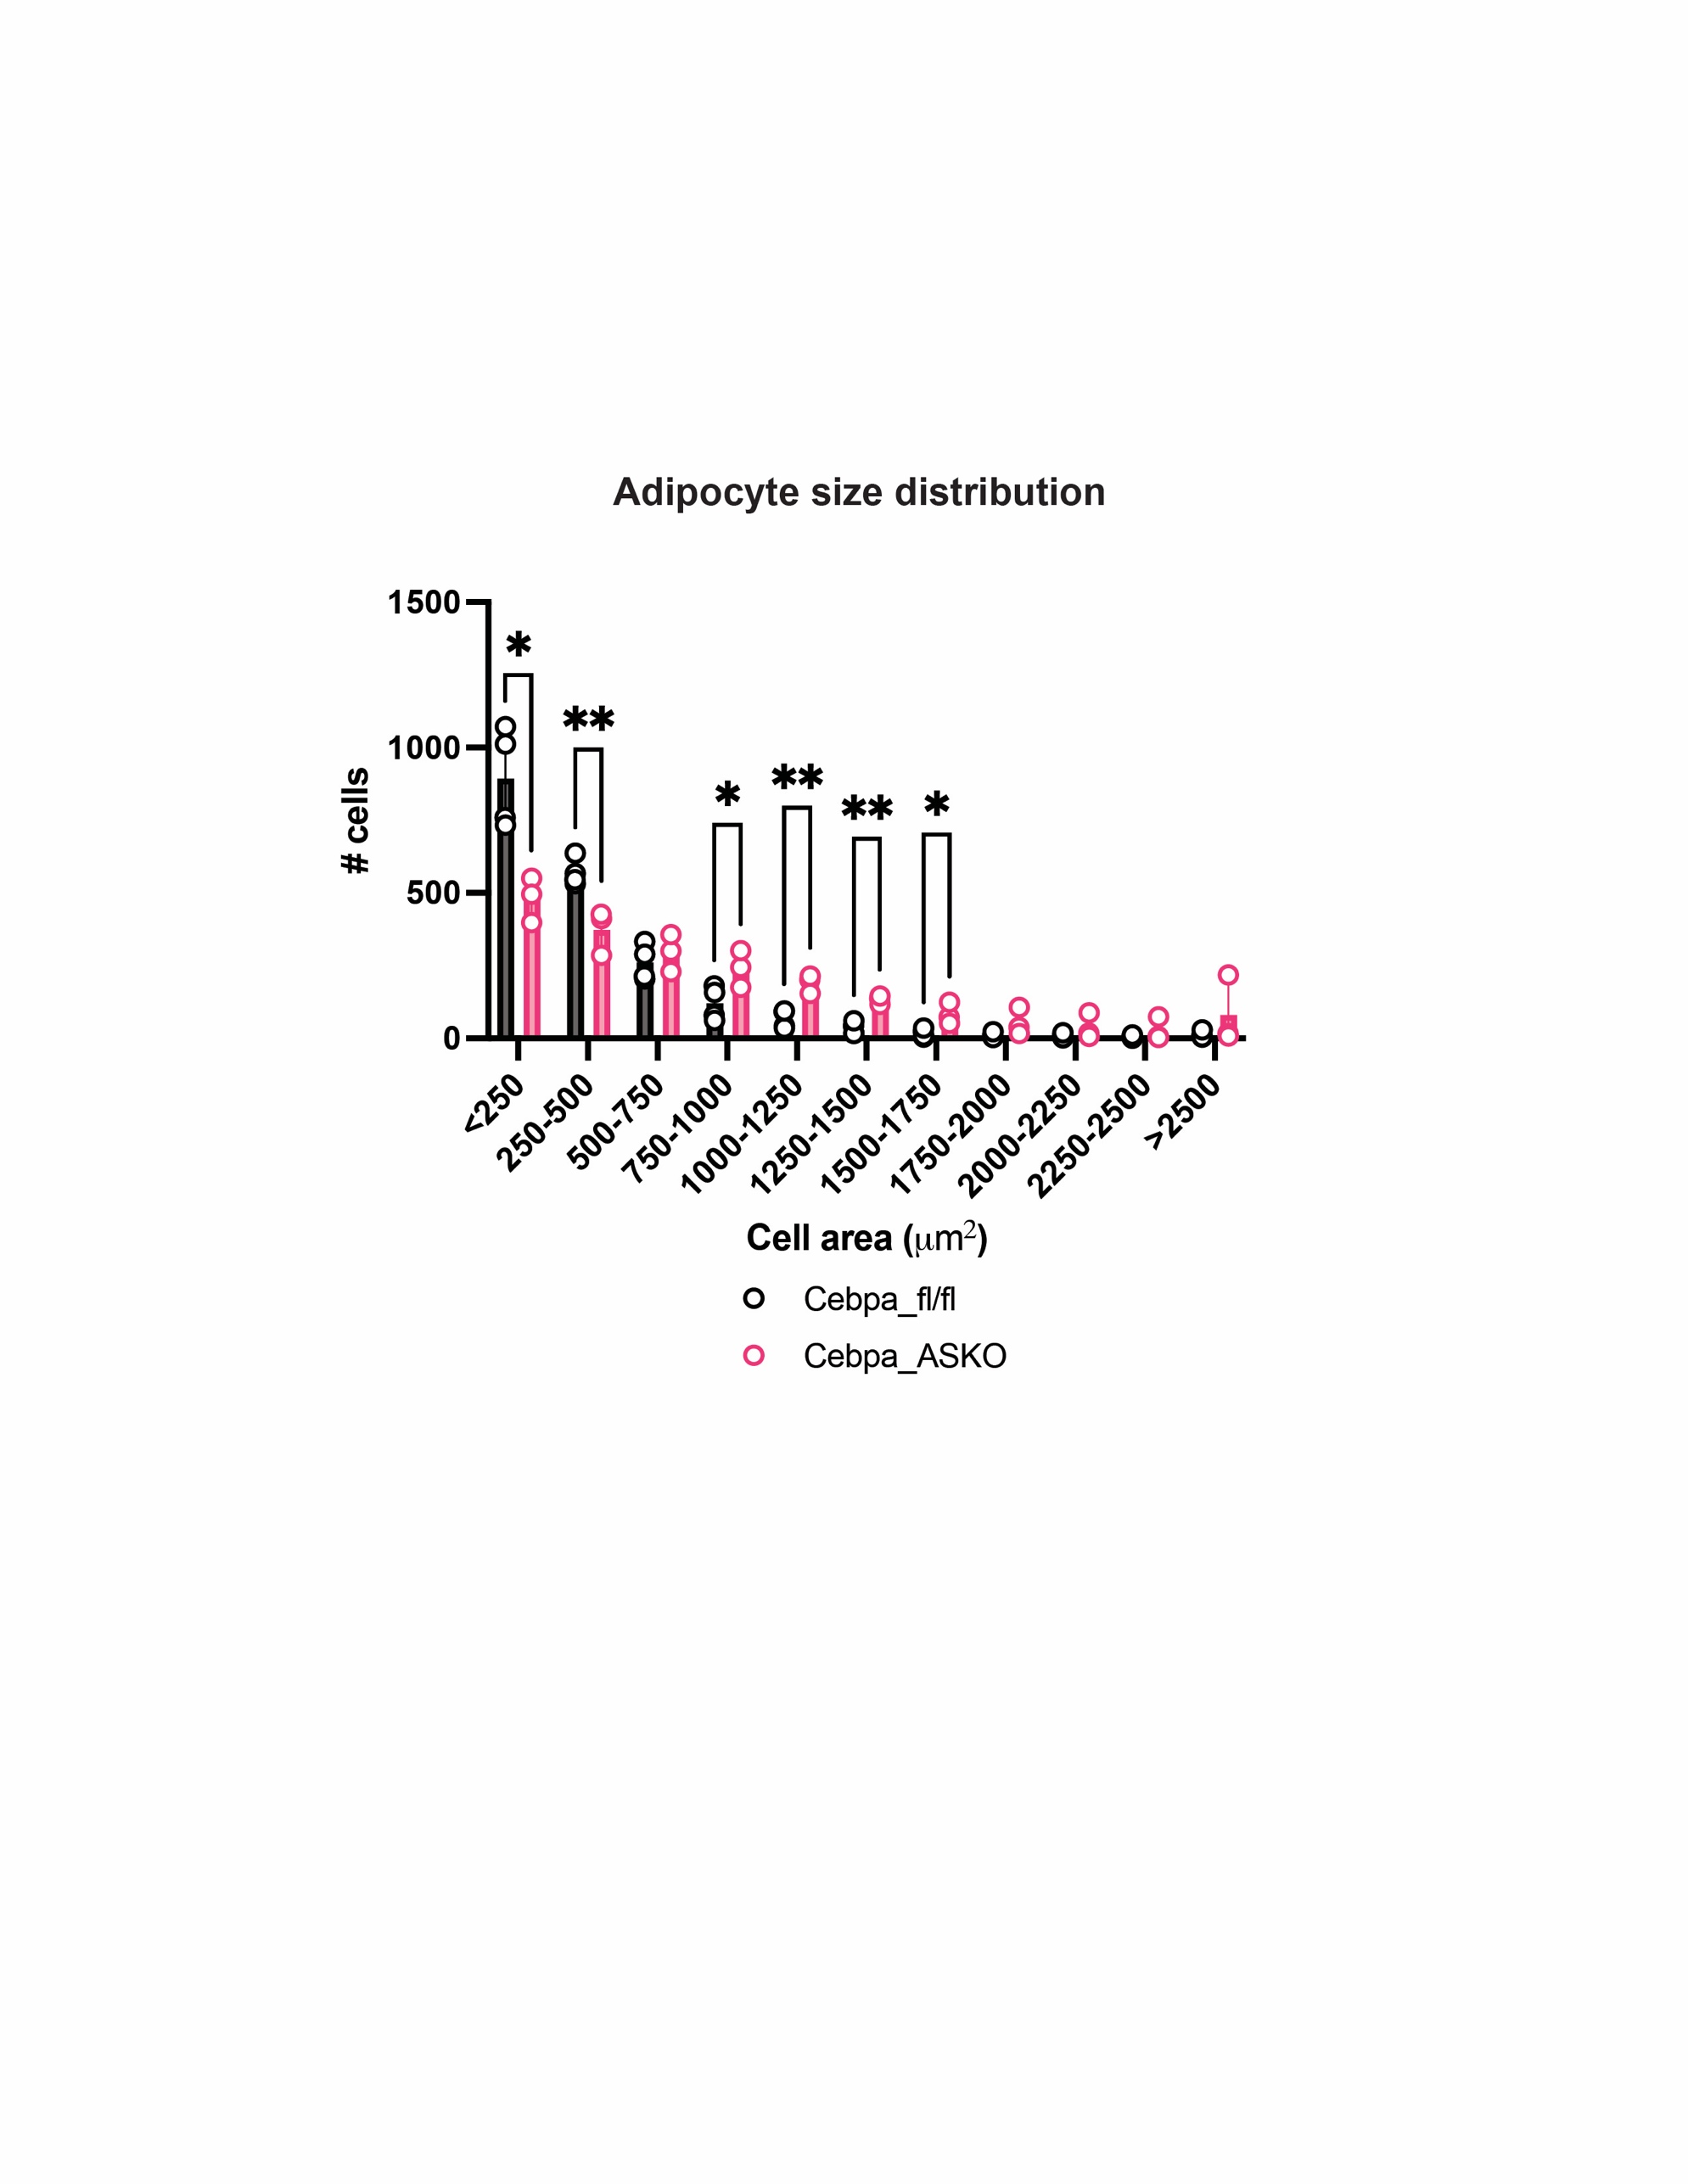
**

**Supplementary Figure S4: Cebpa_ASKO mice have larger iWAT adipocytes. A**. Size distribution of adipocytes calculated using the Adiposoft FIJI plugin from representative iWAT H&E images of 10–12-week-old mice (n=3). All mice were chow-fed. Student’s t-test was used to analyze results (*p<0.05, **p<0.01).

**
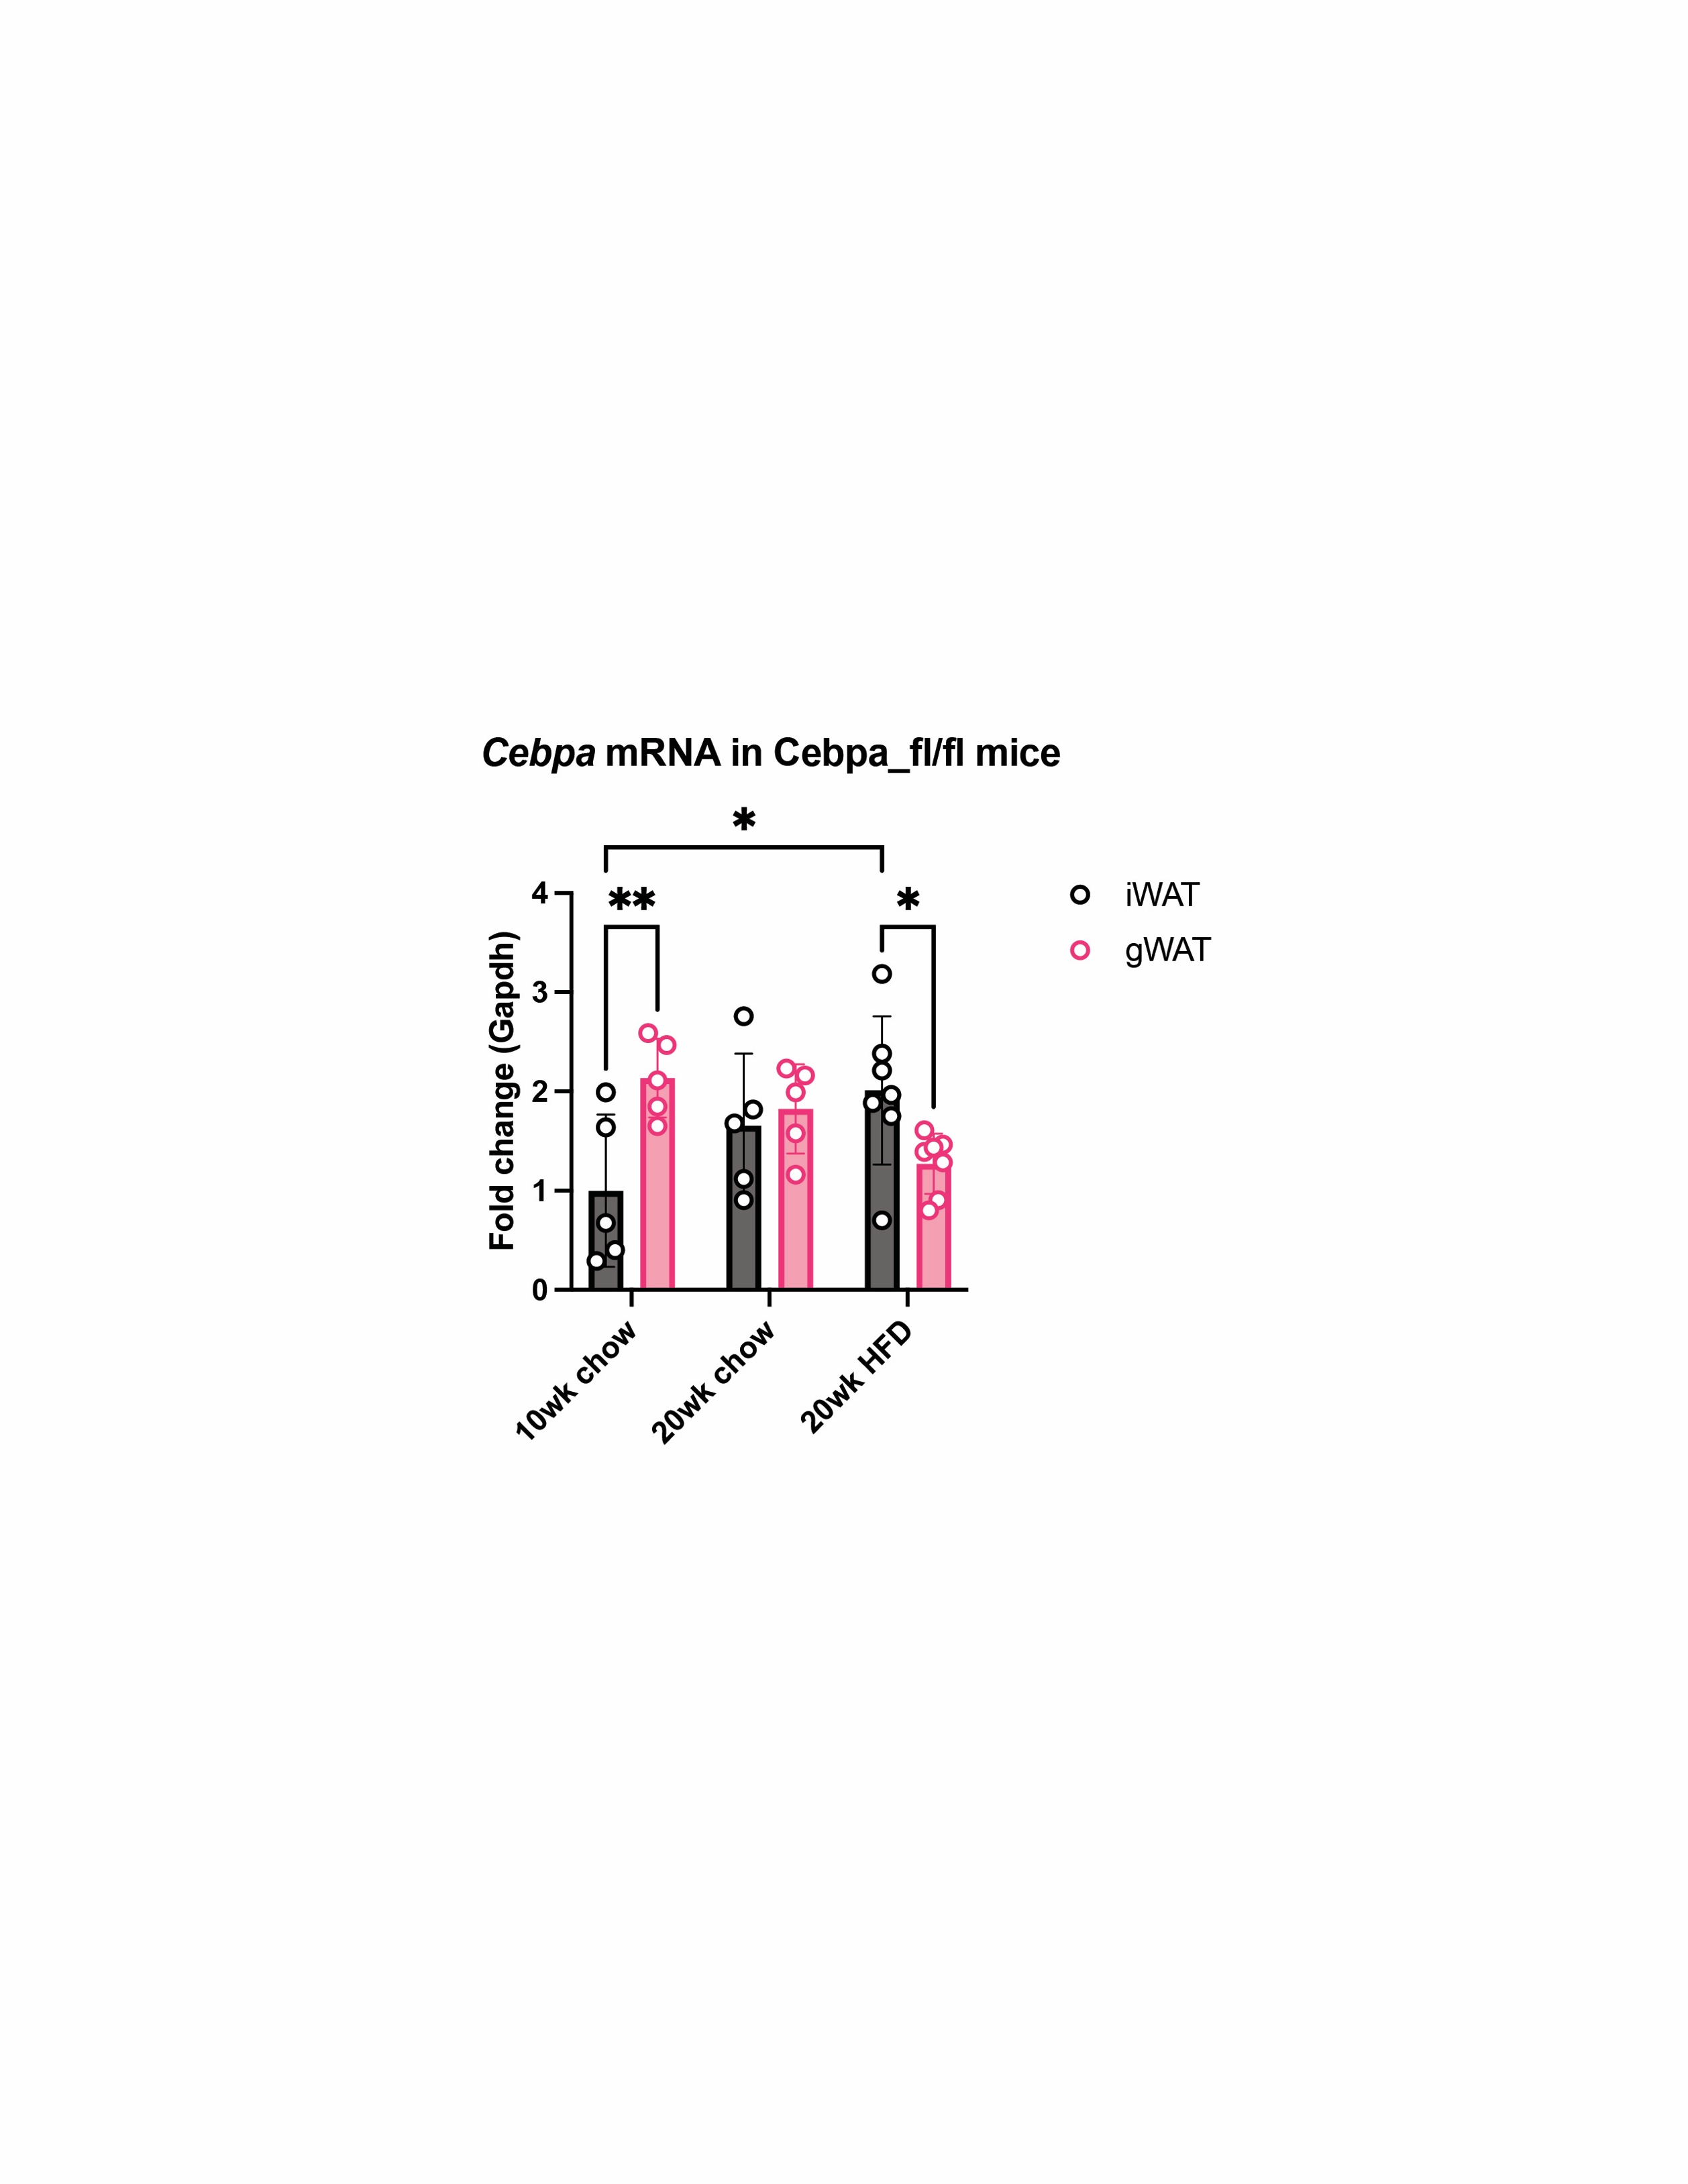
**

**Supplementary Figure S5: Cebpa has increased expression in expanding iWAT compared to gWAT.** Taqman qPCR for Cebpa in RNA extracted from whole iWAT or gWAT (n=5-7) in Cebpa_fl/fl mice at 10wks of age (chow-fed), after 20 weeks of additional chow feeding, or after 20 weeks of additional HFD feeding. Student’s t-test was used to analyze results (*p<0.05, **p<0.01).

**
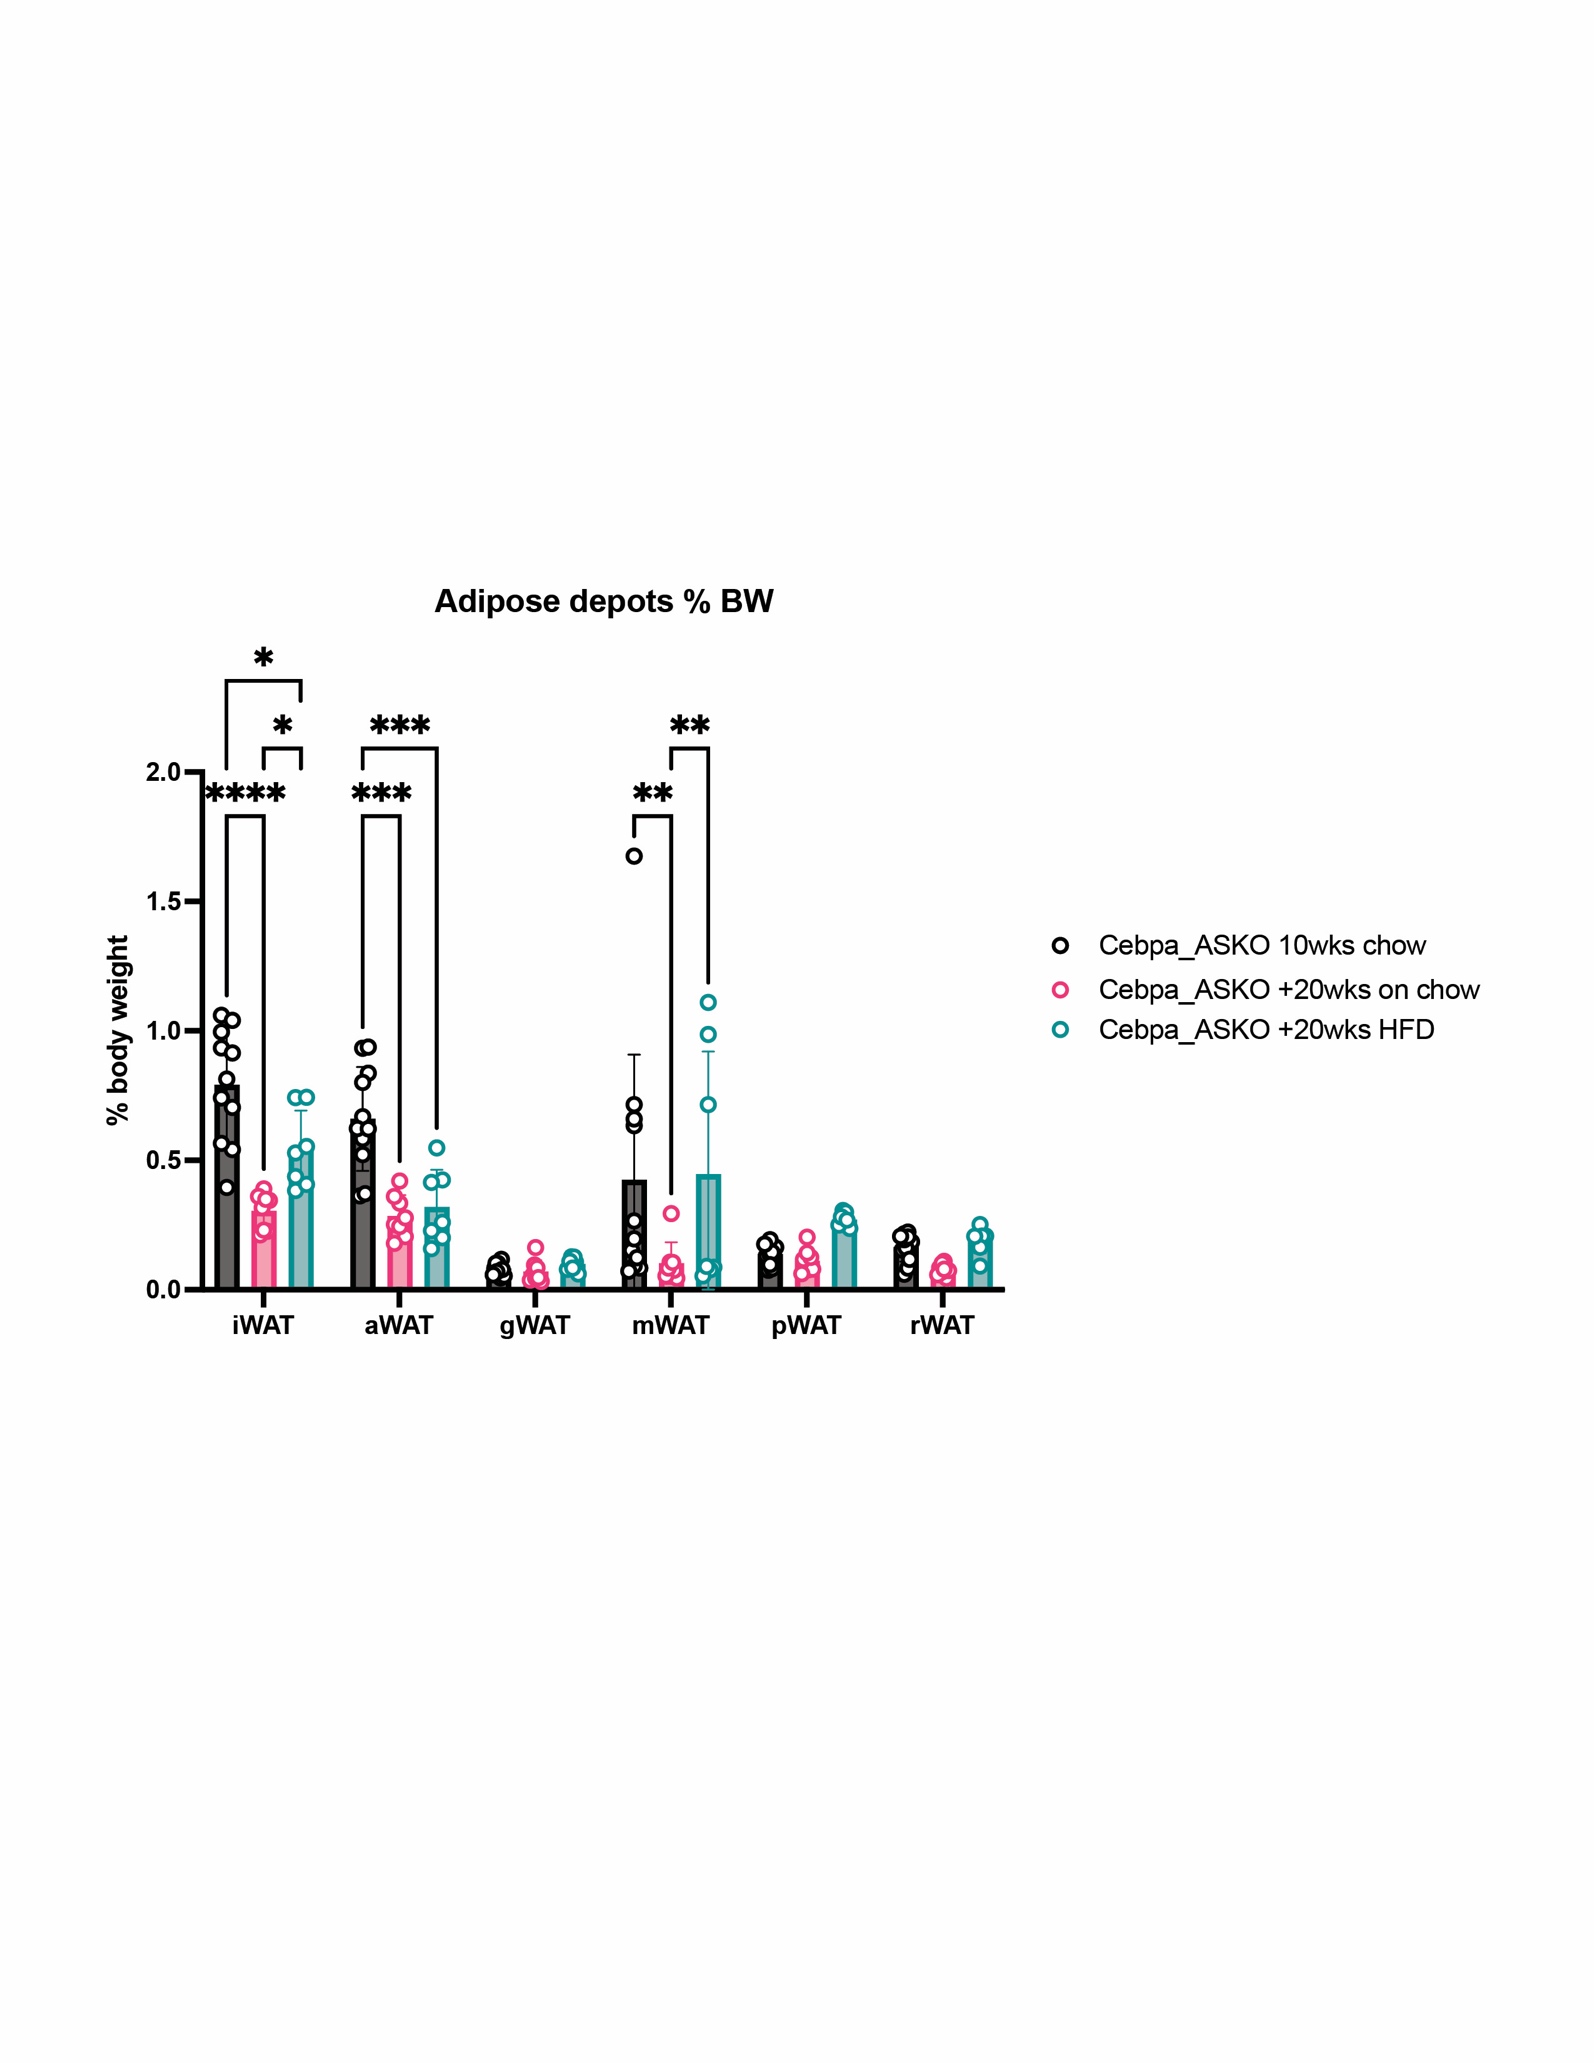
**

**Supplementary Figure S6: WAT mass in Cebpa_ASKO mice reduces over time regardless of diet.** Masses of white adipose depots expressed as percentage of body weight (n=7-11) in male Cebpa_ASKO mice at 10wks of age (chow-fed), after 20 weeks of additional chow feeding, or after 20 weeks of additional HFD feeding. Student’s t-test was used to analyze results (*p<0.05, **p<0.01, ***p<0.001).

**
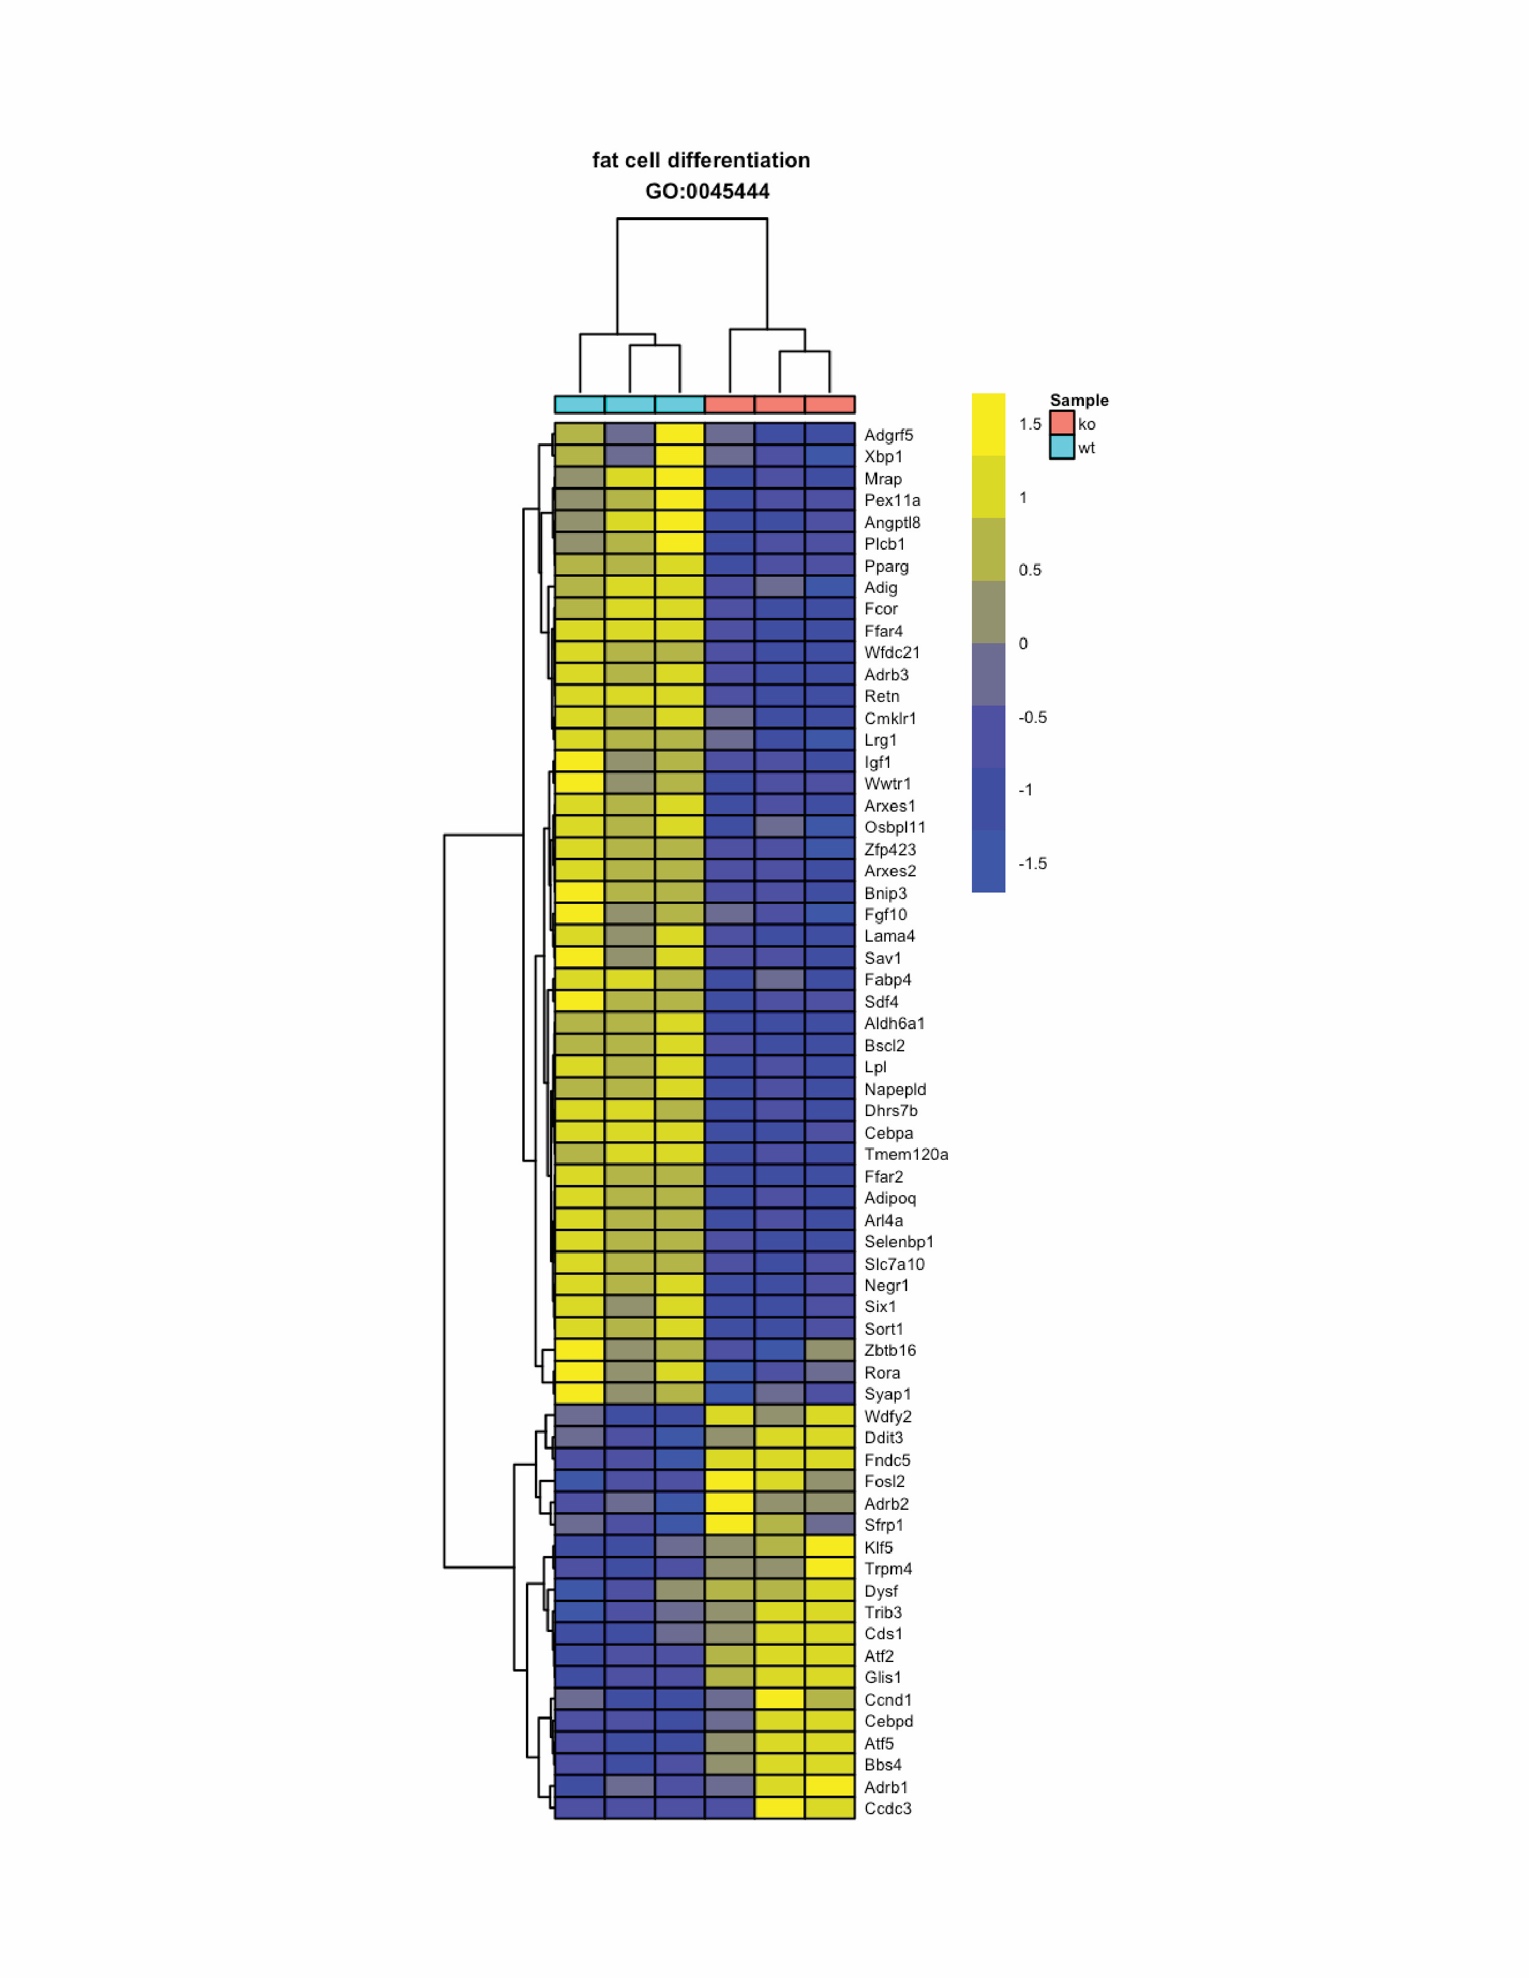
**

**Supplementary Figure S7: Cebpa_ASKO iWAT has changes in expression of adipocyte differentiation genes.** Heatmap of expression of genes clustered in the fat cell differentiation GO term from bulk RNA-seq data (n=3). All mice were chow-fed.

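In this heatmap, 45 genes could be read that are lower and 19 that are higher in Cebpa_ASKO iWAT. All 45 were lower in the estimated counts, with log2 fold changes from -10.36 to -0.31 and a median of -1.11, and 31 had an adjusted p below 0.05 over all genes tested (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). All 19 were higher, with log2 fold changes from 0.34 to 1.43 and a median of 0.73, and 3 were called, *Fndc5* at 1.43, *Cds1* at 0.60 and *Fosl2* at 0.52. When adjusted over the list alone, all 45 and all 19 passed, which is not independent evidence because the study chose the genes on these libraries. DESeq2 called 43 of the 45 and 15 of the 19. A list of 38 fat cell differentiation genes was also written by hand, 17 of which the study names in these libraries. Of its 37 tested genes, 28 were lower and 9 higher, with a median log2 fold change of -0.55 (camera, adjusted p = 8.81e-24 over 26 lists), 16 called lower over all genes tested and 24 called when adjusted over the list alone.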

**
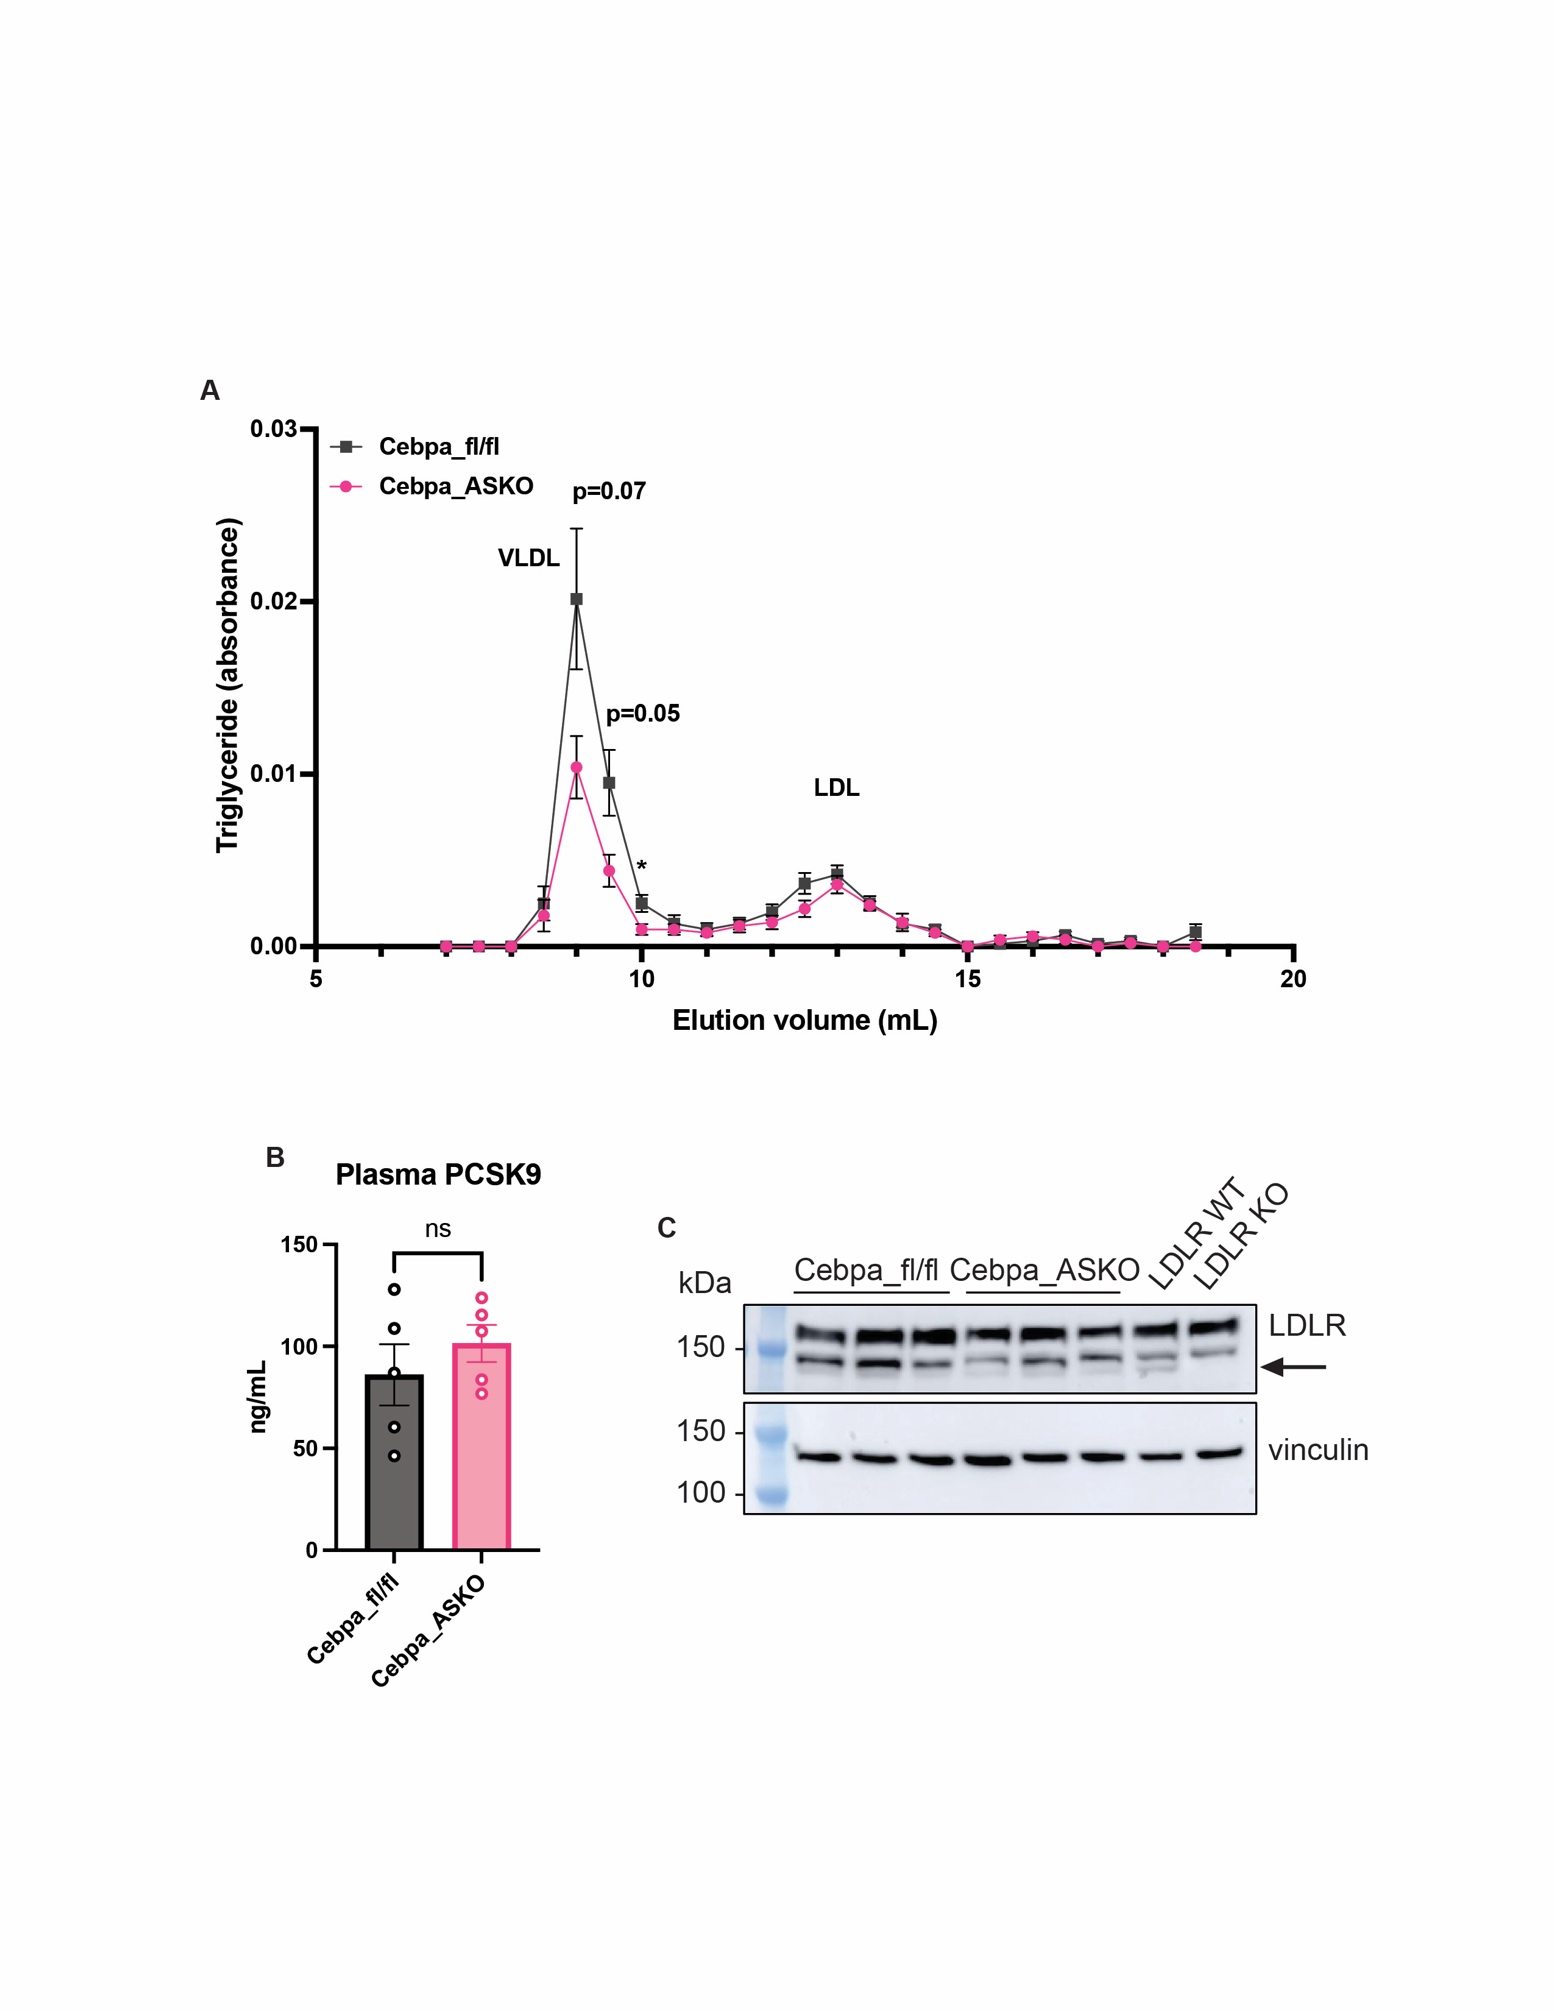
**

**Supplementary Figure S8: Cebpa_ASKO mice exhibit normal hepatic LDLR pathway function.** A: Triglyceride (TG) FPLC profile of pooled plasma (n=5-6) from 4h fasted male Cebpa_fl/fl and Cebpa_ASKO mice. B: Plasma PCSK9 levels measured via ELISA in 4h fasted mice (n=5). C**:** Western blot analysis of hepatic LDLR protein levels. Student’s t-test was used to analyze results (****p<0.0001).

**
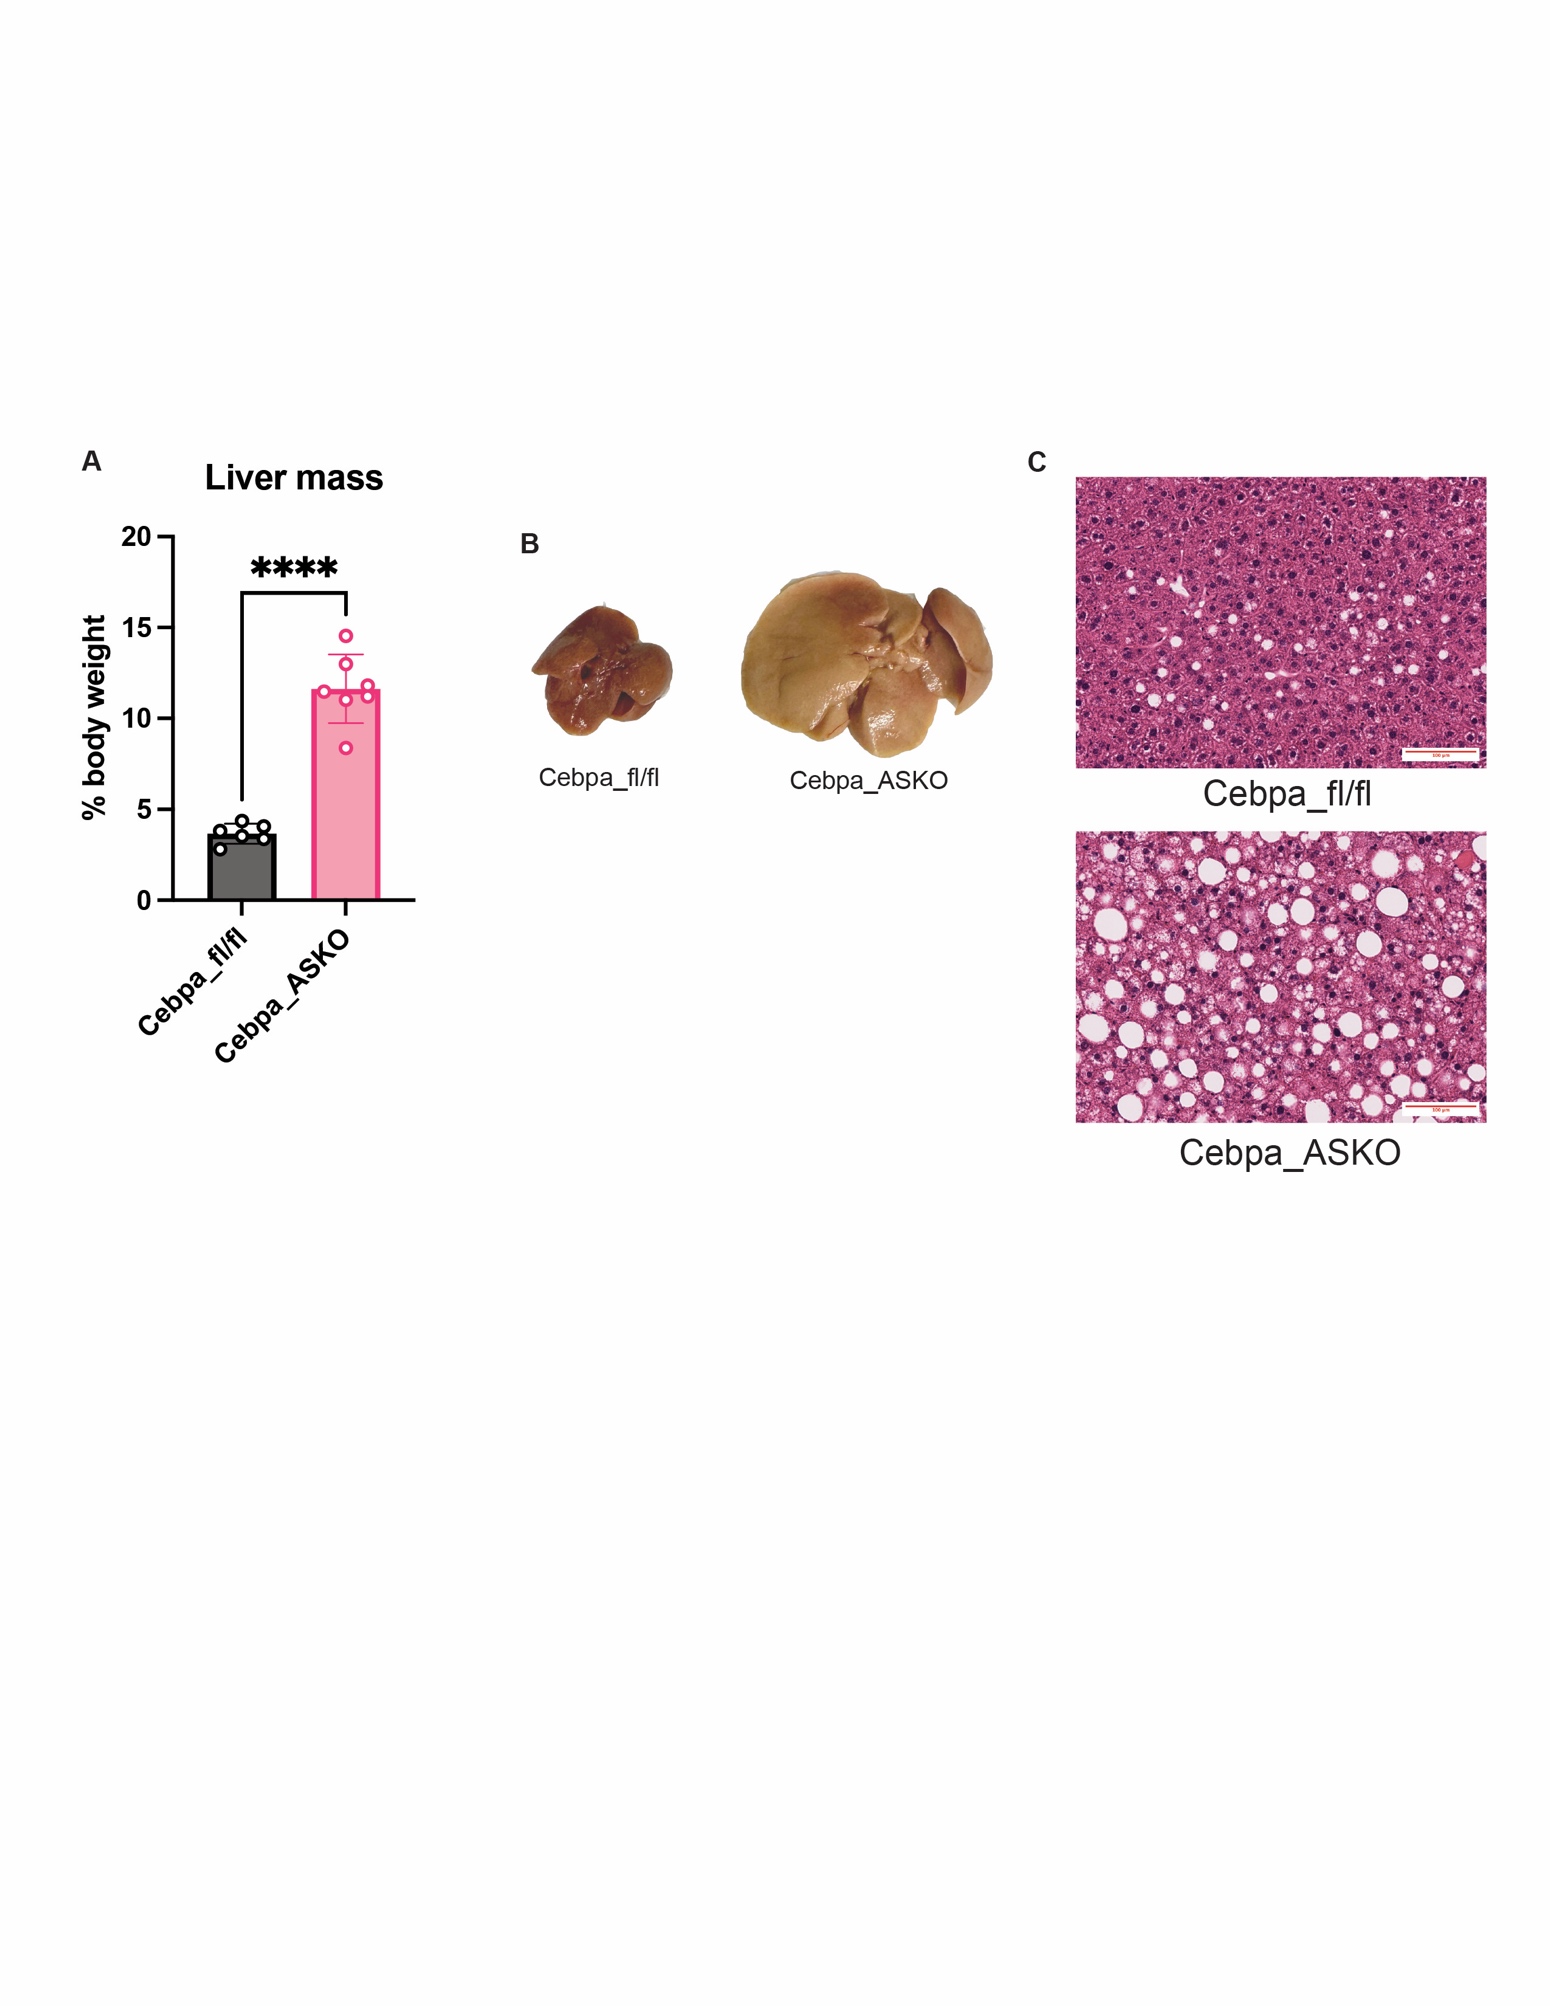
**

**Supplementary Figure S9: High fat diet feeding exacerbates the lipid deposition in livers of Cebpa_ASKO mice. A**. Liver mass measured in HFD-fed Cebpa_fl/fl and Cebpa_ASKO mice. **B.** Macroscopic image of livers from HFD-fed Cebpa_fl/fl and Cebpa_ASKO mice. **C.** Representative images from H&E-stained livers. All mice were fed with HFD for 20 weeks. Student’s t-test was used to analyze results (****p<0.0001).

**
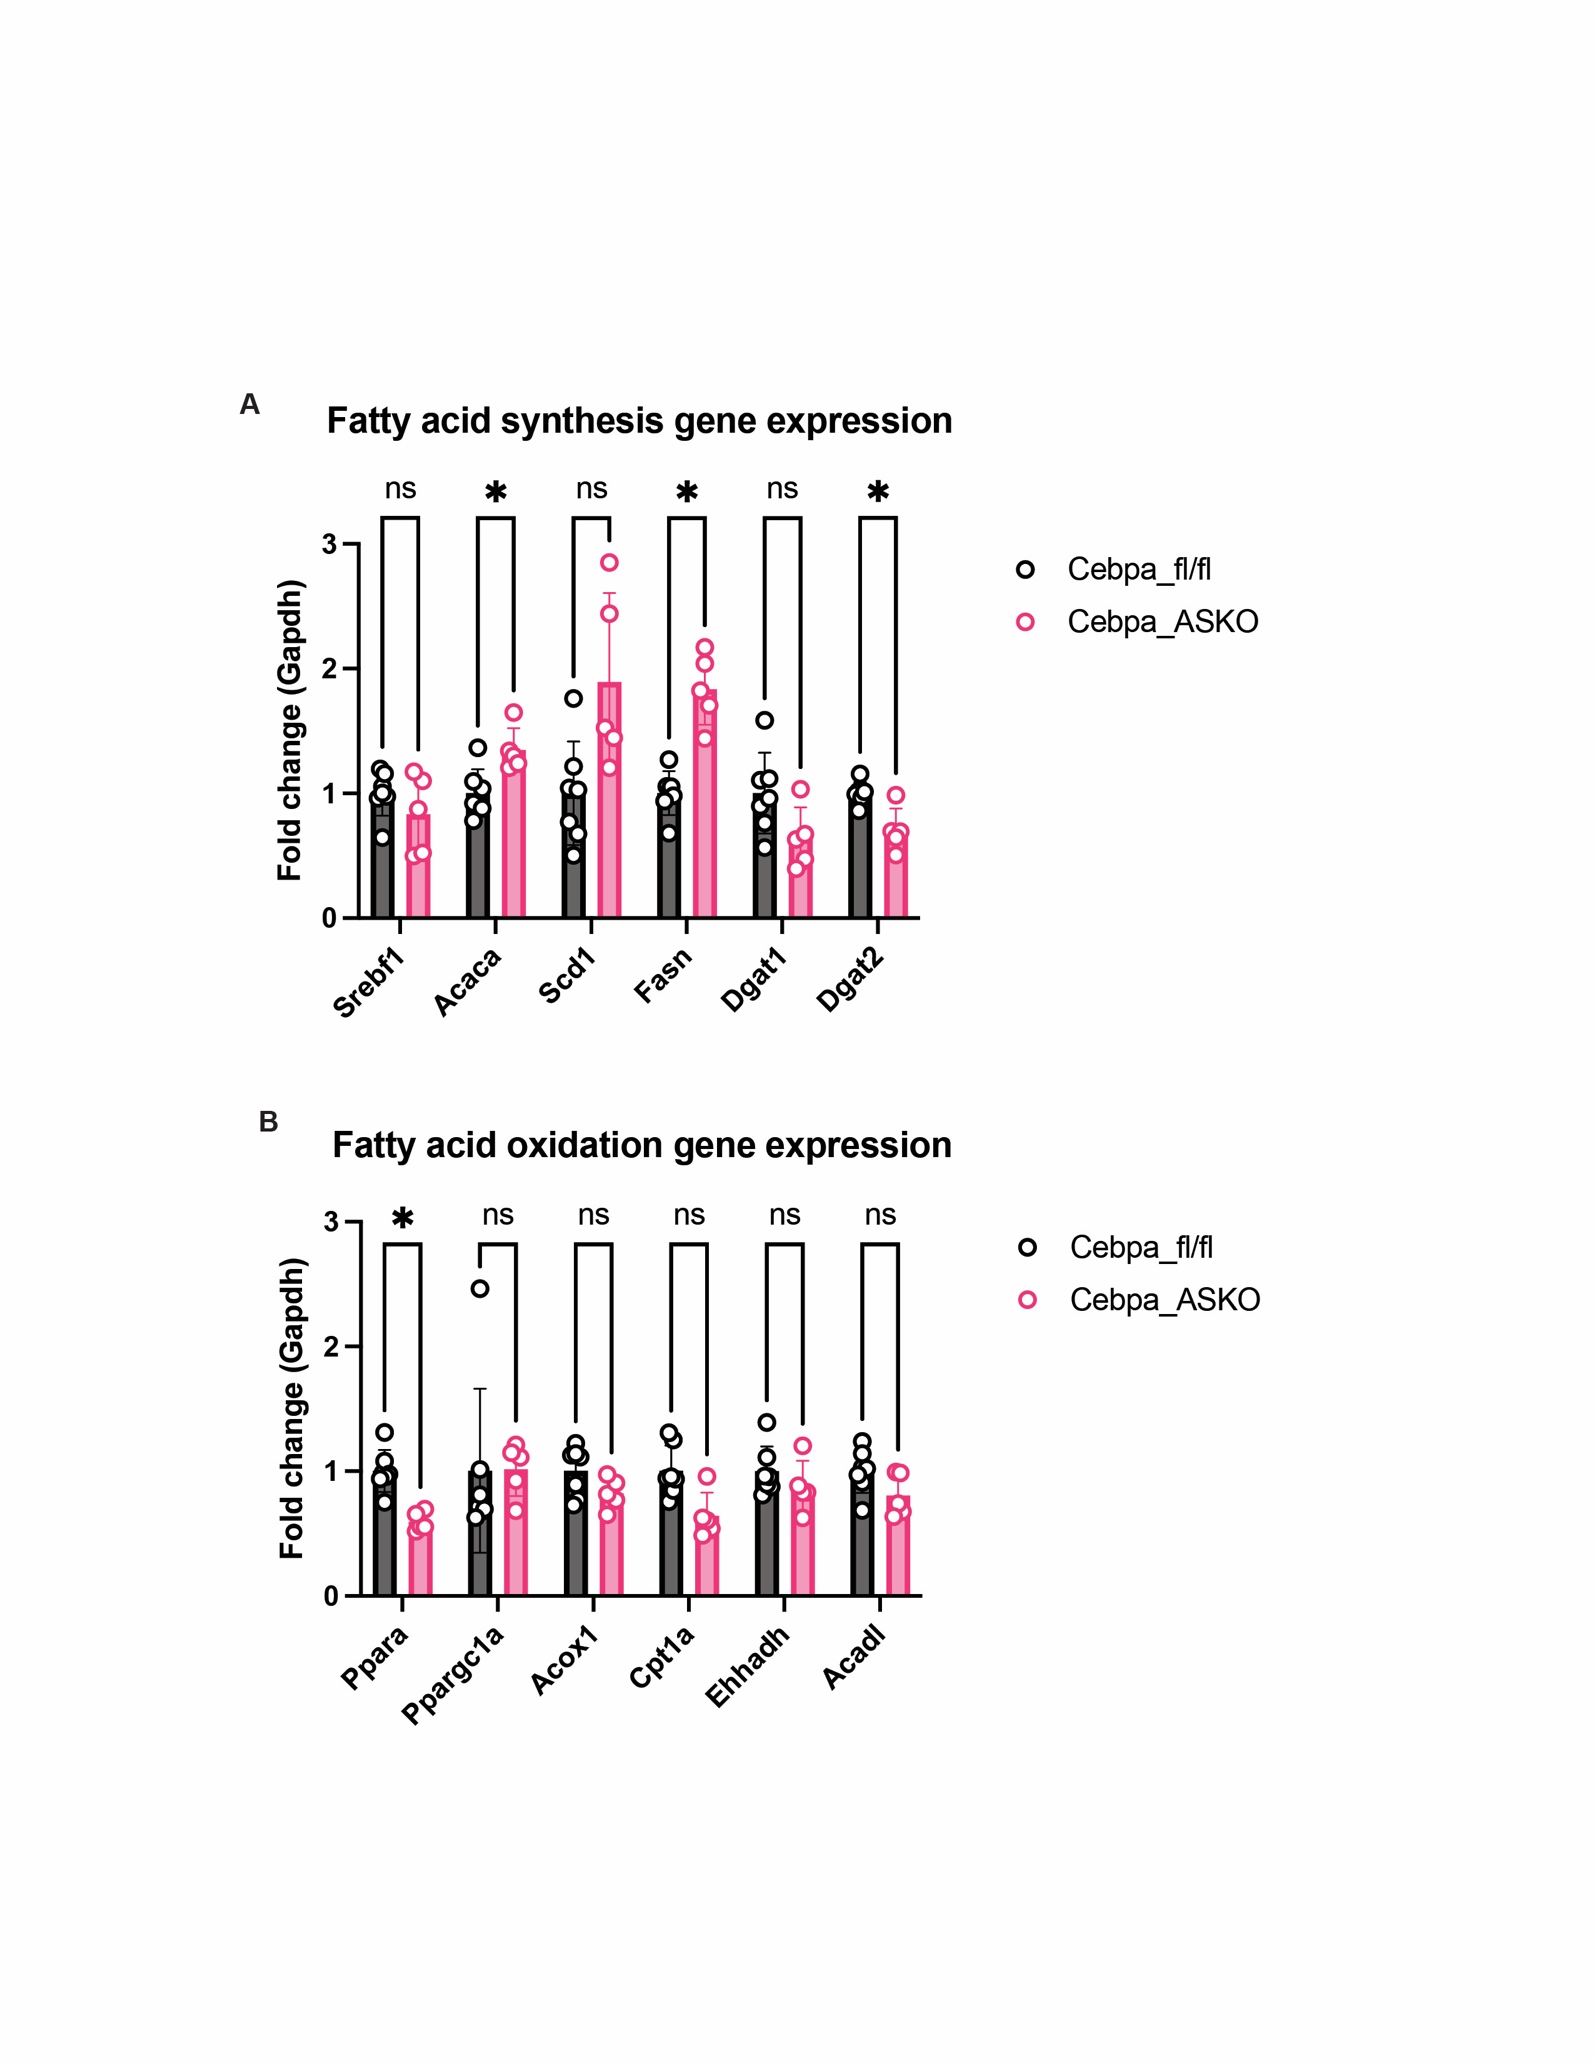
**

**Supplementary Figure S10: Cebpa_ASKO mice have increased expression of hepatic triglyceride synthesis genes.** A. Taqman qPCR for Srebf1, Acaca, Scd1, Fasn, Dgat1, and Dgat2 in RNA extracted from whole livers of chow-fed male Cebpa_fl/fl and Cebpa_ASKO mice at 10wks of age (n=5-6). B. Taqman qPCR for Ppar, Ppargc1a, Acox1, Cpt1a, Ehhadh, and Acadl in RNA extracted from whole livers of chow-fed male Cebpa_fl/fl and Cebpa_ASKO mice at 10wks of age (n=5-6). Student’s t-test was used to analyze results (*p<0.05).

**Supplemental Methods:**

*SVF isolation and culture*

Inguinal white adipose tissue (iWAT) was harvested from 3-5 8-10-week-old sex and age-matched mice and placed in ice-cold 1X PBS. Lymph nodes were removed. iWAT was pooled per genotype and minced manually for 5 minutes in digestion media (L-15 Leibovitz media, 1.5% BSA, 1% Pen/Strep, 10 U/mL DNAseI, 480 U/mL hyaluronidase, 0.14 U/mL Liberase TM). Tissue was dissociated by shaking in digestion buffer at 37C for 1 hour at 250 rpm. Homogenate was filtered through a 100 uM cell strainer and spun at 300 x g, 4C, for 10 mins. Supernatant was discarded, and the cell pellet was washed in 10mL cell culture medium (DMEM, 10% FBS, 1% Pen/Strep, 2mM L-Glut), then resuspended in 5mL cell culture medium supplemented with 1 ug/mL insulin. Cell resuspension was plated in a 10cm collagen-coated dish and allowed to grow until 95% confluence, with media replaced every 2-3 days. Then, cells were lifted with 0.25% trypsin, counted, and seeded into either 6-well or 12-well plates. Once cells reached 95% confluence, differentiation was initiated with a cocktail consisting of 10% FBS, 1% Pen/Strep, 5 ug/mL insulin, 1 uM rosiglitazone, 1 uM dexamethasone, and 250 uM IBMX in DMEM/F12. After 48 hours in differentiation cocktail, media was changed to maintenance media consisting of 10% FBS, 1% Pen/Strep, 5 ug/mL insulin, and 1 uM rosiglitazone in DMEM/F12. Experiments were started after day 7 of differentiation unless otherwise noted.

*Oil red O staining*

Oil red O (ORO) staining was performed on cell cultures in 12-well plates. Cells were washed twice with 2X PBS before fixing in 10% paraformaldehyde for 30mins at room temperature. Cells were washed twice for with water for 1 min each, then once with 60% isopropanol for 5 mins. Cells were stained with 60% ORO stock solution in water for 15 mins, then washed 3 times with water for 2 mins each before imaging. To quantify ORO area, water was aspirated, and the cells were incubated with 100% isopropanol for 3 mins to dislodge neutral lipids into solution. The isopropanol was then collected and added in equal volumes to a 96-well plate before measuring absorbance at 510nm.

*Fast protein liquid chromatography analysis*

Plasma (50 μL/mouse) was loaded onto a single Superose 6 Increase (10/300 GL) column using an Akta Pure 25L instrument. Samples were eluted through the column at 0.75 mL/min in phosphate buffered saline and collected as 0.5 mL fractions in 96-well plates. Fractions were analyzed for total cholesterol and triglyceride content using colorimetric enzymatic assays. Data are reported as mean absorbance +/- SEM.

*Bulk RNA-seq of inguinal scWAT and livers*

10-week-old female mice were euthanized and 50-80mg of inguinal scWAT was dissected out and placed into ice-cold PBS. Livers were dissected from 10-week-old male mice. Tissues were homogenized in Qiazol Lysis Reagent, and RNA was isolated using the RNeasy Lipid Tissue Mini Kit (Qiagen). Quality was assessed with TapeStation before submission to the Columbia Genome Center for bulk, paired-end RNA-sequencing (NextSeq 500) and differential gene expression analysis (DESeq2). RNA-seq data is available from GEO (GSE302944).

*Histology*

For adipose tissue and liver histology, whole tissues or lobes from Cebpa_fl/fl and Cebpa_ASKO mice and neonates were fixed in 4% PFA for 24 hours before switching to 70% ethanol. Tissues were submitted to the Columbia Molecular Pathology Shared Resource Histology Service, where they were embedded flat in paraffin and sectioned at 7um (neonate tissue) or 8um (adult tissue), for 3 serial sections per slide, followed by H&E staining. The histology service provided whole slide scanning at 40X (Leica SCN 400). Adipose tissue images were analyzed using the Adiposoft ImageJ plugin (parameters: minimum diameter = 10um, maximum diameter = 100um). Adipocyte number calculations were done using the Goldrick formula.

*Quantitative PCR*

RNA from adipose and liver tissues was isolated using the RNeasy Lipid Tissue Mini kit (Qiagen). cDNA was synthesized with the High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems). qPCR was performed with pre-designed TaqMan probes from Thermo Fisher Scientific (see below) and TaqMan Fast Advanced Master Mix (Applied Biosystems).

Pre-designed Taqman probes for qPCR

| **Probe** | **Manufacturer** | **Assay ID** |
| --- | --- | --- |
| Taqman *Acaca* probe | Thermo Fisher Scientific | Mm01304257_m1 |
| Taqman *Acadl* probe | Thermo Fisher Scientific | Mm01256456_m1 |
| Taqman *Acox1* probe | Thermo Fisher Scientific | Mm01246834_m1 |
| Taqman *Adipoq* probe | Thermo Fisher Scientific | Mm00456425_m1 |
| Taqman *Cebpa* probe | Thermo Fisher Scientific | Mm00514283_s1 |
| Taqman *Cebpb* probe | Thermo Fisher Scientific | Mm00843434_s1 |
| Taqman *Cidea* probe | Thermo Fisher Scientific | Mm00432554_m1 |
| Taqman *Cpt1a* probe | Thermo Fisher Scientific | Mm01231183_m1 |
| Taqman *Dgat1* probe | Thermo Fisher Scientific | Mm00515643_m1 |
| Taqman Dgat2 probe | Thermo Fisher Scientific | Mm00499536_m1 |
| Taqman *Ehhadh* probe | Thermo Fisher Scientific | Mm00619685_m1 |
| Taqman *Fasn* probe | Thermo Fisher Scientific | Mm006662319_m1 |
| Taqman *Gapdh* probe | Thermo Fisher Scientific | Mm99999915_g1 |
| Taqman *Hprt* probe | Thermo Fisher Scientific | Mm00446968_m1 |
| Taqman *Lep* probe | Thermo Fisher Scientific | Mm00434759_m1 |
| Taqman *Pparg* probe | Thermo Fisher Scientific | Mm00440940_m1 |
| Taqman *Ppargc1* probe | Thermo Fisher Scientific | Mm01208835_m1 |
| Taqman *Prdm16* probe | Thermo Fisher Scientific | Mm00712556_m1 |
| Taqman *Scd1* probe | Thermo Fisher Scientific | Mm00772290_m1 |
| Taqman *Srebf1* probe | Thermo Fisher Scientific | Mm00550338_m1 |
| Taqman *Ucp1* probe | Thermo Fisher Scientific | Mm01244861_m1 |

*Western blot*

Cells or tissues were homogenized in RIPA buffer supplemented with 1X Halt Protease and Phosphatase Inhibitor (Thermo Fisher Scientific 78440). Homogenates were clarified by centrifugation at 12,000 x g at 4C for 15mins twice. Protein in clarified homogenates was quantified by BCA assay (Thermo Fisher Scientific), and 20-30ug of protein was run on a premade 10% Bis-Tris SDS-page gel and transferred to a nitrocellulose membrane. Membrane was blocked in 5% milk and incubated in primary antibody overnight (see Supplemental Methods). Proteins were detected with HRP-linked secondary antibody and visualized through incubation in Immobilon ECL Ultra Western HRP Substrate (Millipore Sigma WBULS0100) or Luminata Classico Western HRP Substrate (Millipore Sigma WBLUC0500). Membranes were incubated in Restore Western Blot Stripping Buffer (Fisher Scientific PI21059) for 15 min before reblocking and subsequent reprobing.

Antibodies

| **Target** | **Manufacturer** | **Catalog number** | **Dilution** |
| --- | --- | --- | --- |
| C/EBPa | Cell Signaling Technology | 8178S | 1:1000 |
| ACRP30 | R&D Systems | AF1119 | 1:1000 |
| PPARg | Cell Signaling Technology | 2443S | 1:1000 |
| Phospho-HSL (Ser563) | Cell Signaling Technology | 4139S | 1:1000 |
| HSL | Cell Signaling Technology | 4107T | 1:1000 |
| ATGL | Cell Signaling Technology | 2138S | 1:1000 |
| Vinculin | Sigma-Aldrich | V9131 | 1:1000 |
| LDLR | Abcam | AB30532 | 1:1000 |
| IgG (H+L) Goat anti-mouse, HRP | Invitrogen | PI31430 | 1:3000 |
| IgG (H+L) Goat anti-rabbit, HRP | Invitrogen | PI31460 | 1:3000 |
| IgG (H+L) Rabbit anti-goat, HRP | Invitrogen | PI31402 | 1:7000 |

How the deposited data were processed for this re-analysis (not part of the article)

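Bulk RNA-seq of whole iWAT from 10-week-old female mice was analysed, with 3 Cebpa_fl/fl and 3 Cebpa_ASKO libraries. Genotype and replicate were taken from the sample labels and the paper. The authors deposited, for each library, an estimated count for every transcript, as kallisto gives it, without normalization. The authors also deposited TPM, a length-normalized share with the same sum in each library, for every transcript and, summed, for every gene symbol. The effective transcript length stands beside each estimated count. The paper's text names the sequencer and DESeq2, and does not name the transcript annotation, the genome build or kallisto's version. The libraries ran from 33141769 to 49477671 estimated counts in total. The samples used for the paper's liver RNA-seq were not analysed here.

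Transcripts were matched to GENCODE M21 (GRCm38) by their identifiers, and 116816 of the 118489 transcripts matched, or 98.6%. Estimated counts were summed over the matched transcripts of each gene symbol and rounded to whole numbers, for 35999 of the 36144 symbols in the authors' table. For 287 symbols the sum covered less than the authors' TPM, with a median share of 50.0%, and 56 symbols joined several gene identifiers. Of the genes named here, this affects *Mup14*. kallisto divides reads among similar transcripts, so single members of gene families such as *Mup*, and pseudogenes with their parents, are less certain than sums over them. The 10 genes with the most counts took between 14.2% and 21.1% of each library, and mt-Co1 was the highest in every library. Replicates of a genotype differed by far more than the sampling noise (chi-square per degree of freedom from 27.7 to 243), so all were used as separate samples. The Y chromosome genes *Ddx3y* and *Eif2s3y* had between 0 and 4 counts in each library, while *Uty* had between 5 and 16 and *Kdm5d* between 42 and 70, in both genotypes.

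Analyses used R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, fgsea 1.28.0, Python 3.11.15, pandas 2.3.3 and scipy 1.17.1. The comparison was Cebpa_ASKO over Cebpa_fl/fl. The test was edgeR's quasi-likelihood test (glmQLFit and glmQLFTest) with TMM scaling, edgeR's default filter on low counts and Benjamini-Hochberg adjustment over the 16069 genes tested, and a gene was called at an adjusted p below 0.05. TMM factors lay between 0.956 and 1.06. Values per library are TMM-normalized CPM. A value of 0 in every library of a genotype was read against a limit of 3 counts. Exact two-sided permutation tests used all 20 arrangements of the 6 libraries, and their smallest p is 0.1. Gene lists were tested with camera at an inter-gene correlation of 0.01, over the 26 lists with at least 5 tested genes. The lists for adipocyte functions were those for fatty acid metabolism, lipolysis, triglyceride synthesis, fat cell differentiation, PPARG targets, adipocyte markers, brown and beige adipocytes, the respiratory chain, and insulin signalling and glucose uptake. Others covered skeletal muscle, slow skeletal muscle, smooth muscle and pericytes, mammary epithelium, lymphocytes, macrophages, endothelial cells, fibroblasts and progenitors, hepatocytes, keratinocytes and skin, and Schwann cells and nerve. The rest covered the integrated stress response, the circadian clock, immediate early genes, the major urinary proteins, and the genes around *Adipoq* and around *Cebpa*. All were written from general knowledge, and they are not the gene ontology or Ingenuity lists of the paper, which were not analysed here.

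The groups, the tests, the gene lists, the alternatives and the rule for named genes were fixed before the data were examined. The named genes are those the paper names in its text or that can be read in Figures 4B and S7, the 5 largest rises and the 5 largest falls, and members of a list where that list is reported. A largest rise or fall had to be called, with a mean log2 CPM of at least 1, no overlap between the genotypes, and a symbol that is not that of a predicted gene or a Rik clone.

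The alternatives were DESeq2 (Wald test with independent filtering), DESeq2's size factors in edgeR, scaling by total counts, all genes with at least 1 count, genes with at least 10 counts in every library, an offset for transcript length, and limma on log2(TPM + 1) and on log2(TPM + 0.1) for genes with a TPM of at least 1 in 3 libraries. A pseudocount understates the changes of low genes. Further alternatives were limma without a filter, the replicate number as a block, an absolute log2 fold change of at least 1, the skeletal muscle share as a covariate, and each library left out in turn. Lists were also tested with fry, with an estimated correlation, with Fisher's exact test, without the skeletal muscle genes, with members of a mean log2 CPM of at least 1, and with 4 Reactome sets. DESeq2 gave an adjusted p to 17145 genes, and genes without one were not counted as called or lost.

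The procedure was tested on simulated counts for the comparison of Cebpa_ASKO with Cebpa_fl/fl, drawn with the means, dispersions and library sizes of these samples. The dispersions were those that edgeR estimated, and all methods were run on the same draw. For edgeR, 220 of 15874 genes were changed by known amounts, 80.5% of them were recovered (99% of those changed 4-fold), and 4.80% of the 186 calls were false. For DESeq2, on 16064 genes, 90.5% were recovered and 22.3% of the calls were false. For limma on log2(TPM + 1), on 13422 genes, 78.6% were recovered and 7.10% of the calls were false. Processed pseudogenes were compared with protein-coding transcripts by blastn, and a parent was the best match with at least 95% identity over at least 50% of the pseudogene.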

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

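The tests of the 5 largest rises for skeletal muscle RNA and of the parents of processed pseudogenes were chosen only after the results were seen.

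Skeletal muscle genes stood above the control level in Cebpa_ASKO iWAT. The paper shows muscle terms in Figure 4C and does not discuss them. The 30 genes of the list took 0.466% ± 0.258 of the counts in Cebpa_ASKO and 0.0951% ± 0.0183 in Cebpa_fl/fl (SD, n = 3 each), which is 490% of the control share. It was between 336% and 593% as each library was left out. The lowest Cebpa_ASKO library was 2.35-fold above the highest control library, and the Cebpa_ASKO libraries differed among themselves by 2.80-fold. If muscle dissected with the depot were the source, the genes would move together and vary within a genotype as much as between genotypes. The genes did move together, since 26 of the 30 lay within 1 log2 unit of the list's median. The share varied within Cebpa_ASKO by less than the 4.90-fold difference between the means of the genotypes, and the genotypes did not overlap, but the Cebpa_ASKO libraries were not alike either. The slow muscle list does not settle this, because its median was -0.15 while its share of counts was higher in every Cebpa_ASKO library than in every control library. A change of the depot in Cebpa_ASKO and muscle carried over at dissection cannot be told apart with 3 libraries of each genotype, because no measure of dissected muscle other than these genes was at hand. A smaller depot could also carry more of its surroundings, which was not tested.

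The 5 largest rises came from genes that passed the rule for named genes, and the paper does not mention them. *Prr32* rose by 3.84 on the log2 scale (standard error 0.789), *Camk2b* by 3.79 (standard error 0.238), *Comp* by 3.25 (standard error 0.457), *S100b* by 3.18 (standard error 0.510) and *Mybph* by 3.15 (standard error 0.647), with adjusted p of 0.0433, 0.000742, 0.0110, 0.0185 and 0.0433 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. All 5 were higher in every Cebpa_ASKO library than in every control library. *Camk2b*, from 2.50 ± 0.704 to 34.5 ± 4.39 CPM (SD, n = 3 each), was called in all 17 settings. *Prr32* was called in 10 and *Mybph* in 11 of the 17, and both lost their call when any 1 of 5 libraries was left out. *S100b* lost its call without Cebpa_fl/fl 3, without Cebpa_ASKO 1 and without Cebpa_ASKO 2. *Comp* lost its call in limma without a filter and with the replicate block. The muscle genes were higher in Cebpa_ASKO 2 than in Cebpa_ASKO 1, with a median ratio of 1.95 and quartiles of 1.87 and 2.09. For *Camk2b*, *Comp*, *Prr32* and *S100b* the ratio was 0.781, 0.624, 0.599 and 0.764, with a median of 0.694, so these 4 did not follow the muscle genes between these 2 libraries. This argues against skeletal muscle RNA as their main source. It rests on 1 library against 1, and the ratio to Cebpa_ASKO 3 was not taken for these 4 genes. *Mybph* had a ratio of 1.73, under the lower quartile of the muscle genes but within their range, which started at 1.61, and skeletal muscle RNA and another source cannot be told apart for it. Biological explanations for the 4 genes, such as a response of the cells to the loss of *Cebpa*, were not tested.

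A group of genes had counts in Cebpa_ASKO and almost none in the control libraries, and the paper does not discuss them, though Figure 4B labels *Gm7049*. *Gm7049*, a processed pseudogene on chromosome 13, was 19.0 CPM in Cebpa_ASKO and 0.109 CPM in Cebpa_fl/fl. *Gm11868*, a processed pseudogene on chromosome 4, was 3.16 CPM in Cebpa_ASKO with no counts in Cebpa_fl/fl, at least 147-fold higher. Such sequences can take reads from a near-identical parent gene that differs in sequence between the genotypes. The parents of *Gm7049* and *Gm11868* are *Me1* and *Cyb5r4*, and that of *Morf4l1-ps1*, which rose from 11.2 to 41.3 CPM, is *Morf4l1*. These were the 3 pseudogenes called higher among the 287 tested ones with a parent, and all 3 parents lie on chromosome 9 between 86581371 and 90114774. Of all 3898895 triples of these pseudogenes, 4111 had parents as close together on 1 chromosome, a share of 0.00105, which counts pseudogenes of the same parent as close. With each of the 177 parents taken once, 11 of 908600 triples were as close, a share of 1.21e-05. Of the 287 pseudogenes, 24 had their parent on chromosome 9, or 8.36%, and none of the 3 pseudogenes called lower had its parent there. This is consistent with reads that carry sequence differences in this stretch of chromosome 9 and match the pseudogene better than the parent, as a hypothesis found and tested on the same data. The parents of the 3 higher pseudogenes were not called. Of those called lower, *Gm15519* and *Gm5578* start at 112563642 and 112605544 on chromosome 6, and their parents lie on chromosomes 2 and 1. *Gm15519* was 4.68 CPM in Cebpa_fl/fl and 0.0861 CPM in Cebpa_ASKO, and *Gm5578* was 2.09 and 0.235 CPM. The stretch of chromosome 9 does not account for their fall, and no explanation was tested for it. *Zfp949*, at 88548020 in the stretch of chromosome 9, rose from 13.1 ± 0.545 to 34.6 ± 2.17 CPM (SD, n = 3 each). Another pseudogene of *Me1*, *Gm7329*, was not called and was lower on average in Cebpa_ASKO, unlike *Gm7049*. It was 0.726 ± 0.620 CPM in Cebpa_fl/fl and 0.157 ± 0.272 CPM in Cebpa_ASKO (SD, n = 3 each). The reads, which would show the variants, were not analysed here. A stretch of another strain inherited with the transgene is a candidate source that was not tested, and other explanations stay open.

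The same comparison showed 4 further genes above the control level. *Gm5799* (0.921 CPM in Cebpa_ASKO, at least 42.8-fold higher) and *Gm9732* (0.696 CPM, against 2 counts in all control libraries) belong to a set of similar predicted genes on chromosome 14, among which reads can be divided. *Gm42417* (0.488 CPM, at least 22.7-fold higher) overlaps *Ankrd23* on chromosome 1, so its reads are not certain to be its own. *Fer1l6*, on chromosome 15, was 4.86 ± 2.24 CPM in Cebpa_ASKO and 0.145 ± 0.0870 CPM in Cebpa_fl/fl (SD, n = 3 each), a log2 fold change of 5.04 (standard error 0.554, adjusted p = 0.00435 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). No explanation was tested for these 4 genes.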

How the results depend on the processing

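All settings below were planned, and none was added later. Among the genes called both here and in another setting, none had the opposite sign, and the direction of the genes that lost their call was not compared. The number of called genes depended on the setting. DESeq2 called 1809 genes (673 higher, 1136 lower), limma on log2(TPM + 1) without a filter 359 (74 and 285), and the condition of an absolute log2 fold change of at least 1 left 495 (129 and 366). For DESeq2 and for the unfiltered limma fit, which tested more genes, the cause was not tested. The last condition removes genes by its construction. Across the 6 fits that each left out 1 library, between 311 and 923 genes were called (33 to 265 higher, 278 to 658 lower), with fewer libraries in each fit; the lowest came without Cebpa_ASKO 1 and the highest without Cebpa_fl/fl 2. With the skeletal muscle share as a covariate, 0 genes were called (0 higher, 0 lower), and 949 had an unadjusted p below 0.05 where chance gives 803. The share was higher in every Cebpa_ASKO library, so the covariate takes up most of the genotype difference and the fit says little about single genes. Other settings gave between 626 and 863 genes, among them total counts (807, of which 33.7% were higher), all genes with a count (839) and the length offset (763).

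The groups share replicate numbers, and a fit with the replicate number as a block called 370 genes (74 higher, 296 lower), 355 of them among the 840. Libraries of the same number did not deviate together (correlations across genes of 0.07, 0.03 and -0.20), so there was no sign that the numbers pair the samples. With 3 libraries of each genotype this cannot exclude a pairing. The paper used littermates, so a pairing by litter stays open. *Pparg* was not called with this block (adjusted p = 0.0821 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).

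The fatty acid metabolism list, with a median near 0, depended on the setting, although the medians of other lists, such as the hepatocyte list, moved further. It was called with DESeq2 (median -0.0683), with all genes with a count (-0.0594), and with the larger Reactome set for lipid metabolism (-0.0198). Its median changed direction, without a call, with total counts (0.00674), limma on log2(TPM + 1) with or without a filter (0.11), limma on log2(TPM + 0.1) (0.11), the replicate block (0.0150) and the Reactome set for fatty acid beta-oxidation (0.19). As each library was left out it ran from -0.12, called without Cebpa_fl/fl 2, to 0.0789. The cause was not tested. The PPARG targets list, at -0.66, was not called with an estimated correlation. Of the 26 lists, fry called 8, the estimated correlation 4 and Fisher's exact test 9, against 15 for camera, and between 14 and 17 were called as each library was left out. The hepatocyte list changed from -1.22 to 0.28 with DESeq2, 0.29 with all genes with a count and 0.0168 in limma without a filter, where it was not called and more of its genes of low counts entered.

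The Reactome sets for lipid metabolism (-0.0198), triglyceride biosynthesis (-0.13) and striated muscle contraction (1.41) were called by camera and not by fry. In the authors' TPM the level of *Cebpa* was 8.94% of control and the muscle share 435%. Over 35 named genes, 322 of 345 values in other settings stayed on their side of the threshold, with 14 weaker, 5 stronger and 4 that changed direction without a call; with a library left out, 186 of 210 did, with 22 weaker, 1 stronger and 1 that changed direction. For the other 22 lists, 278 of 328 values stayed, with 26 weaker, 7 stronger, 14 that changed direction without a call and the 3 above; with a library left out, 111 of 132 did, with 4 weaker, 5 stronger and 12 that changed direction. Depth limits genes such as *Mup7* and *Mup13*, without counts in Cebpa_ASKO, for which only bounds of at least 312-fold and 31.1-fold lower can be given.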

Differences from the paper's values

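Figure 4A of the paper gives about 1700 differentially expressed genes, read by eye, and 840 were called here. Of these, about 640 are higher in Fig. 4A and about 1000 lower, both read by eye, against 223 and 617. Of the alternatives set before the data were examined, DESeq2 gave counts within the paper's, with 1809, 673 and 1136, and none of the others did, with at most 923, 272 and 658. The log2 fold changes of the 10 genes read by eye from Fig. 4B did not differ from the values here.

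The paper states that *Fabp4*, *Pnpla2* and *Lipe* are decreased. All 3 were lower in every Cebpa_ASKO library, with log2 fold changes of -0.86, -0.79 and -0.53, and none was called by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with adjusted p of 0.107, 0.0522 and 0.191. DESeq2 called all 3. *Pnpla2* was also called with DESeq2's size factors in edgeR and with genes of at least 10 counts in every library. The adjusted p ran from 1.45e-05 to 0.537 for *Fabp4*, from 1.02e-05 to 0.195 for *Pnpla2* and from 0.0402 to 0.403 for *Lipe* over the 17 settings.

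The paper states that fatty acid metabolism is among the changed processes. The list of 44 genes written here was not called, with a median log2 fold change of -0.05. It was called with DESeq2, with all genes with a count and without Cebpa_fl/fl 2. The Reactome set for lipid metabolism was called by camera and not by fry (adjusted p = 0.0511).

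Of the 45 genes that Figure S7 shows lower, 31 were called here and 43 by DESeq2, and of the 19 that it shows higher, 3 were called here and 15 by DESeq2. None had the opposite direction.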

Other observations

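The count of lists under other splits, the thinning of the libraries and the choice of the 8 fat synthesis genes came only after the results were seen.

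The 6 libraries can be split into 2 groups of 3 in 10 ways. In 1 of the 10, the real one, as many as 840 genes were called, and the other 9 splits called 0. For the gene lists, 5 of the 10 splits called as many as 15 lists with camera, and the other splits called between 9 and 17, so the number of lists called by camera says little here. With fry the real split called 8 lists and the other splits between 0 and 1. With 10 splits, a share below 0.1 is not possible, and chance and genotype cannot be told apart by this count alone.

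More genes were lower than higher in Cebpa_ASKO, whose libraries were smaller. With every library thinned to 33000809 counts, 864 genes were called, 217 higher and 647 lower, so that 25.1% were higher, as before thinning (26.6%). The smaller libraries are therefore not the source of the uneven split.

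A smaller share of adipocytes in the Cebpa_ASKO depot could lower adipocyte genes without a change in each cell. The adipocyte markers would then fall by 1 common step. Their log2 fold changes had an interquartile range of 2.15 against a median standard error of 0.221, from *Retn* at -9.85 to *Sncg* at 0.49. Among other cell types, endothelial genes fell (median -0.42) and mammary epithelium genes rose (0.61). Neither list was called by fry (adjusted p = 0.0752 and 0.0712), so these lists do not settle the question. By the spread of the markers, a smaller share is not the whole source of the pattern. A part of it stays open, since the paper reports fewer and larger adipocytes in Cebpa_ASKO iWAT. The scaling of the libraries is not the source either, because the weakest median over the scalings was -1.29. A direct effect of the loss of *Cebpa* in adipocytes remains as a hypothesis.

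Major urinary proteins are known as liver products, so liver RNA in the control libraries was weighed. The median of 20 hepatocyte genes in Cebpa_fl/fl was 0.122 CPM, against 3978 CPM for the *Mup* family, which is far below what liver RNA would bring. The most abundant hepatocyte genes were *Cyp2e1*, at 2043 CPM, and *Fgg*, at 41.5 CPM, and *Alb* was 29.5 ± 4.30 CPM (SD, n = 3). Reads divided between paralogs are not the source, since the summed family fell by 9.01 on the log2 scale. The fall of the family is then a hypothesis for an effect of *Cebpa* in the depot.

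Lymphocyte genes were high in 1 control library, Cebpa_fl/fl 1, where all 17 were highest, with a median of 20.2-fold over the median of the other libraries. Lymph node tissue in that library was tested with 6 genes of lymph node stroma and follicles that are not on the lymphocyte list, and 5 were highest there. *Glycam1* was 155 CPM in that library and at most 0.180 CPM in the others, and *Ccl21a* was 64.6 CPM against at most 6.78 CPM. *Cxcl13* was the exception. This is consistent with lymph node tissue in that library. Without it the lymphocyte list had a median of -0.78 and was still called by camera (adjusted p = 0.00341). As each library was left out, its median ran from -3.99 to -0.78.

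Fat synthesis genes were low in another control library, Cebpa_fl/fl 2. The 8 genes were between 2.21-fold (*Scd1*) and 11.4-fold (*Acly*) lower there than the mean of the other controls. If the animal had been fasted, genes raised by fasting would be highest in that library among the controls. This was the case for 4 of 9, among them *Fkbp5* and *Angptl4*, where chance gives 1 in 3, and *Pdk4* was lowest there (93.8 CPM against 379 and 159 CPM). Of 8 sterol synthesis genes 5 were lowest there. A fasted animal and other sources, such as a difference between animals, cannot be told apart, because these genes went both ways.

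Other technical sources were weighed with smaller lists. Genes around *Adipoq*, which the AdipoQ-Cre transgene could carry in extra copies, had a median log2 fold change of 0.0823 over 8 genes, 4 higher and 4 lower. Extra copies cannot be told apart from no extra copies by a median over members that go both ways. The integrated stress response list was not called (median 0.16), with 16 genes higher and 8 lower, and the 4 single genes called were lower, among them *Phgdh* and *Psat1*, by 2.50 and 1.40. Handling of the tissue cannot be told apart from other sources, because the immediate early genes had a median of 0.00 (-0.0028) with 7 higher and 7 lower. The negative arm of the clock genes had a median of 0.12 and the positive arm of -0.06, with 0 clock genes called (0 when adjusted over the list alone), so a difference in the time of tissue collection cannot be told apart from none at this size.

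Genes around *Cebpa* on chromosome 7 did not move as a group (median 0.05, camera adjusted p = 0.885 over 26 lists), but 4 of 11 were called. *Slc7a10* fell by 4.24 and *Pepd* by 0.76, while *Cebpg* rose by 1.36 and *Rhpn2* by 1.04 on the log2 scale. *Cebpg* and *Pepd* were called in all 17 settings. With Fisher's exact test the list was called (adjusted p = 0.0281). No explanation was tested.

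The lipolysis assay of the paper used CL-316,243, a β3-adrenergic agonist, on adipocytes derived from the SVF, which were not analysed here. In whole iWAT, the receptor gene *Adrb3* fell from 394 to 3.73 CPM, further than *Pnpla2*, *Lipe* or *Mgll*. Whether the receptor is also low in the cultured cells was not measured in these libraries.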
